# Coding transcriptome analyses reveal altered functions underlying immunotolerance of PEG-fused rat sciatic nerve allografts

**DOI:** 10.1186/s12974-020-01953-8

**Published:** 2020-10-02

**Authors:** Tyler A. Smith, Cameron L. Ghergherehchi, Haley O. Tucker, George D. Bittner

**Keywords:** Axotomy, Wallerian degeneration, Polyethylene glycol (PEG), Transplantation, Allograft rejection, Nerve repair, Immune response, RNA sequencing, Transcriptome

## Abstract

**Background:**

Current methods to repair ablation-type peripheral nerve injuries (PNIs) using peripheral nerve allografts (PNAs) often result in poor functional recovery due to immunological rejection as well as to slow and inaccurate outgrowth of regenerating axonal sprouts. In contrast, ablation-type PNIs repaired by PNAs, using a multistep protocol in which one step employs the membrane fusogen polyethylene glycol (PEG), permanently restore sciatic-mediated behaviors within weeks. Axons and cells within PEG-fused PNAs remain viable, even though outbred host and donor tissues are neither immunosuppressed nor tissue matched. PEG-fused PNAs exhibit significantly reduced T cell and macrophage infiltration, expression of major histocompatibility complex I/II and consistently low apoptosis. In this study, we analyzed the coding transcriptome of PEG-fused PNAs to examine possible mechanisms underlying immunosuppression.

**Methods:**

Ablation-type sciatic PNIs in adult Sprague-Dawley rats were repaired using PNAs and a PEG-fusion protocol combined with neurorrhaphy. Electrophysiological and behavioral tests confirmed successful PEG-fusion of PNAs. RNA sequencing analyzed differential expression profiles of protein-coding genes between PEG-fused PNAs and negative control PNAs (not treated with PEG) at 14 days PO, along with unoperated control nerves. Sequencing results were validated by quantitative reverse transcription PCR (RT-qPCR), and in some cases, immunohistochemistry.

**Results:**

PEG-fused PNAs display significant downregulation of many gene transcripts associated with innate and adaptive allorejection responses. Schwann cell-associated transcripts are often upregulated, and cellular processes such as extracellular matrix remodeling and cell/tissue development are particularly enriched. Transcripts encoding several potentially immunosuppressive proteins (e.g., thrombospondins 1 and 2) also are upregulated in PEG-fused PNAs.

**Conclusions:**

This study is the first to characterize the coding transcriptome of PEG-fused PNAs and to identify possible links between alterations of the extracellular matrix and suppression of the allorejection response. The results establish an initial molecular basis to understand mechanisms underlying PEG-mediated immunosuppression.

## Background

Traumatic peripheral nerve injuries (PNIs) affect approximately 1.6% of patients who have experienced upper- or lower-limb injury in the USA and Puerto Rico, resulting in life-altering neuronal deficits [1]. Complete transection or ablation of a portion of a peripheral nerve results in immediate loss of reflex and voluntary behaviors and the Wallerian degeneration of all anucleate host axons distal to the injury site and all anucleate axons in a peripheral nerve allograft (PNA) within 1–5 days [2]. Within hours, anucleate portions of axons release damage-associated molecular patterns (DAMPs), such as high mobility group box 1 protein (HMGB1) and adenosine triphosphate (ATP), which are detected by Schwann cells and resident macrophages via toll-like receptors (TLRs) [3, 4]. This stimulation in combination with Wallerian degeneration of anucleate axons triggers Schwann cells to differentiate from a myelinating phenotype to a demyelinated phenotype [5]. Demyelinated Schwann cells release cytokines and chemokines that recruit innate immune cells such as neutrophils and hematogenous macrophages. This cytokine/chemokine release is critical to clear debris and assist Schwann cells facilitation of regenerative outgrowths from surviving proximal axons that occasionally re-innervate distal targets. In mammals, such potential re-innervation is usually a very ineffective process that can take months to complete and often results in poor restoration of lost reflex and voluntary behaviors [2].

Simple transection PNIs are typically treated by re-apposing the cut ends with epineurial microsutures (neurorrhaphy). Ablation-type injuries then are typically repaired by neurorrhaphy in combination with peripheral nerve autografts taken from a different host nerve [6]. Although autografts are currently considered the “gold standard” to repair ablation-type PNIs, autografts result in loss of donor nerve function and often produce minimal or no recovery of voluntary behaviors. Peripheral nerve allografts (PNAs) are an alternative to repair ablation-type PNIs. However, the immunogenicity of PNAs that contain living cells has severely limited their use for decades [7].

Within 7 days postoperatively, innate host immune cells responding to surgical injury recruit host T cells—the primary cells engaged in acute allorejection in the adaptive immune response [8, 9]. Endogenous antigens, often presented by donor cells via major histocompatibility complex class I (MHCI) molecules, which are expressed on all nucleated cells, are recognized by host T cells expressing the CD8 co-stimulatory receptor. Alternatively exogenous antigens, presented by MHCII molecules on either donor or host professional antigen-presenting cells, are recognized by host T cells expressing CD4 [10]. Recognition of non-self antigens and/or MHC peptides often activates acute allorejection responses in host T cells in an attempt to eliminate donor cells over a period of several weeks [7, 8]. These allorejection responses of host T cells include proliferation and differentiation into effector phenotypes, cytokine, and chemokine production to locally influence responses in nearby immune cells, killing of donor cells via perforins or granzymes, antibody-dependent cytotoxicity, and Fas receptor-mediated apoptosis. In PNAs, the primary targets of rejection are Schwann cells and endothelial cells, because of their abundance and their ability to express both MHCI and MHCII. Fibroblasts in PNAs may be also be targeted by T cells [7].

Allorejection of PNAs is commonly avoided by using decellularized allografts, immunotolerant synthetic conduits, or systemic immunosuppressants such as FK506 (Tacrolimus) that are given to the host to suppress T cell activation by inhibiting calcineurin signaling [11–14]. However, decellularized PNAs and synthetic conduits lack endogenous Schwann cells and stromal cells to support axon regeneration. Thus, immunosuppressant use can lead to opportunistic infections and liver damage. None of these techniques solve the long-existing problem of slow and ineffective restoration of nerve function after conventional neurorrhaphy.

PEG-fusion repair of singly transected sciatic PNIs in rats utilizes neurorrhaphy to non-selectively join/fuse cut axonal ends by localized application of a well-defined sequence of four pharmaceutical agents in solution, including a high concentration (50% w/w of the membrane fusogen polyethylene glycol (PEG) [15]. Compared to conventional methods, PEG-fusion substantially improves morphological, functional, and behavioral recovery after a single transection or ablation-type PNIs. Animals treated with PEG-fusion repair of single transections re-establish morphological continuity and action potential conduction across the repair site within minutes, maintain axonal integrity and innervation of neuromuscular junctions, and prevent Wallerian degeneration for many myelinated axons. Successfully PEG-fused sciatic nerves restore sciatic-mediated voluntary behaviors to near unoperated levels within 42 days post-operatively (PO) [16–18]. Unexpectedly, these effects also are observed when ablation-type sciatic PNIs are repaired using PEG-fused PNAs that are neither tissue matched nor immune suppressed. Many (40–60%) donor axons within PEG-fused PNAs do not undergo Wallerian degeneration, strongly suggesting that the axons and Schwann cells within PEG-fused PNAs are not rejected [16–18].

We previously reported [19] that innate and adaptive immune responses to PEG-fused PNAs were significantly reduced as assessed by transmission electron microscopy (TEM), immunohistochemistry (IHC), and quantitative reverse transcription PCR (RT-qPCR). Compared to negative controls (NC) that are not treated with PEG, PEG-fused PNAs at 14–21 days PO displayed significantly reduced T cell and macrophage infiltration, MHCI and MHCII expression, expression of the pro-inflammatory cytokine interferon gamma (IFN-γ) and the T cell chemoattractant C-X-C motif chemokine ligand 11 (CXCL11), as well as consistently low apoptosis [19]. Although these data strongly suggested that an immunosuppressive environment was present within PEG-fused PNAs, the underlying molecular activities associated with these effects were unknown.

Here, we describe molecular mechanisms associated with non-rejection of PNAs as assessed by coding transcriptome profiles of PEG-fused PNAs at 14 days PO—a time at which allorejection responses commonly manifest in NC PNAs [7, 20, 21]. We hypothesize that PEG-fused allografts have altered expression of genes regulating critical molecular pathways to reduce innate and adaptive inflammatory responses. We now report that 2180 gene transcripts are differentially expressed when PEG-fused PNAs are compared to negative control PNAs. Consistent with our previous immunological analyses, RNA sequencing (RNAseq) reveal that an extensive array of transcripts encoding cytokines, chemokines, transcription factors, co-stimulatory molecules, and antigen presentation machinery—each necessary for innate and adaptive allorejection responses—are significantly downregulated in PEG-fused PNAs. Many transcripts associated with Schwann cell myelinating and demyelinated states are significantly upregulated, suggesting that Schwann cells associated with both intact and degenerated axons are not rejected. We identify unanticipated links between alterations in the extracellular matrix and immunosuppression within PEG-fused PNAs. PEG-fused PNAs are particularly enriched in transcripts for extracellular matrix remodeling, cell adhesion, tissue development, fibroblast activity, and collagen production. Numerous transcripts that encode immunosuppressive proteins (e.g., thrombospondins 1 and 2, CD24, and CD276) are also upregulated.

This transcriptomic study is the first to examine the molecular details of successful PEG-fusion. It provides a crucial molecular foundation for understanding the mechanisms underlying PEG-mediated immunosuppression in PNAs, as well as in other transplanted tissue types. Clinically, PEG-fused PNAs potentially combine effective functional recovery with reduced rejection responses without decellularization or systemic immunosuppression.

## Methods

### Study design

The objective of this study was to employ RNAseq to determine significant differences in the coding transcriptome profiles between PEG-fused PNAs, negative control PNAs (operated but not treated with PEG), and unoperated control nerves. We hypothesized that differences in the immune response of these three groups should be associated with differences in gene expression profiles involved in immunotolerance/immunorejection. Because acute rejection responses to allografts in rats typically reach their peak from 14–21 days PO, PEG-fused sciatic nerve PNAs (*n* = 3 animals) and NC sciatic nerve PNAs (*n* = 3 animals) from outbred female Sprague-Dawley rats (Envigo, RRID: RGD_737903) were excised and sampled at 14 days PO (Additional File 1: Figure S1). Both treatment groups were compared to unoperated control sciatic nerves (*n* = 2 animals) as a baseline reference point for normal sciatic nerve function. DNase I-treated total RNA was extracted from each of the 8 samples and poly-A-enriched libraries were prepared and then sequenced on an Illumina next generation sequencing (NGS) platform. Initial analyses were conducted sequentially by FastQC, Tophat2, HTSeq-count, and DESeq2 software. Subsequently, analyses of gene ontology (GO) biological processes, protein families, pathways, and protein-protein interaction analyses were performed. Validation of RNAseq results for selected transcripts was performed via RT-qPCR.

For sample size, we followed the ENCODE Consortium’s best practices guidelines for performing RNAseq experiments (https://www.encodeproject.org). That is, experiments were performed with two or more biological replicates. “As part of the ENCODE pipeline, annotated transcript and genes are quantified using RSEM and the values are made available for downstream correlation analysis. Replicate concordance: the gene level quantification should have a Spearman correlation of > 0.9 between isogenic replicates and > 0.8 between anisogenic replicates.” All sample groups in this paper have an *n* = 3, except for unoperated animals that have *n* = 2. This sample number was less for unoperated animals because their inherent variation was less and COVID restrictions at UTA severely limited the acquisition of animals used for experimental trials.

### Animals

All experimental procedures were approved by standards set forth by the Institutional Animal Care and Use Committee at the University of Texas at Austin. Female Sprague-Dawley rats were housed 2–3/cage and maintained on a 12h:12h reverse light:dark cycle with food and water given ad libitum. Surgical and behavioral procedures were performed in the active cycle. Animals used for behavioral assessments were handled and trained for behavioral testing (see below) for at least 1 week prior to surgery.

### Brief description of PEG-fusion protocol

The PEG-fusion protocol (see Fig. 1 of Ghergherehchi et al. 2019 [22] for details) consists of sequential administration of four pharmaceutical agents in solution directly applied to axonal cut ends and *neurorrhaphy* (microsutures through the epi- or perineurium): (1) irrigation with 250 mM hypotonic Ca^2+^-free saline for 1–2 min to increase axoplasmic volume, open cut axonal ends, and expel intracellular membrane-bound organelles; (2) direct administration of the antioxidant methylene blue (MB) (1% in H_2_O) for 1–2 min to the opened cut ends to prevent formation of new intracellular organelles that interfere with PEG-fusion of cut ends; (3) neurorrhaphy to bring cut open ends of donor and host axons in very close apposition and to provide mechanical strength so that any PEG-fused axons within the nerve remained attached if the nerve is stretched; (4) direct application of 50% w/w 3.35 kDa PEG in distilled water (i.e., 500 mM) for 1–2 min to remove bound cell water, thereby inducing any closely apposed, open, axonal membranes to fuse (repair/join); and (5) irrigation with isotonic Ca^2+^-containing saline (290 mM) to induce vesicle formation to plug/repair/seal any axolemmal holes that may exist after PEG-induced annealing of the cytoplasm and axolemmas of open cut ends.

**Fig. 1:**
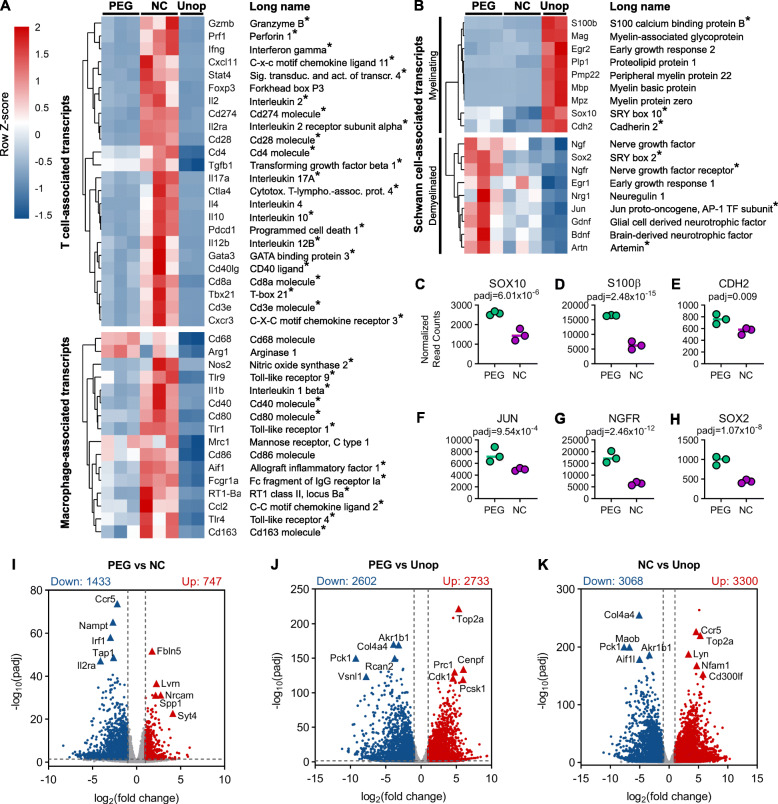
Cell-type associated transcripts and differentially expressed genes (DEGs) among PEG-fused allografts, NC allografts, and unoperated control nerves. **a** Heatmap showing relative expression of T cell-associated transcripts and macrophage-associated transcripts among all samples using normalized read counts. Each column is a sample, and each row is a gene. Transcripts are hierarchically clustered based on expression patterns across rows. Red = high expression; blue = low expression. Transcripts with statistically significant differences in expression (padj < 0.05) when compared between PEG and NC groups are marked with an asterisk. **b** Heatmap showing relative expression of Schwann cell-associated transcripts. **c**–**h** Normalized read counts of Schwann cell-associated transcripts that are significantly upregulated (PEG vs. NC, padj < 0.05). Horizontal bars indicate the mean. **i**–**k** Volcano plots showing all DEGs between **i** PEG vs. NC, **j** PEG vs. Unop, and **k** NC vs. Unop. Thresholds for log_2_ fold changes > 1 or < − 1 and padj < 0.05 were used to identify greatly upregulated (red) or downregulated (blue) DEGs for subsequent analyses. The number of up- or downregulated DEGs in each comparison is shown above each plot. Each point represents a single gene transcript. Triangles indicate notable DEGs that have very low adjusted *p* values (padj)

### Surgical procedures

Outbred female Sprague-Dawley rats weighing 225–300 g were anesthetized with inhaled 4% isoflurane/oxygen mixture (Handlebar Anesthesia) at 1.5 L/min and then maintained by a 1.5–2% mixture at 1 L/min. PEG-fusion or NC Surgeries were performed on the lateral side of the left hindlimb. The right hindlimb served as an intact control.

A 2–3.5 cm incision was made through the skin and the left biceps femoris muscle to expose the sciatic nerve. Connective tissue around the sciatic nerve was trimmed with microscissors. Complete sciatic nerve transections were made in calcium-containing isotonic extracellular fluid and/or sterile isotonic Lactated Ringers (Dechra) by fine dissection scissors to completely sever all axons as well as their endo-, peri-, and epineural sheaths. A 6–8 mm segment was ablated in mid-thigh, leaving an 8–10 mm gap between cut axonal ends in the proximal and distal stumps of the host nerve. Because intact nerves were under tension, an ablation produces a gap that was several mm longer than the removed segment. For PNAs, a donor PNA that matched the diameter of the host PNA was obtained from the left or right sciatic nerve of another wild-type Sprague-Dawley rat that was neither tissue matched nor immune-suppressed in donor or host. Donor PNAs were 1–3 mm longer than the gap created by the ablated segment of the host nerve and stored in calcium-free, hypotonic saline (Plasmalyte A (Baxter)) at 2 °C for 30 min to 6 h before use. Identical procedures for neurorrhaphy and PEG-fusion were performed for the proximal and distal ends of all PNA co-optation sites.

For all PEG-fused and NC groups, the PNAs and host sciatic nerves were washed with hypotonic Plasmalyte A and 1% methylene blue (MB) (Acros Organics). All axonal ends were carefully trimmed to provide smooth cut ends whose flat planes can be very closely apposed with at least four 10-0 microsutures through the epineurium. Nerves that were to be PEG-fused received a sterile hypotonic solution of 50% w/w 3.35 kDa PEG (Sigma Aldrich) in distilled water directly applied for 1–2 min to the lesion sites to non-specifically repair/fuse closely apposed cut axonal ends. After neurorrhaphy, lesion sites of PEG-fused and NC PNAs were washed several times with sterile isotonic Lactated Ringers containing calcium to repair any remaining axolemmal holes with calcium-induced vesicles or other membrane-bound structures. As previously described [16–19, 22], compound action potentials (CAPs) and/or compound muscle action potentials (CMAPs) were elicited before severing any nerves, and again after PEG-fusion of PNAs by stimulating proximal to all lesion sites to insure that the procedure was successful. CAPs and CMAPs were not elicitable after nerve repair in negative control PNAs. Muscle incisions were closed with 5-0 sutures and the skin was closed with wound clips. Animals recovered from surgery on heated pads and were returned to standard housing. Animals to be tested for behavioral recovery received a 5 mg/kg subcutaneous injection of carprofen (Putney, Inc.).

### RNA extraction

After sacrificing the animals using potassium chloride under anesthesia, unoperated control nerve segments (*n =* 2), 14 days PO PEG-fused PNAs (*n =* 3), and 14 days PO NC allografts (*n =* 3) were immediately excised, sliced into 0.5 mm pieces with a scalpel blade, and stored in RNAlater (Invitrogen) overnight at 4 °C to prevent RNA degradation. The tissue was then placed onto a petri dish with TRIzol (Ambion) and minced into smaller pieces with scissors. The minced tissue along with the TRIzol was then transferred to a dounce homogenizer and ground until the previously white tissue became nearly transparent. Chloroform was added to the solution, the solution was centrifuged, and the extracted aqueous layer was then combined with an equal volume of 100% ethanol before transferring it to a RNeasy Mini kit (QIAGEN) spin column (including RNase-free DNase I digestion) for RNA extraction. Total RNA concentration and purity was initially quantified with a Nanodrop 1000 spectrophotometer (Thermo Scientific, RRID:SCR_016517), and the RNA integrity was determined via BioAnalyzer 2100 (Agilent Technologies, RRID:SCR_018043). All RNA used for library preparation and RT-qPCR had RNA Integrity Numbers (RIN) between 7.1 and 8.2.

### RNAseq and bioinformatics analyses

Prior to library preparation, RNA concentration was quantified once again with a Qubit fluorimeter (ThermoFisher). Library preparation, sequencing, and initial bioinformatics analyses to determine differential expression were performed at University of Texas MD Anderson Science Park (MDACC; Smithville, TX). Libraries for each of 8 independent samples were generated with 0.13–4 μg of total RNA per sample using a TruSeq Stranded mRNA Library Prep kit (Illumina) according to manufacturer’s instructions. Libraries were sequenced on a single lane of a HiSeq 3000 unit (Illumina, RRID: SCR_016386) to collect a minimum of 20 × 10^6^ 75 bp paired-end reads per sample. Quality control of raw reads was performed using FastQC (RRID:SCR_014583). Tophat2 was used for mapping and alignment of reads to the reference genome for *Rattus norvegicus* (Rnor 6.0). Mapping rates ranged from 93.2 to 95%, while alignment rates ranged from 84.1 to 89.4% (Additional File 2: Table S1).

Read counts were then generated with HTSeq-count (RRID:SCR_011867). The DESeq2 Bioconductor package (RRID:SCR_015687) was used to generate normalized counts using the median of ratios normalization method [23] to perform differential expression analyses. Hierarchical clustering of normalized reads and heatmap generation was performed using the “pheatmap” R package (RRID:SCR_016418) on normalized read counts. Correlation matrices were created using the “pheatmap” R package combined with the “cormat” R function. Principle component analysis (PCA) of normalized read counts between samples was performed using the “ggfortify” R package. Volcano plots of differentially expressed genes (DEGs) were generated using Graphpad Prism 8 software (RRID:SCR_002798).

Our selection criteria for DEGs were transcripts that had log_2_ fold changes > 1 or < − 1 and adjusted *p* values (padj) < 0.05. Visualized networks of GO annotations for biological processes were generated using BiNGO 3.0.4 combined with Cytoscape 3.7 software (RRID:SCR_005736; RRID:SCR_003032) [24, 25]. We employed KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway annotations (https://www.genome.jp/kegg) (RRID:SCR_012773) [26] and InterPro protein family annotations (https://www.ebi.ac.uk/interpro) (RRID:SCR_006695) [27], generated using DAVID 6.8 (Database for Annotation, Visualization, and Integrated Discovery (https://david.ncifcrf.gov)) (RRID:SCR_001881) [28]. Protein-protein interaction networks for all DEGs were analyzed with the STRING protein database (https://string-db.org) (RRID:SCR_005223) [29] combined with Cytoscape 3.7 software. STRING networks were generated using the default confidence threshold of 0.4 (medium confidence).

### Quantitative reverse transcription PCR

For PEG-fused and NC PNA samples, at least 200 ng of RNA per sample was reverse transcribed into cDNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). For unoperated control nerves, which contained lower amounts of RNA, 40 ng of RNA per sample was used. Samples were run on a PTC-200 thermocycler (MJ Research) according to guidelines provided by the kit manufacturer. Then, 1 ng of cDNA and 500 nM of each primer per 20 μl reaction was used for quantitative PCR. Primers were designed via the PrimerQuest tool by Integrated DNA Technologies (IDT) using complimentary mRNA transcript sequences derived from National Center for Biotechnology Information (NCBI) GenBank databases for *Rattus norvegicus* (www.ncbi.nlm.nih.gov/genbank) (Table 1). qPCR reactions were prepared using PowerUp SYBR Green Master Mix (Applied Biosystems) and run for 40 cycles in triplicate on a ViiA7 qPCR thermocycler (Applied Biosystems) in a 96-well plate according to guidelines provided by the kit manufacturer. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as a reference gene to normalize the expression data from other transcripts. RNA transcript expression for each gene, displayed as fold changes over unoperated control nerves, was quantified using the ΔΔCt method of relative quantification [30].

**Table 1:** Primer sequences used for RT-qPCR

Gene transcript	Accession number	Forward primer (5′-3′)	Reverse primer (5′-3′)
*Shh*	NM_017221.1	CTGGATTCGACTGGGTCTACTA	GGAAGCAGCCGTCAGATTT
*Spp1*	NM_012881.2	CACCAAGGACCAACTACAA	TGCCAAACTCAGCCACTT
*Sox8*	NM_001106989.1	CCCATGGTGAAAGCATGAAAG	TGGGAAAGACCTGTGGTAATG
*Fbln5*	NM_019153.3	CCTACTCCAATCCCTACTCTACA	TACCCAAAGCGACAGACAAG
*Cd24*	NM_012752.3	CTTGCCCATTCTGGGATCTAAT	GTTCCCGGGTAGGTTTCTAAAG
*Ngfr*	NM_012610.2	TCTGGCCAAAGAAGAGGATTAC	CATCCTGTGTGTGAGAGAGAAG
*Col8a1*	NM_001107100.1	CTCTACAGCTGCTGGGAATAC	GTGGTATCTGAGGAGGGATTTG
*Ctsd*	NM_134334.2	CACATCCTTCGACATCCACTAC	TCCACCTTGATACCTCCTAAGT
*Thbs1*	NM_001013062.1	ACTGAGAGGATGACGACTATG	GTAGGACTGGGTGACTTGTTTC
*Thbs2*	NM_001169138.1	CCCAGAGGCAGTTTGAGATT	CATCCTCCAGGAAGTTGGTATG
*Icam1*	NM_012967.1	GTATCCATCCATCCCACAGAAG	CAGTTGTGTCCACTCGATAGTT
*Ccr5*	NM_053960.3	GCTAGGCAGAGGAGAATGTTAG	TGTCTCCTCCTCCCAGTAAA
*Ccl5*	NM_031116.3	CAGAGAAGAAGTGGGTTCAAGA	GAGCAAGCAATGACAGGAAAG
*Irf1*	NM_012591.1	CTCACCAAGAACCAGAGGAAAG	AGATAAGGTGTCAGGGCTAGAA
*Gzmb*	NM_138517.3	AACCAGGAGATGTGTGCTATG	CCTCTTGTAGTGTGTCTGAGTATTT
*Faslg*	NM_012908.1	GGTGCTAATGGAGGAGAAGAAG	TAAATGGTCAGCAACGGTAAGA
*Il10*	NM_012854.2	AGTGGAGCAGGTGAAGAATG	GAGTGTCACGTAGGCTTCTATG
*Nos2*	NM_012611.3	TGGAGCGAGTTGTGGATTG	CCTCTTGTCTTTGACCCAGTAG
*Cxcl11*	NM_182952.2	GTGCCCTGCAAACATTTCTAC	GTGGGAAGCCAGTGTGATTA
*Ifng*	NM_138880.2	CGAATCGCACCTGATCACTAA	TGGATCTGTGGGTTGTTCAC

### Immunohistochemistry

Methods for immunohistochemistry and immunostaining quantification in sciatic nerve tissue were described in detail previously [19]. Briefly, nerve segments 1–2 cm in length were excised and fresh-frozen in OCT (Electron Microscopy Sciences) with liquid nitrogen. For PNA treatment groups, nerve grafts were trimmed with a scalpel 1–2 mm from the suture line on the graft tissue side so that proximal or distal segment tissue was not included. Then, 6-μm transverse sections were cut on a Cryostar NX50 Cryostat (Thermo Scientific). Slides were air-dried for 30 min before fixing with acetone for 5 min. Tissue sections were then washed twice with PBS for 5 min each before blocking with goat serum solution (10% goat serum/0.1% Triton X-100/0.01% Sodium azide) for 15 min. Primary antibody dilutions prepared in goat serum solution were incubated on the slides either overnight at 4 °C or for 1 h at room temperature. We used primary antibodies against rat COL1A1 (1/200; Cat# 7-2C12; mouse monoclonal; DSHB; RRID not available), rat CD24 (1/50; Cat# 10600-1-AP; rabbit polyclonal; Proteintech; RRID: AB_10646440), rat THBS1 (1/200; Cat# LS-C137099; rabbit polyclonal; LifeSpan Biosciences; RRID: AB_10947502), rat THBS2 (1/100; Cat# PA5-97117; rabbit polyclonal; Invitrogen; RRID: AB_2808919), and rat CD276 (1/100; Cat# sc-376769; rabbit polyclonal; Santa Cruz Biotechnology; RRID not available). Tissue sections were washed three times with PBS for 5 min each, then incubated with secondary antibodies prepared in goat serum solution for 30 min, protected from light. Secondary antibodies included anti-mouse Alexa Fluor 488 (1/1000; Cat# R37120; goat polyclonal; Invitrogen; RRID: AB_2556548) and anti-rabbit Alexa Fluor 594 (1/500; Cat# R37117; goat polyclonal; Invitrogen; RRID: AB_2556545). This was followed by three more washes with PBS for 5 min each, addition of one drop of 4′,6-diamidino-2-phenylindole (DAPI) counterstain (IHC-Tek) to each slide to label nuclei, and two more washes with PBS for 5 min each. Slides were mounted with Fluoromount-G (Invitrogen). Fluorescent images were acquired using a × 40 objective (oil-immersion lens) on an Axiovert 200M fluorescent light microscope (Zeiss) equipped with an Axiocam HR3 camera (Zeiss). FIJI software (RRID: SCR_002285) was used to analyze all images.

### Statistical analyses

For RNAseq, differential expression among treatment groups and statistical analyses were performed using DESeq2 to generate negative binomial linear models and the Wald Chi-Squared Test. *P* values were adjusted with Benjamini-Hochberg correction. Transcripts with adjusted *p* values (padj)<0.05 were considered to be statistically significant in each comparison between treatment groups. Statistical analyses of GO annotation enrichment via BiNGO was performed using the Hypergeometric test and Benjamini and Hochberg false discovery rate correction; threshold padj < 0.05. Statistical analyses of KEGG and InterPro annotation enrichment via DAVID was performed using the Fisher Exact test, which determines whether the proportions of transcripts falling into each annotation category differs among groups; threshold *p* value < 0.05. Comparisons of log fold changes for selected transcripts between RNAseq and RT-qPCR were made in Graphpad Prism 8 software (RRID: SCR_002798), using the means and standard errors for each transcript. Correlation analyses of these selected transcripts were performed in Graphpad Prism 8 using parametric Pearson correlation analysis and linear regression. For immunohistochemical analyses, comparisons of means and standard deviations were analyzed between PEG-fused PNAs, NC PNAs, and unoperated control nerves using one-way ANOVA, followed by Tukey’s multiple comparisons tests in Graphpad Prism 8*.* No data points or animal subjects used in this study were omitted; any outliers are included in each analysis.

## Results

### T cell and macrophage-associated transcripts are downregulated and Schwann cell-associated transcripts are upregulated in PEG-fused PNAs

We previously demonstrated through morphological and IHC analyses that PEG-fused PNAs were significantly reduced in T cell and macrophage infiltration and that these tissues contained numerous intact, large-diameter axons that were still myelinated by accompanying Schwann cells [19]. However, we had not yet investigated these cell types within PEG-fused PNAs for transcriptional profiles that may underlie particular activation states or cell subtypes.

To better understand the overall variance in normalized read counts (Additional File 3: Fig. S2A) for all transcripts among treatment groups and among individual samples, we performed Pearson correlation analyses and principle component analyses (PCA) (Additional File 3: Figs. S2B, S2C). 

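Sciatic nerve tissue from 3 PEG-fused PNAs (PEG) and 3 negative control PNAs (NC), each an allograft excised at 14 days PO, and from 2 unoperated sciatic nerves (Unop) was sequenced as paired-end reads. Replicates are named PEG 1 to PEG 3, NC 1 to NC 3, and Unop 1 and Unop 2. The authors aligned the reads to the rat genome (Rnor 6.0) with Tophat2, counted them per Ensembl gene with HTSeq-count and divided the counts by the median-of-ratios size factors of DESeq2. The deposited values are therefore normalized read counts. Every value was a whole multiple of 1 read of its library within 0.001, so the whole reads per gene were recovered from them. Between 32472925 and 39959620 reads per library lay on genes, with a median of 34671712 in PEG-fused PNAs, 34379432 in NC PNAs and 36216272 in Unop nerves. The most abundant gene, Mt-co1, held between 2.40% and 4.03% of the reads of a library. Of 32545 Ensembl genes, 22798 had a read in at least 1 library. Fold changes were computed with limma (trend) on log2(normalized read count + 1) in 1 fit of the 8 libraries, for the 16478 genes with at least 10 normalized counts in at least 2 libraries. This scale understates the change of genes with low counts. DEGs are defined with the thresholds of the paper, a log2 fold change above 1 or below -1 and a Benjamini-Hochberg adjusted p under 0.05. Unop rests on 2 nerves, so comparisons with it depend on the spread shared by the 3 groups. Gene symbols and identifiers are those in the deposited files.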

PCA indicated that individual samples within each treatment group clustered together, had similar expression profiles with no strong outliers, and the treatment groups themselves were biologically distinct from one another (Additional File 3: Fig. S2B). 

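The first 2 principal components of log2(normalized read count + 1), computed over 22798 genes with each gene scaled to unit variance, held 46.1% and 19.2% of the variance. On the first component, the Unop nerves lay at 161 and 163, PEG-fused PNAs between -35.7 and -26.4, and NC PNAs between -87.1 and -63.8. PEG-fused PNAs lay between 57.8 and 97.4 on the second component, where NC PNAs lay between -69.4 and -48.9 and the Unop nerves at -26.9 and -16.0. The third component held 9.2% of the variance and set apart libraries of the same group, with scores of -68.4 in Unop 1 and 73.9 in Unop 2, and of -49.6 in NC 1, 20.1 in NC 2 and 38.1 in NC 3. The share of the first component moved most when the genes were not scaled, to 61.3%.

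**Figure D1:**
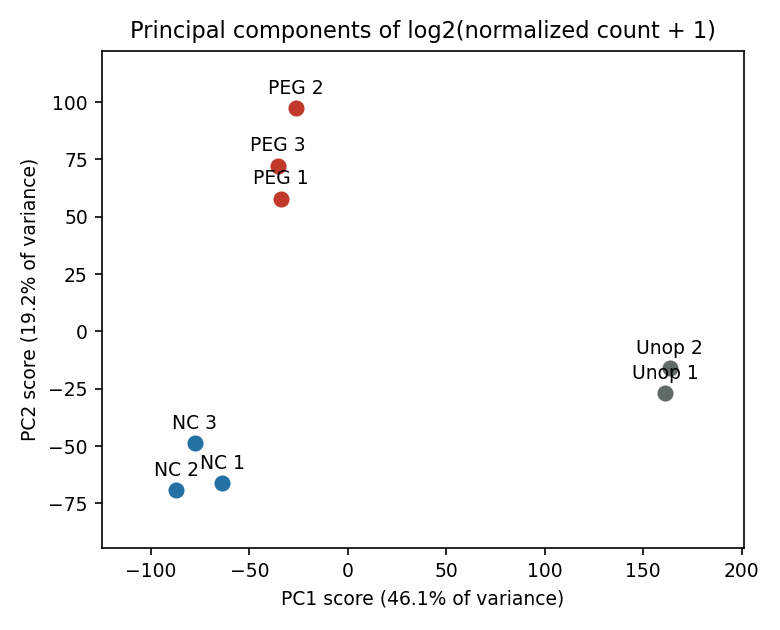
Scores of the 8 libraries on the first principal component (x axis, 46.1% of the variance) and the second (y axis, 19.2%) of log2(normalized read count + 1). Each point is 1 library, coloured by group; the 3 groups lie apart from each other.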

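Pearson's r between libraries was computed across 22798 genes on log2(normalized read count + 1), where genes are not independent replicates. Within groups, r was between 0.988 and 0.989 for PEG-fused PNAs, between 0.978 and 0.986 for NC PNAs and 0.986 for the pair of Unop nerves. Between groups, r was on average 0.970 over the 9 pairs of a PEG-fused and an NC PNA, 0.936 over the 6 pairs of a PEG-fused PNA and an Unop nerve, and 0.913 over the 6 pairs of an NC PNA and an Unop nerve. The lowest r of a PEG-fused with an NC PNA (0.960) was higher than the highest r of either kind of PNA with an Unop nerve (0.938). Spearman's rho gave the same order, with averages of 0.964, 0.928 and 0.903. Without the log scale, which moved these values most, the averages were 0.879 for PEG-fused with NC PNAs, 0.645 for PEG-fused PNAs with Unop nerves and 0.592 for NC PNAs with Unop nerves.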

Strong sample-to-sample correlations in expression profiles were found within treatment groups, with PEG and NC groups showing greater correlation with each other than with the unoperated control group (Additional File 3: Fig. S2C).

We then examined the normalized read counts for transcripts commonly expressed or associated with either T cells, macrophages, or Schwann cells and compared their expression patterns among treatment groups via heatmaps (Fig. 1a, b). Transcripts with statistically significant differences in expression (padj < 0.05) compared between PEG and NC groups were marked with an asterisk. 

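Among 24 T cell-associated transcripts, 23 passed the filter on low counts and 22 of these were significantly lower in PEG-fused PNAs than in NC PNAs by limma (adjusted p under 0.05). They were Gzmb, Prf1, Ifng, Cxcl11, Stat4, Foxp3, Il2, Cd274, Il2ra, Cd28, Cd4, Il17a, Ctla4, Il10, Pdcd1, Il12b, Gata3, Cd40lg, Cd8a, Tbx21, Cd3e and Cxcr3, with log2 fold changes between -5.04 and -0.73. Stat4 was abundant in every group, with a normalized count of 7109 ± 1259 (SD, n = 3) in PEG-fused PNAs, 39641 ± 8811 (SD, n = 3) in NC PNAs and 5393 ± 129 (SD, n = 2) in Unop nerves. Adjusted over the list alone, 23 were lower. The study chose the list on these samples, so this adjustment is not independent evidence. Of the 16 macrophage-associated transcripts, 12 were significantly lower and none was significantly higher, and 12 were lower adjusted over the list alone. The lower ones were Nos2, Tlr9, Il1b, Cd40, Cd80, Tlr1, Aif1, Fcgr1a, RT1-Ba, Ccl2, Tlr4 and Cd163. RT1-Ba belongs to the major histocompatibility genes, whose reads the counting could have split between near-identical copies. Cd68, Arg1, Mrc1 and Cd86 did not pass the threshold. The number of lower T cell-associated transcripts was between 21 and 22 with each library left out in turn.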

As shown in Fig. 1a, most transcripts associated with T cells and/or macrophages were downregulated in PEG-fused PNAs compared to NC PNAs. Downregulated transcripts included T helper 1 (Th1)-associated proinflammatory cytokines interleukin 2 (IL2), interleukin 12B (IL12B), interferon gamma (IFNG), and cytotoxic effectors that induce apoptosis in target cells, including Perforin (PRF1) and Granzyme B (GZMB) [8, 31–33]. 

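The normalized count of Ifng (ENSRNOG00000007468) was 5.89 ± 5.42 (SD, n = 3) in PEG-fused PNAs and 189 ± 52.7 (SD, n = 3) in NC PNAs, a log2 fold change of -5.04 (standard error 0.59, adjusted p = 0.00107) from limma with Benjamini-Hochberg adjustment. With each library left out in turn, this fold change stayed between -5.65 and -4.55. Prf1 (ENSRNOG00000000562) had a count of 302 ± 211 (SD, n = 3) in PEG-fused PNAs and 2731 ± 813 (SD, n = 3) in NC PNAs and a log2 fold change of -3.36 (standard error 0.50, limma adjusted p = 0.00246). For Gzmb (ENSRNOG00000049976), the counts were 17.4 ± 11.9 (SD, n = 3) in PEG-fused PNAs and 185.9 ± 72.7 (SD, n = 3) in NC PNAs, with a log2 fold change of -3.48 (standard error 0.65, limma adjusted p = 0.00619). Il12b (ENSRNOG00000004380) varied most between PEG-fused PNAs, at 13.3 ± 12.6 (SD, n = 3) in PEG-fused PNAs and 105.6 ± 47.0 (SD, n = 3) in NC PNAs, and its log2 fold change was -3.33 (standard error 0.76, limma adjusted p = 0.0139). Il2 (ENSRNOG00000017348) was counted at between 2 and 4 reads per PEG-fused PNA and between 15 and 27 reads per NC PNA, and its log2 fold change was -2.59 (standard error 0.42, limma adjusted p = 0.00362). For all 5 genes, each PEG-fused PNA had a lower count than each NC PNA, an order that chance gives a single gene in 10% of cases counting both directions. A larger pseudocount of 8, chosen after the data were seen, gave a log2 fold change of -1.46 for Il2.

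**Figure D2:**
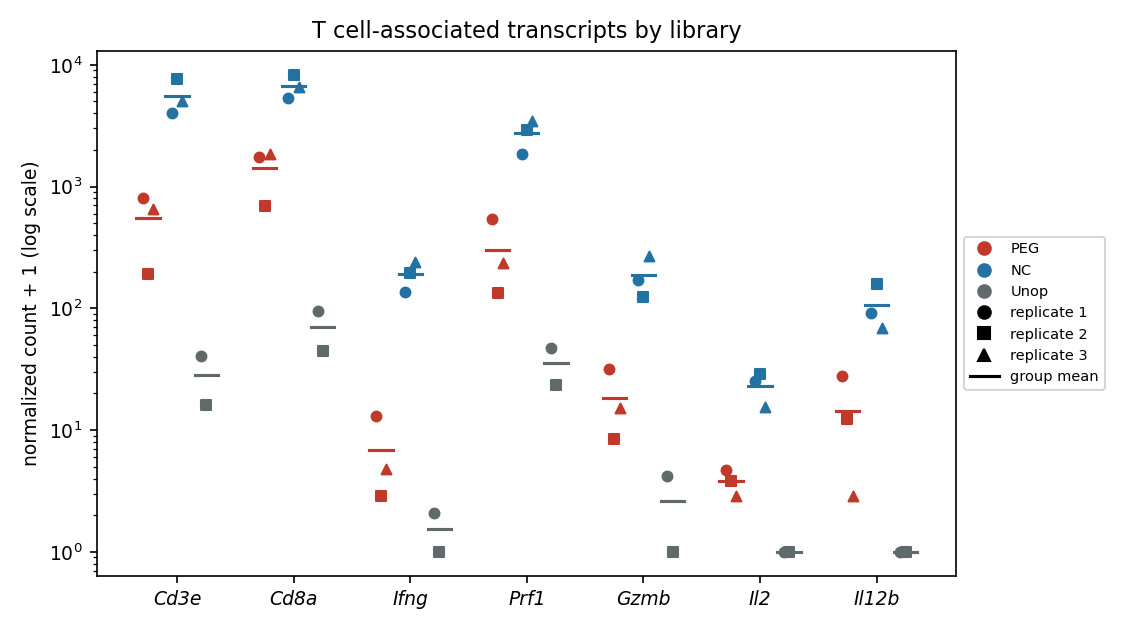
Normalized read count + 1 (y axis, log scale) of 7 T cell-associated transcripts (x axis) in each library. Points are libraries, coloured by group with 1 marker per replicate number, and bars are group means; PEG-fused PNAs lie below NC PNAs for each transcript.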

Notable are the cytokine interleukin 4 (IL4), produced by Th2 cells; interleukin 17A (IL17A), produced by pro-inflammatory Th17 cells (34); as well as Interleukin 10 (IL10) and transforming growth factor beta 1 (TGFB1), produced by immunosuppressive (FOXP3)^+^ T regulatory T cells (Tregs) [34], which were downregulated in PEG-fused PNAs compared to NC PNAs. 

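Il10 (ENSRNOG00000004647) had a normalized count of 8.09 ± 2.15 (SD, n = 3) in PEG-fused PNAs and 104 ± 37.4 (SD, n = 3) in NC PNAs, a log2 fold change of -3.48 (standard error 0.42, adjusted p = 0.00121) from limma with Benjamini-Hochberg adjustment. Il17a (ENSRNOG00000012467) was counted at between 1 and 3 reads per PEG-fused PNA, and at 4, 22 and 22 reads in NC 1, NC 2 and NC 3, with a log2 fold change of -2.30 (standard error 0.69, adjusted p = 0.0393) from limma. Leaving out PEG 1, PEG 2 or PEG 3 in turn gave Il17a a log2 fold change of -2.53, -2.04 and -2.33 and an adjusted p of 0.0652, 0.125 and 0.0917 in limma. Over all alternatives, its adjusted p lay between 0.00523 and 0.125. Tgfb1 (ENSRNOG00000020652) was at 2102 ± 48.2 (SD, n = 3) in PEG-fused PNAs and 2747 ± 327 (SD, n = 3) in NC PNAs, and its log2 fold change of -0.38 (standard error 0.14, adjusted p = 0.0752) did not pass the threshold in limma. It passed in DESeq2 (adjusted p = 0.0477) and in limma fitted to the PNAs alone (adjusted p = 0.0271), and over all alternatives its adjusted p lay between 0.0271 and 0.199. Il4 (ENSRNOG00000007624) had 0 reads in each PEG-fused PNA and 1 or 2 reads in each NC PNA, so a difference was not detectable at this depth and no fold change was computed.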

The transcription of co-stimulatory receptors (CD3, CD8, CD4, CD28, CD40LG), co-inhibitory receptors such as cytotoxic T-lymphocyte-associated protein 4 (CTLA4) and programmed cell death 1 (PDCD1), and downstream transcription factors that drive T cell activation such as GATA binding protein 3 (GATA3) [10, 35] were downregulated in PEG-fused PNAs relative to NC PNAs. 

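All 8 transcripts analysed here were significantly lower in PEG-fused PNAs by limma, with adjusted p between 0.000343 and 0.00779 and log2 fold changes between -4.16 and -0.73. The normalized count of Cd3e (ENSRNOG00000016069) was 546 ± 318 (SD, n = 3) in PEG-fused PNAs and 5551 ± 1851 (SD, n = 3) in NC PNAs, a log2 fold change of -3.54 (standard error 0.56, adjusted p = 0.00323) from limma. Cd8a (ENSRNOG00000007178) was at 1418 ± 637 (SD, n = 3) in PEG-fused PNAs and 6742 ± 1491 (SD, n = 3) in NC PNAs, with a log2 fold change of -2.35 (standard error 0.41, limma adjusted p = 0.0049). Cd4 (ENSRNOG00000016294), at 5941 ± 347 (SD, n = 3) in PEG-fused PNAs and 10011 ± 1993 (SD, n = 3) in NC PNAs, changed least, by -0.73 (standard error 0.14, limma adjusted p = 0.00766). Pdcd1 (ENSRNOG00000019043) had the lowest log2 fold change, -4.16 (standard error 0.57, limma adjusted p = 0.00191). The log2 fold changes of Cd28, Cd40lg, Ctla4 and Gata3 were -3.19, -2.85, -3.63 and -2.18. Each of the 8 was called in every alternative run for named genes, which did not include a test against a fold change of 2.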

Although each of these representative transcripts were downregulated in PEG-fused PNAs relative to NC PNAs, they were significantly upregulated in PEG-fused PNAS relative to Unoperated Control nerves (Additional File 4: Table S2).

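Of the 16 transcripts named above with enough reads to test, 14 were significantly higher in PEG-fused PNAs than in Unop nerves by limma, and 14 were higher adjusted over the list alone. Il17a and Gata3 did not pass the threshold; the log2 fold change of Gata3 was 0.50 (standard error 0.43, limma adjusted p = 0.351). The normalized count of Prf1 was 34.3 ± 16.7 (SD, n = 2) in Unop nerves, and its log2 fold change of PEG-fused PNAs over Unop nerves was 2.95 (standard error 0.56, limma adjusted p = 0.00219). For Cd8a, it was 4.31 (standard error 0.46, limma adjusted p = 9.9e-05), with a count of 69.1 ± 35.8 (SD, n = 2) in Unop nerves. Both Unop nerves had 0 reads of Il2, Il12b and Il17a. Set against a floor of 3 counts per Unop library, Il12b was at least 3.82-fold higher in PEG-fused PNAs and at least 1.88-fold without PEG 1, while its count in PEG 3, 1.88, lay under the floor. The mean counts of Il2 and Il17a in PEG-fused PNAs also lay under the floor, so no bound was set for them. For Il2, limma gave a log2 fold change of 1.90 (standard error 0.47, adjusted p = 0.00876), and the call was lost in DESeq2 (adjusted p = 0.0542) and with a pseudocount of 8 (limma adjusted p = 0.173), so the rise of Il2 is uncertain. Ifng had 1 read in Unop 1 and 0 in Unop 2, and its adjusted p against Unop was 0.0308 in limma and 0.0559 in DESeq2, within a range between 0.0129 and 0.181 over all alternatives. For Il10, the log2 fold change was 1.53 (standard error 0.47, adjusted p = 0.0218) in limma, and the adjusted p was 0.0824 in DESeq2, within a range between 0.0201 and 0.141. For Gzmb, leaving out Unop 2 gave a log2 fold change against Unop nerves of 1.92 (limma adjusted p = 0.068). With Unop 2 left out, Pdcd1 had a log2 fold change against Unop nerves of 2.32 and an adjusted p of 0.0569 in limma. Cd40lg had a log2 fold change against Unop nerves of 2.38 (limma adjusted p = 0.0524) without Unop 1. Without PEG 1, PEG 3 or Unop 2 in turn, the adjusted p of Ifng in limma was 0.0692, 0.0518 and 0.181. In limma, Il10 had a log2 fold change against Unop nerves of 1.43, 1.42 and 1.08 and an adjusted p of 0.0609, 0.0613 and 0.141 without PEG 1, PEG 3 or Unop 2 in turn. The floor covers counting error only.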

Likewise, macrophage-associated profiles revealed significant downregulation of numerous inflammatory “M1” macrophage-associated transcripts, including (1) the pro-inflammatory cytokine interleukin 1 beta (IL1B); (2) and nitric oxide synthase (NOS2) which is required for the respiratory burst attack response; and (3) toll-like receptors 1, 4, and 9 (TLR1/4/9), which are critical for initiating innate immune responses against damaged or pathogen-associated molecules [36]. On the other hand, two transcripts commonly associated with the anti-inflammatory “M2” macrophage state, arginase 1 (ARG1) and mannose receptor C type I (MRC1/ CD206), were highly expressed in PEG-fused PNAs, although not to a statistically significant degree when compared to NCs. 

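Il1b (ENSRNOG00000004649) was counted at 391 ± 229 (SD, n = 3) in PEG-fused PNAs and 2679 ± 781 (SD, n = 3) in NC PNAs, a log2 fold change of -2.89 (standard error 0.37, adjusted p = 0.00148) from limma with Benjamini-Hochberg adjustment. For Nos2 (ENSRNOG00000057443), the normalized counts were 6.22 ± 3.77 (SD, n = 3) in PEG-fused PNAs and 145 ± 99.3 (SD, n = 3) in NC PNAs, and the log2 fold change was -4.13 (standard error 0.78, limma adjusted p = 0.00638). Tlr1 (ENSRNOG00000038722) had a log2 fold change of -2.62 (standard error 0.30, limma adjusted p = 0.00107), with counts of 244 ± 97.6 (SD, n = 3) in PEG-fused PNAs and 1410.5 ± 77.4 (SD, n = 3) in NC PNAs. Smaller differences were found for Tlr9 (ENSRNOG00000048161), with a log2 fold change of -1.19 (standard error 0.31, limma adjusted p = 0.0216), and Tlr4 (ENSRNOG00000010522), with -0.65 (standard error 0.18, adjusted p = 0.0333). Leaving out NC 2, NC 3, PEG 2 or PEG 3 in turn gave Tlr9 a log2 fold change of -1.16, -1.04, -0.95 and -1.13 and an adjusted p of 0.0543, 0.0716, 0.076 and 0.0701 in limma. For Tlr4, leaving out NC 1, NC 3, PEG 2 or PEG 3 in turn gave a log2 fold change of -0.52, -0.56, -0.61 and -0.59 (limma adjusted p = 0.0844, 0.0994, 0.106 and 0.103). Over all alternatives, the adjusted p lay between 0.00258 and 0.076 for Tlr9 and between 0.00454 and 0.106 for Tlr4. All 5 transcripts also passed the threshold adjusted over the list alone, which the study chose on these samples.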

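The normalized count of Arg1 (ENSRNOG00000013304) was 1088 ± 125 (SD, n = 3) in PEG-fused PNAs, 656 ± 363 (SD, n = 3) in NC PNAs and 144 ± 52.2 (SD, n = 2) in Unop nerves. Against NC PNAs, its log2 fold change was 0.91 (standard error 0.42, adjusted p = 0.142) from limma with Benjamini-Hochberg adjustment. With NC 2 left out, Arg1 had a log2 fold change of 1.30 and an adjusted p of 0.0394 in limma. Without NC 1, Arg1 had a log2 fold change of 0.39. Over all alternatives, its adjusted p lay between 0.0394 and 0.3. Mrc1 (ENSRNOG00000018251) was at 9412 ± 1570.0 (SD, n = 3) in PEG-fused PNAs, 10053 ± 2104 (SD, n = 3) in NC PNAs and 3315 ± 648 (SD, n = 2) in Unop nerves, and its log2 fold change against NC PNAs was -0.09 (standard error 0.19, limma adjusted p = 0.766), a difference smaller than the spread between replicates. Mrc1 had a log2 fold change of 0.05 and 0.05 (limma adjusted p = 0.864 and 0.889) without NC 3 or PEG 2 in turn.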

Proteins encoded by each of these transcripts contribute to tissue repair and remodeling functions. We also found that expression of CD68, which encodes a lysosomal protein involved in phagocytosis [37], was upregulated in PEG-fused PNAs. This finding was unanticipated based on our previous IHC analyses in which CD68 immunostaining in 14d PO PEG-fused PNAs was significantly decreased [19]. 

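Cd68 (ENSRNOG00000037563) had a normalized count of 20979 ± 1293 (SD, n = 3) in PEG-fused PNAs and 16470.3 ± 2455 (SD, n = 3) in NC PNAs. The log2 fold change was 0.36 (standard error 0.23, adjusted p = 0.264) from limma with Benjamini-Hochberg adjustment, and it stayed between 0.25 and 0.47 with each library left out in turn. Each PEG-fused PNA had a higher count than each NC PNA, and the adjusted p lay between 0.0718 and 0.491 over all alternatives. In Unop nerves the count was 1158 ± 525 (SD, n = 2).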

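Of the 16 macrophage-associated transcripts labelled in Fig. 1a, 15 were significantly higher in PEG-fused PNAs than in Unop nerves by limma and none was lower. They were Cd68, Arg1, Nos2, Tlr9, Il1b, Cd40, Cd80, Tlr1, Mrc1, Cd86, Aif1, Fcgr1a, RT1-Ba, Ccl2 and Tlr4. The largest log2 fold change was that of Cd68, 4.25 (standard error 0.25, limma adjusted p = 4.86e-06). Cd163 was not called, with a log2 fold change of 0.34 (standard error 0.25, limma adjusted p = 0.27) and counts of 2334 ± 702 (SD, n = 3) in PEG-fused PNAs and 1782 ± 63.9 (SD, n = 2) in Unop nerves. Nos2 had 0 reads in both Unop nerves; against a floor of 3 counts per library it was at least 1.78-fold higher in PEG-fused PNAs, and its adjusted p lay between 0.00857 and 0.342 over the alternatives. Without PEG 1, PEG 3, Unop 1 or Unop 2 in turn, the adjusted p of Nos2 in limma was 0.0799, 0.0802, 0.102 and 0.101. In limma, Cd40 had a log2 fold change against Unop nerves of 0.82 and an adjusted p of 0.0571 without Unop 2.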

As with T cell-associated transcripts, macrophage-associated transcripts were significantly upregulated in PEG-fused PNAs relative to unoperated control nerves (Additional File 4: Table S2).

Lastly, the expression of genes associated with the myelinating Schwann cell phenotype, including SRY-box 10 (SOX10), myelin basic protein (MBP), and myelin-associated glycoprotein (MAG) [5], were most highly expressed in unoperated control nerves (Fig. 1b). 

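Mbp, Pmp22, Mag, S100b, Sox10, Egr2 and Cdh2, labelled in Fig. 1b for the myelinating phenotype, were all significantly lower in PEG-fused PNAs than in Unop nerves by limma, with log2 fold changes between -7.47 for Mag and -0.65 for Sox10. The normalized count of Mbp (ENSRNOG00000016516) was 782133 ± 104106 (SD, n = 2) in Unop nerves and 8267 ± 803 (SD, n = 3) in PEG-fused PNAs, a log2 fold change of -6.56 (standard error 0.59, adjusted p = 3.75e-05) from limma. Mag (ENSRNOG00000021023) was at 3917 ± 54.7 (SD, n = 2) in Unop nerves and 28.7 ± 28.8 (SD, n = 3) in PEG-fused PNAs, with a log2 fold change of -7.47 (standard error 1.25, limma adjusted p = 0.00111). For Sox10 (ENSRNOG00000011305), the counts were 4060.5 ± 279 (SD, n = 2) in Unop nerves and 2584 ± 97.45 (SD, n = 3) in PEG-fused PNAs, with a log2 fold change of -0.65 (standard error 0.15, limma adjusted p = 0.00678). In NC PNAs, the log2 fold changes against Unop nerves were -7.32 for Mbp, -6.26 for Mag and -1.48 for Sox10. Leaving out 1 library at a time changed none of these calls.

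**Figure D3:**
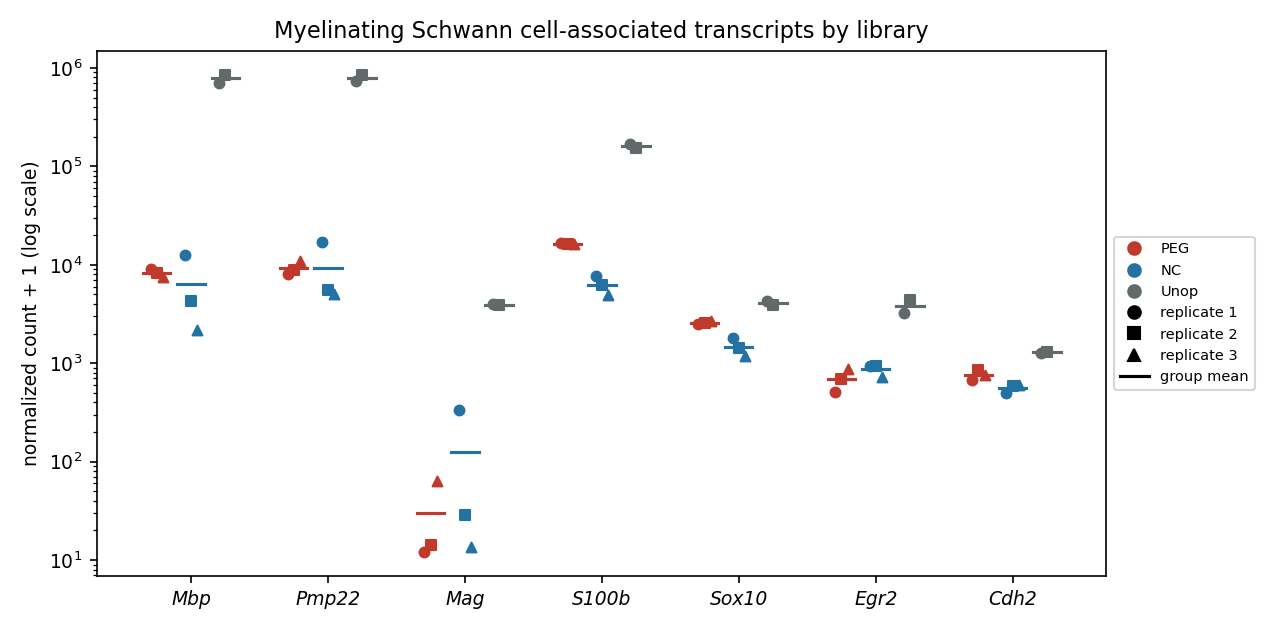
Normalized read count + 1 (y axis, log scale) of 7 transcripts of the myelinating Schwann cell phenotype (x axis) in each library. Points are libraries, coloured by group with 1 marker per replicate number, and bars are group means; the Unop nerves lie above all PNAs for each transcript, and NC 1 lies above NC 2 and NC 3 for Mbp, Pmp22 and Mag.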

PEG-fused PNAs displayed upregulation of numerous transcripts associated with the demyelinated repair Schwann cell phenotype, which is triggered upon response to axonal injury. 

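Sox2, Ngfr, Egr1, Nrg1, Jun, Gdnf, Bdnf and Artn, labelled in Fig. 1b for the demyelinated repair phenotype, were all significantly higher in PEG-fused PNAs than in Unop nerves by limma. Ngfr (ENSRNOG00000005392) had a normalized count of 17628 ± 2459 (SD, n = 3) in PEG-fused PNAs, 6419 ± 711 (SD, n = 3) in NC PNAs and 926 ± 302 (SD, n = 2) in Unop nerves, a log2 fold change of 4.28 (standard error 0.20, adjusted p = 1.96e-06) against Unop nerves and a log2 fold change of 1.45 (standard error 0.18, adjusted p = 0.00135) against NC PNAs, both from limma. Sox2 (ENSRNOG00000012199) was at 976 ± 111 (SD, n = 3) in PEG-fused PNAs, 439 ± 44.5 (SD, n = 3) in NC PNAs and 367 ± 98.4 (SD, n = 2) in Unop nerves, with a log2 fold change of 1.15 (standard error 0.17, limma adjusted p = 0.00221) against NC PNAs. For Jun (ENSRNOG00000026293), this value was 0.57 (standard error 0.13, limma adjusted p = 0.0147). Egr1, Nrg1, Gdnf, Bdnf and Artn did not pass the threshold against NC PNAs. Among them, Gdnf (ENSRNOG00000012819) was at 34.5 ± 10.7 (SD, n = 3) in PEG-fused PNAs and 17.7 ± 4.15 (SD, n = 3) in NC PNAs, with a log2 fold change of 0.90 (standard error 0.35, limma adjusted p = 0.0917), and over all alternatives its adjusted p lay between 0.0584 and 0.278. The log2 fold change of Egr1 against NC PNAs was 0.06. Leaving out NC 3 or PEG 2 in turn gave Egr1 a log2 fold change of -0.02 and -0.11 and an adjusted p of 0.947 and 0.709 in limma. For Artn, leaving out NC 2 gave a log2 fold change of 1.02 (limma adjusted p = 0.0284).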

Examples include the AP-1 transcription factor subunit JUN, SRY-box 2 (SOX2), nerve growth factor receptor (NGFR), and glial-derived neurotrophic factor (GDNF). 

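Of 7 transcripts of the myelinating phenotype (Mbp, Pmp22, Mag, S100b, Sox10, Egr2 and Cdh2), 3 were significantly higher in PEG-fused PNAs than in NC PNAs by limma, and none was lower. The normalized count of S100b (ENSRNOG00000001295) was 16438 ± 163 (SD, n = 3) in PEG-fused PNAs and 6255 ± 1387 (SD, n = 3) in NC PNAs, a log2 fold change of 1.42 (standard error 0.16, adjusted p = 0.000897) from limma. Sox10 was at 1475 ± 299 (SD, n = 3) in NC PNAs and had a log2 fold change of 0.83 (standard error 0.14, limma adjusted p = 0.00394), and Cdh2 of 0.44 (standard error 0.12, adjusted p = 0.0263). With NC 1, PEG 2 or PEG 3 left out in turn, Cdh2 had a log2 fold change of 0.35, 0.36 and 0.44 and an adjusted p of 0.0639, 0.0995 and 0.0754 in limma. NC 1 had more reads of these myelin transcripts than the mean of NC 2 and NC 3, 3.91 times as many for Mbp, 3.24 for Pmp22 and 16.6 for Mag. The log2 fold change over all libraries was 0.76 (standard error 0.53, limma adjusted p = 0.315) for Mbp and 0.24 (standard error 0.42, adjusted p = 0.707) for Pmp22. Mbp had a log2 fold change of 1.44 (limma adjusted p = 0.00856) without NC 1. In limma, Pmp22 had a log2 fold change of 0.80, -0.01 and -0.08 and an adjusted p of 0.0104, 0.988 and 0.907 without NC 1, NC 2 or NC 3 in turn. Mag had a log2 fold change of -1.21. Leaving out NC 1 gave Mag a log2 fold change of 0.16 and an adjusted p of 0.892 in limma. With each library left out in turn, between 2 and 4 of the 7 were called higher, and the 4 came without NC 1.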

Several additional transcripts associated with both myelinating and demyelinated Schwann cell phenotypes were significantly upregulated as well in PEG-fused PNAs compared to NC PNAs (Fig. 1c–h).

Overall, these results suggested that pro-inflammatory T cell and macrophage-mediated activities were significantly reduced in PEG-fused PNAs, and that PEG-fused PNAs contained mixed populations of myelinating and demyelinated Schwann cell phenotypes. To identify all differentially expressed genes (DEGs) among treatment groups for employment in functional annotation and enrichment analyses, we next used threshold criteria for log_2_ fold change and adjusted *p* value.

### Highly downregulated and upregulated transcripts in PEG-fused PNAs

In this study, we defined the criteria for a DEG as having a log_2_ fold change in expression of > 1 or < − 1 and an adjusted *p* value (padj) < 0.05. 

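Of the 16478 genes tested with limma, 2758 were DEGs higher and 2568 DEGs lower in PEG-fused PNAs than in Unop nerves. In NC PNAs, 3229 were higher and 3130 lower than in Unop nerves. The threshold on the fold change moved these counts most. Without it, 4800 genes were higher and 4713 lower in PEG-fused PNAs, and 5305 higher and 5322 lower in NC PNAs. A test against a fold change of 2 called 1488 and 1361 in PEG-fused PNAs, and 2019 and 1863 in NC PNAs. Of the authors' DEGs, 2625 higher and 2499 lower ones were shared with the DEGs of limma for PEG-fused PNAs, and 3081 and 3002 for NC PNAs. Both comparisons use the same 2 Unop nerves and were not compared with each other.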

Volcano plots were employed to visualize these threshold criteria as applied to all transcripts when comparing PEG vs. NC, PEG vs. Unop, and NC vs. Unop (Fig. 1i–k). PEG vs. NC comparisons (Fig. 1i) yielded 1433 downregulated DEGs and 747 upregulated DEGs.

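By limma, 726 genes were DEGs higher and 1177 DEGs lower in PEG-fused PNAs than in NC PNAs. Without the threshold on the fold change, 2477 genes were higher and 2286 lower, and a test against a fold change of 2 called 31 and 137. On the recovered reads, DESeq2 called 741 higher and 1428 lower, and edgeR with TMM factors 754 and 1337. With each library left out in turn, between 452 and 805 genes were higher and between 877 and 1242 lower. The lowest counts, 452 and 877, came without PEG 2. In the authors' deposited table, 679 of their 747 higher and 1139 of their 1433 lower DEGs were also DEGs of limma. Of the 294 lower DEGs of the authors that limma did not call, 267 were tested and had the same sign. Across 16478 genes, which are not independent replicates, the log2 fold changes of limma and of the authors had a Pearson's r of 0.979.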

The five most downregulated transcripts (ranked by padj) were involved in chemokine/cytokine signaling and antigen presentation to T cells and myeloid cells. These include C-X-C motif chemokine receptor 5 (CCR5), interferon regulatory factor 1 (IRF1), transporter 1, ATP binding cassette subfamily B member (TAP1), and interleukin 2 receptor alpha (IL2RA) [10]. 

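Ranked by adjusted p among the lower DEGs of limma, Irf1 was number 3, Tap1 number 4 and Il2ra number 12. Irf1 (ENSRNOG00000008144) was counted at 2381 ± 492 (SD, n = 3) in PEG-fused PNAs and 18673 ± 1983 (SD, n = 3) in NC PNAs, a log2 fold change of -2.98 (standard error 0.16, adjusted p = 0.00019) from limma with Benjamini-Hochberg adjustment. The counts of Tap1 (ENSRNOG00000000457) were 2180.5 ± 368 (SD, n = 3) in PEG-fused PNAs and 13397 ± 1779 (SD, n = 3) in NC PNAs, with a log2 fold change of -2.62 (standard error 0.15, limma adjusted p = 0.000309). Il2ra (ENSRNOG00000047647) was at 116 ± 53.3 (SD, n = 3) in PEG-fused PNAs and 1993 ± 103 (SD, n = 3) in NC PNAs, and its log2 fold change was larger in size, -4.19 (standard error 0.28, limma adjusted p = 0.000343). None of the 3 lost its call in any alternative run for named genes.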

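Nampt (ENSRNOG00000009754), number 2 by adjusted p among the lower DEGs, had a normalized count of 2883 ± 402 (SD, n = 3) in PEG-fused PNAs and 18346 ± 1593 (SD, n = 3) in NC PNAs, a log2 fold change of -2.67 (standard error 0.13, adjusted p = 0.000146) from limma with Benjamini-Hochberg adjustment. Parp10 (ENSRNOG00000004361) was number 5, with counts of 819 ± 57.0 (SD, n = 3) in PEG-fused PNAs and 2122 ± 66.2 (SD, n = 3) in NC PNAs and a log2 fold change of -1.38 (standard error 0.09, limma adjusted p = 0.000338). In Unop nerves, Nampt was counted at 3601 ± 568 (SD, n = 2), and the difference of PEG-fused PNAs from Unop nerves, -0.32 (standard error 0.15, limma adjusted p = 0.0935), did not pass the threshold. For Nampt, leaving out PEG 1 gave a log2 fold change against Unop nerves of -0.43 (limma adjusted p = 0.041).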

Nicotinamide phosphoribosyltransferase (NAMPT), the rate-limiting component within the NAD synthesis pathway and an essential factor in lymphocyte survival [38], also was significantly downregulated. The top 5 upregulated transcripts in the PEG group consisted of Fibulin 5 (FBLN5), an integrin-binding matricellular protein that is upregulated during tissue injury and involved in endothelial cell adhesion [39]; Laeverin (LVRN), an amino peptidase usually found in trophoblasts [40]; neuronal cell adhesion molecular (NRCAM), involved in directional signaling during axonal cone growth [41]; and secreted phosphoprotein 1 (SPP1), a matricellular protein that regulates tissue remodeling and cytokine production [42]. Both PEG vs. Unop and NC vs. Unop comparisons (Fig. 1j, k) showed downregulation of cell metabolic regulators aldo-keto reductase family 1 member B (AKR1B1) and phosphoenolpyruvate carboxykinase 1 (PCK1), as well as the collagen subunit collagen type IV alpha 4 chain (COL4A4).

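Among the higher DEGs of limma, the 5 smallest adjusted p were those of Fbln5, Lvrn, Uchl1, Itga7 and Nrcam, while Spp1 was number 16 and Syt4 number 69. Fbln5 (ENSRNOG00000050539) had a normalized count of 2683 ± 239 (SD, n = 3) in PEG-fused PNAs and 794 ± 24.2 (SD, n = 3) in NC PNAs, a log2 fold change of 1.75 (standard error 0.09, adjusted p = 0.000146) from limma with Benjamini-Hochberg adjustment. Lvrn (ENSRNOG00000003950) was at 835 ± 118 (SD, n = 3) in PEG-fused PNAs and 175 ± 23.5 (SD, n = 3) in NC PNAs, with a log2 fold change of 2.25 (standard error 0.14, limma adjusted p = 0.000338). Nrcam (ENSRNOG00000004067) was at 4071 ± 81.5 (SD, n = 3) in PEG-fused PNAs and 906 ± 96.8 (SD, n = 3) in NC PNAs, with a log2 fold change of 2.17 (standard error 0.15, limma adjusted p = 0.000343). Spp1 (ENSRNOG00000043451) was counted at 111943 ± 20241 (SD, n = 3) in PEG-fused PNAs, 16787 ± 4122 (SD, n = 3) in NC PNAs and 107099 ± 25976 (SD, n = 2) in Unop nerves, with a log2 fold change of 2.75 (standard error 0.23, limma adjusted p = 0.000467) against NC PNAs. Syt4 (ENSRNOG00000017333) had the largest of these log2 fold changes, 4.17 (standard error 0.46, limma adjusted p = 0.000897), with counts of 366 ± 76.2 (SD, n = 3) in PEG-fused PNAs and 21.3 ± 10.7 (SD, n = 3) in NC PNAs. The log2 fold changes of Uchl1 (ENSRNOG00000002343) and Itga7 (ENSRNOG00000007905) were 1.78 and 1.02. All 7 were called in every alternative run for named genes.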

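Akr1b1 (ENSRNOG00000009513) had a normalized count of 8359.5 ± 245 (SD, n = 3) in PEG-fused PNAs, 7517 ± 705 (SD, n = 3) in NC PNAs and 76491 ± 2767 (SD, n = 2) in Unop nerves, a log2 fold change of -3.19 (standard error 0.10, adjusted p = 9.14e-07) in PEG-fused PNAs and of -3.35 (standard error 0.10, adjusted p = 5.21e-07) in NC PNAs, each against Unop nerves from limma with Benjamini-Hochberg adjustment. Pck1 (ENSRNOG00000028616) was counted at 7.16 ± 4.23 (SD, n = 3) in PEG-fused PNAs, 21.2 ± 2.53 (SD, n = 3) in NC PNAs and 4299 ± 383 (SD, n = 2) in Unop nerves, with log2 fold changes of -9.20 (standard error 0.45, limma adjusted p = 2.1e-06) and -7.60 (standard error 0.45, adjusted p = 2.95e-06). Col4a4 (ENSRNOG00000014851) was at 357 ± 19.1 (SD, n = 3) in PEG-fused PNAs, 159 ± 22.1 (SD, n = 3) in NC PNAs and 5339.6 ± 5.55 (SD, n = 2) in Unop nerves, with log2 fold changes of -3.90 (standard error 0.14, limma adjusted p = 9.16e-07) and -5.07 (standard error 0.14, adjusted p = 3.75e-07). Ranked by adjusted p among lower DEGs against Unop nerves, Akr1b1 was number 3 in PEG-fused PNAs and 7 in NC PNAs, Col4a4 number 7 and 2, and Pck1 number 71 and 261. Cntf (ENSRNOG00000012460) was number 1 in both, with log2 fold changes of -7.21 and -7.47.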

The five most upregulated transcripts from the PEG vs. Unop comparison included primarily cell cycle progression mediators such as topoisomerase 2A (TOP2A), centromere Protein F (CENPF), and cyclin-dependent kinase 1 (CDK1) [43]. 

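In PEG-fused PNAs against Unop nerves, the 5 smallest adjusted p among higher DEGs of limma were those of Kif4a, Top2a, Cenpf, AABR07006310.1 and Uhrf1, and Cdk1 was number 53. Top2a (ENSRNOG00000053047) had a normalized count of 3736 ± 102 (SD, n = 3) in PEG-fused PNAs and 92.0 ± 18.7 (SD, n = 2) in Unop nerves, a log2 fold change of 5.34 (standard error 0.13, adjusted p = 3.66e-07) from limma. Cenpf (ENSRNOG00000003388) was at 2103 ± 214 (SD, n = 3) in PEG-fused PNAs and 32.5 ± 7.10 (SD, n = 2) in Unop nerves, with a log2 fold change of 5.98 (standard error 0.15, limma adjusted p = 4.97e-07). Cdk1 (ENSRNOG00000000632) was at 2004 ± 87.4 (SD, n = 3) in PEG-fused PNAs and 84.4 ± 30.9 (SD, n = 2) in Unop nerves, with a log2 fold change of 4.60 (standard error 0.19, limma adjusted p = 1.37e-06). For Kif4a (ENSRNOG00000038035) the log2 fold change was 5.40 (standard error 0.12, limma adjusted p = 3.64e-07). In NC PNAs, Top2a was counted at 3662 ± 251 (SD, n = 3).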

The top 5 upregulated transcripts from the NC vs. Unop comparison primarily were composed of cytokine response modulators, such as CCR5, LYN proto-oncogene, Src family tyrosine kinase (LYN), and NFAT activating protein with ITAM motif 1 (NFAM1) [36]. 

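AABR07006310.1, Cd300lf, Top2a and Kif4a had some of the smallest adjusted p of limma among higher DEGs of NC PNAs against Unop nerves, where Lyn and Nfam1 were numbers 7 and 9. Lyn (ENSRNOG00000008180) had a normalized count of 7376 ± 152 (SD, n = 3) in NC PNAs and 745 ± 92.7 (SD, n = 2) in Unop nerves, with a log2 fold change of 3.31 (standard error 0.09, limma adjusted p = 3.75e-07). Nfam1 (ENSRNOG00000022975) was at 8932 ± 838 (SD, n = 3) in NC PNAs and 343 ± 63.5 (SD, n = 2) in Unop nerves, with a log2 fold change of 4.71 (standard error 0.14, limma adjusted p = 5.21e-07). Cd300lf (ENSRNOG00000021424) had a log2 fold change of 5.76 (standard error 0.14, limma adjusted p = 2.3e-07). Top2a and Kif4a had log2 fold changes of 5.31 and 4.84.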

A complete listing of all normalized read counts and DEGs for all treatment group comparisons can be found in (Additional File 4: Table S2).

These results collectively suggested that PEG-fused PNAs may be enriched in extracellular matrix remodeling, cell adhesion, and/or cell cycle regulation processes. This interpretation of the DEG data was thereafter validated via gene ontology analyses.

### Transcripts for extracellular matrix remodeling, cell adhesion, and tissue development processes are enriched in PEG-fused PNAs

In order to determine which categories of biological processes and cellular pathways were enriched in each treatment group, we created a hierarchically clustered heatmap of all DEGs from the PEG vs. NC comparison (2180 DEGs total) (Fig. 2a). We divided the heatmap into four distinct clusters, based on k-means clustering of expression patterns between each treatment group. From each cluster, we were then able to identify DEGs that were most highly expressed in the PEG group (cluster 1; 347 transcripts), highly expressed in both PEG and in Unop (cluster 2; 200 transcripts), most highly expressed in Unop (cluster 3; 349 transcripts), and most highly expressed in NC (cluster 4; 1,284 transcripts) (Fig. 2a, b) (Additional File 5: Table S3). 

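The normalized counts of the 2180 DEGs in the authors' table of PEG-fused against NC PNAs were turned into z-scores per gene over the 8 libraries and grouped by k-means with 4 centres and 100 starts. A group of 423 DEGs had its highest mean z in PEG-fused PNAs (1.02, against -0.67 in NC PNAs and -0.54 in Unop nerves). Another of 441 DEGs had its highest mean z in Unop nerves (1.36, against -0.25 in PEG-fused PNAs and -0.66 in NC PNAs). Groups of 923 and 393 DEGs, 1316 together, had their highest mean z in NC PNAs, and 0 DEGs were in a group high in both PEG-fused PNAs and Unop nerves. Z-scores of log2 counts moved this most: 433 DEGs were then in a group high in PEG-fused PNAs and Unop nerves (mean z 0.32 and 1.03), 323 in 1 highest in PEG-fused PNAs, 1424 in groups highest in NC PNAs and 0 in 1 highest in Unop nerves. Ward clustering gave 545 DEGs highest in PEG-fused PNAs, 357 in Unop nerves and 1278 in NC PNAs. With each library of the PNAs left out in turn, between 370 and 423 DEGs were in the group highest in PEG-fused PNAs. The paper's cluster of 200 DEGs high in both PEG-fused PNAs and Unop nerves was split here on normalized counts. Of these DEGs, 78 lay in the group highest in PEG-fused PNAs and 122 in the group highest in Unop nerves.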

The transcript IDs were extracted from each cluster and entered into BiNGO. This allowed us to derive functional annotations for biological processes via GO. 

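In the RNA-seq libraries, 19 transcripts were examined, and all were DEGs of limma in PEG-fused against NC PNAs. The study selected them from clusters of its own DEGs in these libraries, so this tally is not independent evidence. The log2 fold changes of 10 higher ones, Shh, Spp1, Sox8, Fbln5, Cd24, Ngfr, Col8a1, Ctsd, Thbs1 and Thbs2, were between 1.13 and 2.88, with adjusted p between 0.000146 and 0.00410. The other 9, Icam1, Ccl5, Irf1, Gzmb, Faslg, Il10, Nos2, Cxcl11 and Ifng, had log2 fold changes between -5.04 and -1.52, with adjusted p between 0.00019 and 0.0156. Sox8 (ENSRNOG00000018841) had a normalized count of 357 ± 72.6 (SD, n = 3) in PEG-fused PNAs and 95.9 ± 21.9 (SD, n = 3) in NC PNAs, a log2 fold change of 1.89 (standard error 0.21, limma adjusted p = 0.000926). Col8a1 (ENSRNOG00000039668) was at 19109 ± 1519.9 (SD, n = 3) in PEG-fused PNAs and 7066 ± 1541 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.46 (standard error 0.16, limma adjusted p = 0.000897). Ccl5 (ENSRNOG00000010906) had the largest adjusted p, with a log2 fold change of -3.00 (standard error 0.71, limma adjusted p = 0.0156). With NC 3, PEG 2 or PEG 3 left out in turn, Ccl5 had a log2 fold change of -2.71, -2.53 and -2.89 and an adjusted p of 0.0522, 0.0607 and 0.0517 in limma. Over its alternatives this adjusted p lay between 0.0015 and 0.0607. The k-means groups described above held 7 of the 19 as highest in PEG-fused PNAs, 3 as highest in Unop nerves and 9 as highest in NC PNAs.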

We then validated the differential expression of 20 selected transcripts represented in clusters 1, 2, and 4 via RT-qPCR (total of 10 upregulated transcripts and 10 downregulated transcripts) (Fig. 2c). The log_2_ fold change measurements for each gene transcript assayed via RT-qPCR closely approximated those derived via RNAseq. These results were confirmed by correlation analyses for all 20 transcripts that yielded an *R*^2^ of 0.97, Pearson correlation coefficient *r* of 0.98, and *p* < 0.0001 (Fig. 2d).

**Fig. 2:**
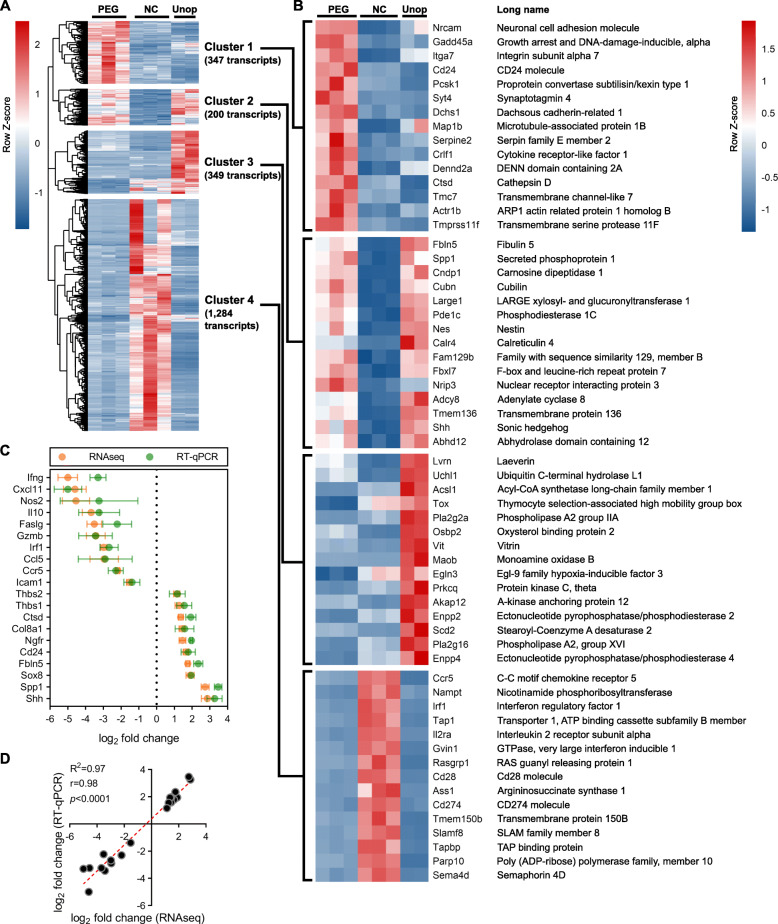
Division of DEGs into clusters based on expression patterns among treatment groups; validation of RNAseq results. **a** Heatmap showing relative expression of transcripts based on normalized read counts for all DEGs with log_2_ fold changes > 1 or < − 1 and padj < 0.05 among PEG and NC groups (2180 DEGs total). Red = high expression; blue=low expression. The heatmap is split into 4 distinct clusters of expression patterns among treatment groups, based on k-means clustering: cluster 1 (highest expression in PEG), cluster 2 (high expression in both PEG and Unop), cluster 3 (highest expression in Unop), and cluster 4 (highest expression in NC). **b** Heatmaps showing the top 15 DEGs in each cluster, ranked by padj (PEG vs NC comparison). **c** Comparison of log_2_ fold changes between RNAseq and RT-qPCR for 10 upregulated and 10 downregulated transcripts of interest (comparing PEG vs NC) that are represented in clusters 1, 2, or 4. Data represents the mean ± SEM (*n* = 3 animals per treatment group). **d** Correlation of RNAseq and RT-qPCR results from (**c**), using linear regression and Pearson correlation analyses. Each point indicates a specific transcript

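Among 12 transcripts with roles in collagen fibrils, cell adhesion and tissue development (Col1a1, Col1a2, Lox, Col5a1, Pcdhga7, Pcdh9, Pcdh20, Cdhr1, Ngfr, Igfbp5, Eln and Tgfb1i1), 11 were significantly higher in PEG-fused PNAs than in NC PNAs by limma and 10 were DEGs. The study chose these transcripts among its DEGs of the same libraries, so this tally is not independent evidence. Lox (ENSRNOG00000014426) had a normalized count of 8845 ± 2280.5 (SD, n = 3) in PEG-fused PNAs and 3882 ± 1324 (SD, n = 3) in NC PNAs, a log2 fold change of 1.22 (standard error 0.28, adjusted p = 0.0136) from limma. Lox had a log2 fold change of 1.03 (limma adjusted p = 0.053) without PEG 2. Col1a1 (ENSRNOG00000003897) was at 137408 ± 59359 (SD, n = 3) in PEG-fused PNAs and 63266 ± 15417 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.06 (standard error 0.34, limma adjusted p = 0.0499). In limma, Col1a1 had a log2 fold change of 0.90, 1.05, 1.25, 0.73 and 1.18 and an adjusted p of 0.123, 0.105, 0.0559, 0.145 and 0.0845 without NC 1, NC 2, NC 3, PEG 2 or PEG 3 in turn. Its adjusted p lay between 0.00231 and 0.145 over all alternatives. Col5a1 (ENSRNOG00000008749) had a log2 fold change of 1.03 (standard error 0.28, limma adjusted p = 0.0258). Leaving out NC 1, NC 2 or PEG 3 in turn gave Col5a1 a log2 fold change of 0.89, 1.04 and 1.11 and an adjusted p of 0.0663, 0.0539 and 0.0539 in limma. Col1a2 was called with a log2 fold change of 0.98 (standard error 0.24, limma adjusted p = 0.02), under the threshold of a DEG. For Col1a2, leaving out NC 2, PEG 2 or PEG 3 in turn gave a log2 fold change of 0.89, 0.72 and 1.02 (limma adjusted p = 0.0538, 0.0551 and 0.0506). Igfbp5 (ENSRNOG00000017206) was at 42399 ± 7193 (SD, n = 3) in PEG-fused PNAs and 16121 ± 3749 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.41 (standard error 0.23, limma adjusted p = 0.00332). Pcdh20 (ENSRNOG00000013306) was at 1486 ± 559.8 (SD, n = 3) in PEG-fused PNAs and 534 ± 218 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.48 (standard error 0.34, limma adjusted p = 0.0132). Cdhr1 (ENSRNOG00000013330) was not called, with a log2 fold change of 1.12 (standard error 0.45, adjusted p = 0.0982), but passed in DESeq2 (adjusted p = 0.0133, between 0.0133 and 0.188 over all alternatives).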

Unexpectedly, cluster 1 was highly enriched in GO biological processes such as “collagen fibril organization” (COL1A1, COL1A2, LOX, COL5A1), “homophilic cell adhesion” (PCDHGA7, PCDH9, PCDH20, CDHR1), and “tissue development” (NGFR, IGFBP5, ELN, TGFB1I1) (Fig. 3a). The majority of protocaderins associated with “homophilic cell adhesion” are involved in neuronal process guidance and adhesion [44]. Of note, a number of processes associated with fibroblast proliferation and migration were also highly enriched (Additional File 6: Table S4).

**Fig. 3:**
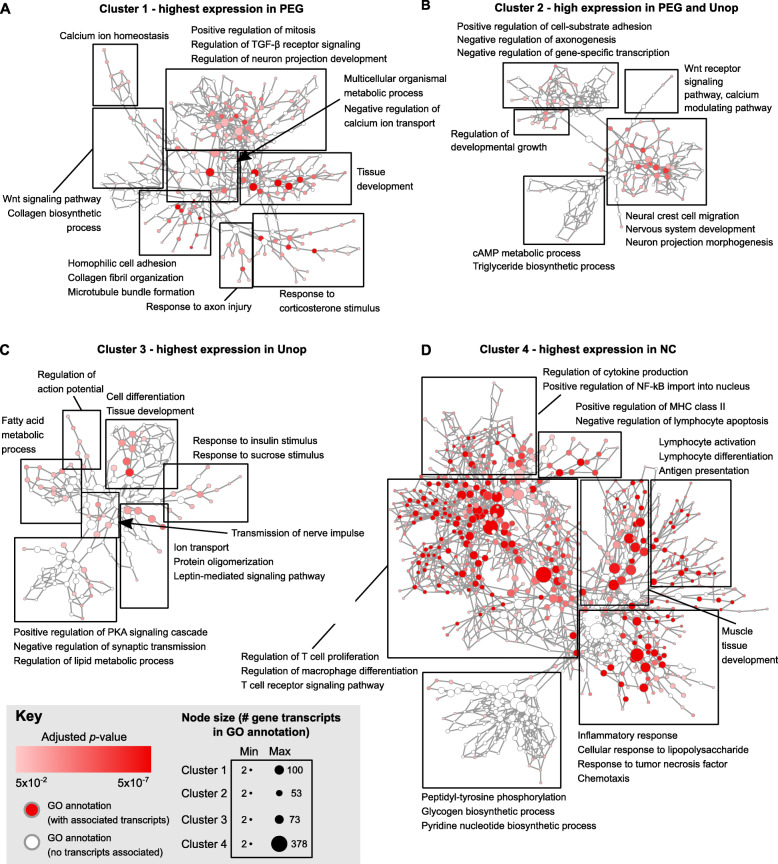
Visualization of overrepresented biological processes in clusters 1–4 using BiNGO for gene ontology (GO) analysis. Each node in the networks for **a** cluster 1, **b** cluster 2, **c** cluster 3, and **d** cluster 4 represents a single GO annotation for an overrepresented biological process. The size of the node corresponds to the number of transcripts associated with the GO annotation, while the color shade of the node indicates the padj of each GO annotation (hypergeometric test; Benjamini and Hochberg false discovery rate correction; threshold padj < 0.05). Deeper color = lower padj. Blank nodes do not contain transcripts associated with clusters 1–4. Networks are organized hierarchically from broader “parent” terms containing large numbers of transcripts (e.g., “cellular process”) to more specific “child” terms containing fewer numbers of transcripts (e.g., “regulation of T cell proliferation”). Families of similar GO annotations are grouped into boxes; representative GO annotations contained within are indicated next to each box. A zoomed-in view of each network and GO annotation can be viewed in (Additional File 7: Fig. S3). Note that GO biological processes are not the same as pathways, but rather a grouping of molecular activities contributing to a single event

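Fzd2, Wnt11, Wnt16, Rtn4r, Gdf11, Arnt2, Edn3, Shh, Sema3c, Nrtn, Pde1c, Pde3a and Adcy8 take part in Wnt signaling, development of the nervous system or cAMP metabolism. Of these 13 transcripts, 12 were DEGs higher in PEG-fused PNAs than in NC PNAs by limma, with log2 fold changes between 1.02 and 2.88. All 13 came from DEGs that the study called on the same libraries, so the tally is not independent evidence. Against Unop nerves, 1 of the 13, Gdf11, was called in PEG-fused PNAs, with a log2 fold change of 0.54 (standard error 0.13, limma adjusted p = 0.00735). Wnt11 (ENSRNOG00000015982) had a normalized count of 114 ± 30.7 (SD, n = 3) in PEG-fused PNAs, 28.3 ± 4.06 (SD, n = 3) in NC PNAs and 112 ± 37.8 (SD, n = 2) in Unop nerves, with a log2 fold change of 1.95 (standard error 0.28, limma adjusted p = 0.00216) against NC PNAs. Edn3 (ENSRNOG00000007477) was at 119 ± 19.8 (SD, n = 3) in PEG-fused PNAs, 38.3 ± 7.30 (SD, n = 3) in NC PNAs and 109.9 ± 2.07 (SD, n = 2) in Unop nerves, with a log2 fold change of 1.62 (standard error 0.23, limma adjusted p = 0.00198) against NC PNAs. Nrtn (ENSRNOG00000048651) was counted at 28.9 ± 9.91 (SD, n = 3) in PEG-fused PNAs and 11.5 ± 5.15 (SD, n = 3) in NC PNAs and was not called, with a log2 fold change of 1.29 (standard error 0.42, limma adjusted p = 0.0502). With NC 1 left out, Nrtn had a log2 fold change of 1.60 and an adjusted p of 0.0301 in limma. It passed with a robust fit (limma adjusted p = 0.0484), and over all alternatives its adjusted p lay between 0.0301 and 0.167. Pde3a had a log2 fold change of 1.05 and 1.07 (limma adjusted p = 0.0613 and 0.0535) without PEG 2 or PEG 3 in turn. By k-means, 6 of the 13 lay in the group highest in PEG-fused PNAs and 7 in the group highest in Unop nerves.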

Transcripts highly expressed in both PEG and Unop groups in cluster 2 were included in GO annotations that involve cell differentiation, Wnt signaling, and cyclic AMP (cAMP) signaling such as “Wnt receptor signaling pathway,” “calcium modulating pathway” (FZD2, WNT11, WNT16), “nervous system development” (RTN4R, GDF11, ARNT2, EDN3), “neural crest cell migration” (SHH, EDN3, SEMA3C, NRTN), and “cAMP metabolic process” (PDE1C, PDE3A, ADCY8) (Fig. 3b).

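In lipid metabolism, ion transport and action potentials, 12 transcripts were examined (Fads3, Acsl1, Scd, Lep, Kcnk5, Clic5, Grik3, Slc4a1, Nfasc, P2rx5, Kcnip1 and P2rx3). By limma, 11 of them were significantly lower in PEG-fused PNAs than in Unop nerves, and P2rx3 was not called. In NC PNAs, 9 of the 12 were lower than in Unop nerves, and Clic5, Slc4a1 and P2rx5 were not called. By k-means, 10 of the 12 lay in the group highest in Unop nerves, and Clic5 and P2rx5 in groups highest in NC PNAs. The study chose the 12 among its DEGs of the same libraries, so these tallies are not independent evidence. Against NC PNAs, Fads3, Grik3, Nfasc and Kcnip1 were higher in PEG-fused PNAs and Acsl1, Lep, Kcnk5, Clic5, Slc4a1 and P2rx5 lower. Lep (ENSRNOG00000045797) had a normalized count of 2.80 ± 0.941 (SD, n = 3) in PEG-fused PNAs, 14.7 ± 3.62 (SD, n = 3) in NC PNAs and 2257 ± 1347 (SD, n = 2) in Unop nerves, a log2 fold change of -9.10 (standard error 0.44, limma adjusted p = 2.06e-06) against Unop nerves. Acsl1 (ENSRNOG00000010633) was at 1241 ± 32.7 (SD, n = 3) in PEG-fused PNAs, 3293 ± 256 (SD, n = 3) in NC PNAs and 12923 ± 1579 (SD, n = 2) in Unop nerves, with a log2 fold change of -3.37 (standard error 0.10, limma adjusted p = 9.14e-07). Nfasc (ENSRNOG00000030515) was at 247 ± 16.2 (SD, n = 3) in PEG-fused PNAs, 62.3 ± 25.2 (SD, n = 3) in NC PNAs and 5551 ± 1133 (SD, n = 2) in Unop nerves, with a log2 fold change of -4.47 (standard error 0.30, limma adjusted p = 8.65e-06) and, against NC PNAs, a log2 fold change of 2.04 (standard error 0.27, adjusted p = 0.00162). Scd (ENSRNOG00000013552) differed between the Unop nerves, at 28563 and 3837, and its difference from NC PNAs, -1.96 (standard error 0.77, limma adjusted p = 0.0914), was not called. In limma, Scd had a log2 fold change of -2.67 and an adjusted p of 0.0289 without NC 2. P2rx3 was not called against NC PNAs, with a log2 fold change of 1.04 (standard error 0.36, limma adjusted p = 0.0623). Leaving out PEG 3 gave P2rx3 a log2 fold change of 1.45 and an adjusted p of 0.0135 in limma. For Clic5, leaving out NC 1, NC 3, PEG 1, PEG 2 or PEG 3 in turn gave a log2 fold change of -1.43, -1.86, -2.11, -1.80 and -2.14 (limma adjusted p = 0.0632, 0.0908, 0.0668, 0.11 and 0.0668). With NC 1, NC 2, NC 3, PEG 1 or PEG 3 left out in turn, Slc4a1 had a log2 fold change of -1.63, -1.94, -2.07, -1.68 and -1.68 and an adjusted p of 0.0967, 0.0698, 0.0587, 0.106 and 0.111 in limma. Grik3 had a log2 fold change of 2.18, 1.65, 1.95 and 1.89 (limma adjusted p = 0.0711, 0.103, 0.124 and 0.119) without NC 2, NC 3, PEG 2 or PEG 3 in turn. In limma, P2rx5 had a log2 fold change of -1.03 and an adjusted p of 0.0523 without PEG 3.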

The transcripts most highly expressed in unoperated control nerves (cluster 3) were primarily enriched in lipid metabolism, myelination, and ion transport functions, such as “fatty acid metabolic process” (FADS3, ACSL1, SCD, LEP), “ion transport” (KCNK5, CLIC5, GRIK3, SLC4A1), and “regulation of action potential” (NFASC, P2RX5, KCNIP1, P2RX3) (Fig. 3c).

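Gata3, Il1b, C4a, Nfkb1, Il2, Zap70, Cd28, Ifng, RT1-A1, RT1-Db1, B2m and Tap2 were all DEGs lower in PEG-fused PNAs than in NC PNAs by limma, with adjusted p between 0.000343 and 0.0190. All 12 lay in the k-means groups highest in NC PNAs. The study picked these genes among its DEGs highest in NC PNAs of the same libraries, so neither count is independent evidence. Zap70 (ENSRNOG00000016995) had a normalized count of 269 ± 139 (SD, n = 3) in PEG-fused PNAs and 2426 ± 1063 (SD, n = 3) in NC PNAs, a log2 fold change of -3.26 (standard error 0.50, adjusted p = 0.00269) from limma. B2m (ENSRNOG00000017123) was at 103085 ± 33597 (SD, n = 3) in PEG-fused PNAs and 312322 ± 24561 (SD, n = 3) in NC PNAs, with a log2 fold change of -1.64 (standard error 0.27, limma adjusted p = 0.00362). Nfkb1 (ENSRNOG00000023258) had a log2 fold change close to the threshold of a DEG, -1.003 (standard error 0.10, limma adjusted p = 0.000631). C4a and Tap2 were counted at only 20.8 ± 7.24 (SD, n = 3) and 38.5 ± 2.34 (SD, n = 3) in NC PNAs, which the gene models behind the counts could limit. Leaving out NC 2, NC 3, PEG 1 or PEG 2 in turn gave C4a a log2 fold change of -1.36, -1.41, -1.48 and -1.48 and an adjusted p of 0.0576, 0.0611, 0.0575 and 0.0642 in limma. Reads of RT1-A1 and RT1-Db1 can be split between near-identical genes of the locus and depend on the haplotype, and their log2 fold changes were -1.44 and -2.44.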

As expected from our previous examination of immune responses in nerve allografts [19], the transcripts most highly expressed in cluster 4 were enriched in processes such as “inflammatory response” (GATA3, IL1B, C4A, NFKB1), “regulation of T cell proliferation” (IL2, ZAP70, CD28, IFNG), and “antigen processing and presentation” (RT1-A1, RT1-DB1, B2M, TAP2) (Fig. 3d). Several transcripts in cluster 4 also were found to be associated with muscle tissue development. This was not unexpected since thin layers of tightly adhered muscle and connective tissue surrounding rejected NC PNAs is a common occurrence [7, 17]. 

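A list of 32 skeletal muscle fibre genes had 27 genes that passed the filter on low counts. Their median log2 fold change in PEG-fused against NC PNAs was -4.22, below all of 10000 random lists of the same size matched on mean expression (central 95% between -0.186 and 0.236). By limma, 12 of the 27 were significantly lower. The genes of the list held 0.0874%, 0.0154% and 0.0373% of the reads of PEG 1, PEG 2 and PEG 3, and 3.48%, 0.0606% and 1.35% of the reads of NC 1, NC 2 and NC 3. With each library left out in turn, the median lay between -5.82 and -3.01. In Unop 1 and Unop 2, the share was 0.156% and 0.0316%.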

Before experimentally excising the PNA, the muscle layer could not be completely trimmed from the PNA without damaging it. Tabular listings of all BiNGO annotations and their associated transcripts can be found in (Additional File 6: Table S4).

### Collagens, cadherins, and metallopeptidases are overrepresented in PEG-fused PNAs

Next, we identified which types of proteins were most highly represented in the list of transcripts that associated with GO annotations. We employed the InterPro database, which classifies proteins by families, domains, and other identifiable features. 

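Families were tallied by gene symbol over 16470 tested genes with a symbol, and the DEGs of limma higher in PEG-fused than in NC PNAs were compared with all other genes by Fisher's exact test (two-sided, adjusted with Benjamini-Hochberg over 12 families and 2 directions). Sets by symbol differ from InterPro families and domains, so the tallies are not tests of the paper's InterPro terms. Of 40 collagen genes, 13 were higher DEGs (odds ratio 10.6, Fisher's exact adjusted p = 5.03e-08). The same was true of 9 of 46 protocadherins (odds ratio 5.34, Fisher's exact adjusted p = 0.000515), 3 of 4 thrombospondins (odds ratio 65.4, adjusted p = 0.000986) and 10 of 51 metallopeptidases (odds ratio 5.36, adjusted p = 0.000255). For thrombospondins, the odds ratio was 21.5 without NC 3, 25.7 without PEG 3 and 35.4 without PEG 2. Of 29 integrins, 3 were higher (odds ratio 2.51, Fisher's exact adjusted p = 0.247) and 6 lower DEGs (odds ratio 3.40, adjusted p = 0.0361). Without PEG 3, the odds ratio for higher integrins was 5.38 (Fisher's exact adjusted p = 0.0110), and without PEG 2 it was 0. Of 17 cadherins outside the protocadherins, Cdh10 was the only higher DEG (odds ratio 1.36, Fisher's exact adjusted p = 0.856; odds ratios of 4.16 without NC 1, 2.86 without NC 3 and 2.36 without PEG 2). None of 10 laminins was a DEG, while 5 were called higher when the fold change was not limited (odds ratio 5.66, Fisher's exact adjusted p = 0.0178). The first 2 tallies, for collagens and protocadherins, moved most with the fold change not limited, where 21 and 22 genes were called higher and none lower. Near-identical protocadherin genes can share reads. The test takes genes as independent units, which they are not, so its p does not measure the spread between animals.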

Upon entering the gene transcript ID’s associated with each GO annotation from each cluster into InterPro via DAVID, we found that the top overrepresented protein families encoded by cluster 1 transcripts included fibrillar collagen, laminin G domains, cadherins, protocadherins, epidermal growth factor (EGF)-like domains, thrombospondin type 1 repeats, metallopeptidases, and integrin alpha chains (Fig. 4). Top cluster 2 proteins included additional EGF-like domains, biotinidases, pyridoxal phosphate-dependent transferases, intermediate filament proteins, and adrenergic receptors, among others. Top cluster 3 proteins were comprised of ion transport domains, fatty acid desaturases, P2X purinoceptors, cadherins, and phosphodiesterases. 

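Among genes tallied by symbol, 21 of 29 major histocompatibility (RT1) genes were DEGs lower in PEG-fused than in NC PNAs by limma (odds ratio 34.7, adjusted p = 4.32e-17 from the same Fisher's exact test). Without NC 1 this odds ratio was 87.5, and without PEG 3 it was 23.0. Chemokines followed with 19 of 31 (odds ratio 20.9, Fisher's exact adjusted p = 1.09e-13) and chemokine receptors with 10 of 18 (odds ratio 16.4, adjusted p = 4.14e-07). For chemokine receptors, it was 6.13 without NC 2 (Fisher's exact adjusted p = 0.0047) and 10.1 without NC 3 (adjusted p = 0.000192). Of 59 interleukins and their receptors, 24 were lower (odds ratio 9.07, Fisher's exact adjusted p = 3.83e-12) and 3 higher DEGs, namely Il17rb, Il1rl1 and Il25. No RT1 gene, chemokine or chemokine receptor was a higher DEG. Counting by HTSeq can divide reads between near-identical RT1 genes, so single members of that family are uncertain. Fisher's exact test counts each gene as an independent unit, which overstates the evidence, and its p does not measure the spread between animals.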

Lastly, cluster 4 consisted of immunoglobulin-like folds, major histocompatibility class I and II antigen recognition proteins, chemokine interleukin-8-like domains, chemokine receptors, and death-like domains. A full list of all InterPro annotations with associated transcripts can be found in (Additional File 6: Table S4).

**Fig. 4:**
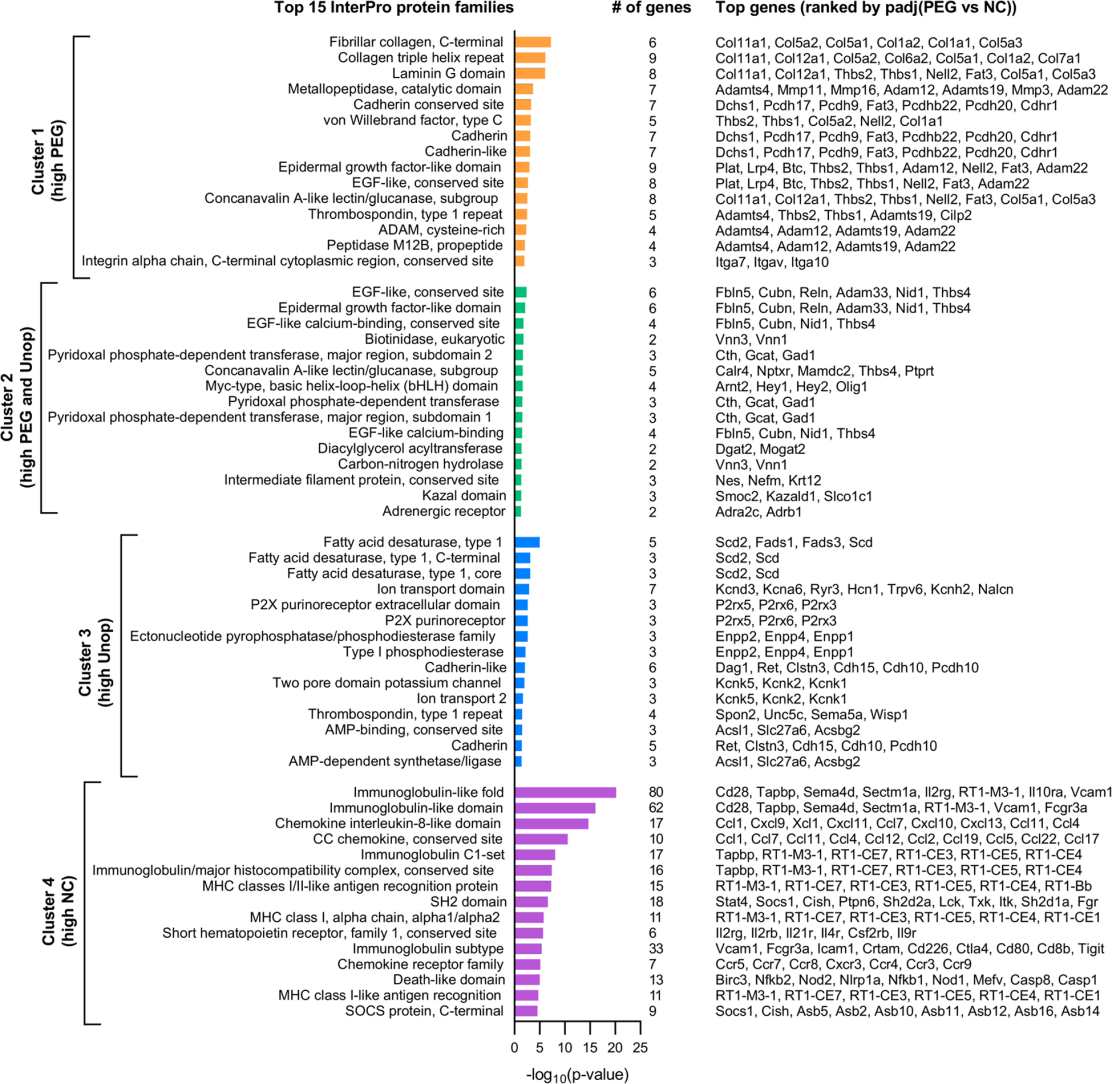
Top 15 overrepresented InterPro protein families in clusters 1–4. InterPro terms in each cluster are ranked by *p* value (Fisher Exact test). The number of transcripts associated with each term as well as the top associated transcripts (ranked by padj (PEG vs. NC comparison)) are indicated. Note that a single transcript may be associated with more than one term

Collectively, the overrepresentation of collagens, cadherins, and other proteins involved in extracellular matrix remodeling and cell adhesion is suggestive of enhanced and/or expedited wound healing responses from fibroblasts and/or Schwann cells in PEG-fused PNAs. The results also implied that there may be an important connection between PEG-fusion-mediated changes in extracellular matrix remodeling and attenuated immune responses. It may be possible that PEG-fused PNAs consist of many intact axon/Schwann cell units surrounded by dense accumulation of extracellular matrix that may act as a physical barrier to infiltrating cells. These issues are readdressed in the “Discussion” section.

### Downregulation of the allograft rejection pathway and differential expression of particular integrins in PEG-fused PNAs

To better understand the relationship between the transcripts that are differentially expressed in the PEG vs. NC comparison, we used DAVID to identify the most highly enriched KEGG pathways associated with each cluster (Additional File 6: Table S4). We then selected the most enriched KEGG pathway in cluster 1 (“ECM-receptor interaction”) and the second-most enriched KEGG pathway for cluster 4 (“Allograft rejection”), and mapped all 2180 DEGs from the PEG vs. NC comparison into two pathway diagrams (Fig. 5a, b). The diagram for the most enriched KEGG pathway in cluster 4 (“cytokine-cytokine receptor interaction”) was too large to include as a figure.

**Fig. 5:**
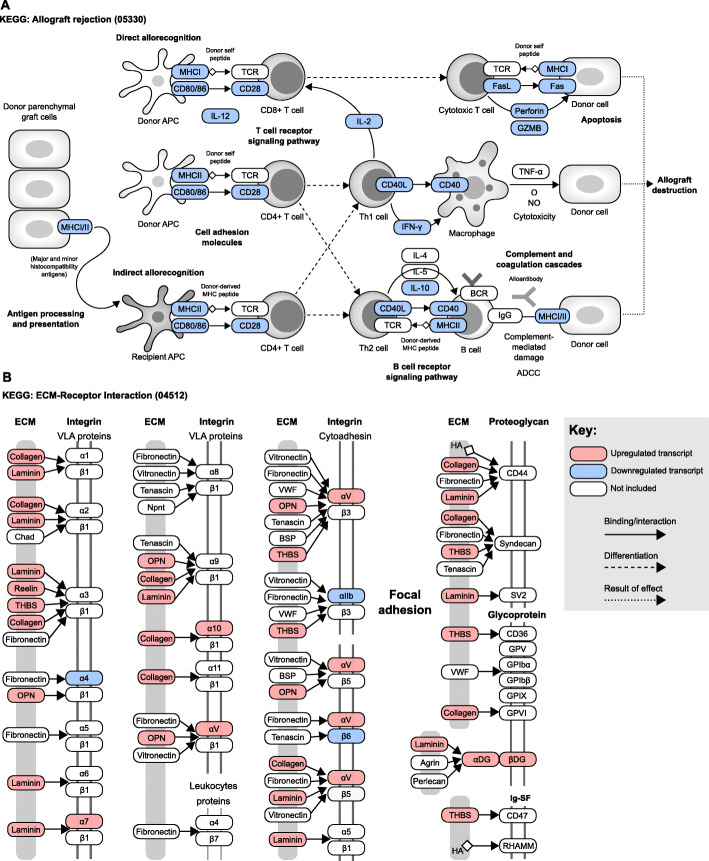
Mapping of RNAseq data (PEG vs. NC) to top KEGG pathways from clusters 1 and 4. **a** Allograft rejection pathway (2nd most highly enriched for downregulated transcripts in the PEG vs. NC comparison) showing key molecules and processes involved in allograft rejection (ordered left to right in the diagram). Upregulated transcripts (pink tiles), downregulated transcripts (blue tiles), and transcripts that are part of the pathway, but not included in our list of DEGs (white tiles) are shown. Solid arrows represent protein interactions, while dashed arrows pointing to or from T cells represent T cell differentiation into effector phenotypes. Dotted arrows point to a subsequent event. **b** ECM-receptor interaction pathway (most highly enriched for upregulated transcripts in the PEG vs. NC comparison) showing binding interactions between extracellular matrix proteins and either integrins, proteoglycans, glycoproteins, or immunoglobulin superfamily (Ig-SF) members. These diagrams have been stylistically modified from the original KEGG diagrams for display purposes

We found that all DEGs that mapped to the “Allograft rejection” pathway were downregulated (Fig. 5a). These transcripts were involved in functions such as antigen presentation in both direct and indirect allorecognition pathways, T cell and B cell receptor signaling, and donor cell killing. 

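A list of 27 genes of graft rejection had 24 genes that passed the filter on low counts. Their median log2 fold change in PEG-fused against NC PNAs was -2.38, and 10000 random lists matched on mean expression had medians, of which the central 95% lay between -0.196 and 0.247. By limma, 20 of the 24 were significantly lower and none was higher. In 23 of the 24, every PEG-fused PNA was below every NC PNA, where chance gives 10% per gene counting both directions. The 15 genes that the study also names were chosen on these libraries, and without them the median was -1.73. Each library left out in turn gave a median between -2.74 and -2.19.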

In the “ECM-receptor interaction” pathway, all of the mapped DEGs were upregulated with the exception of those that encoded alpha 4, alpha IIb, and beta 6 integrin subunits (Fig. 5b). These integrins are integral to T cell infiltration across the endothelium, platelet aggregation during wound healing, and fibronectin binding, respectively [45]. 

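The 19 genes of this pathway in the paper's clusters 1 and 2 (Additional File 6: Table S4) were all higher in PEG-fused than in NC PNAs by limma, and 17 were DEGs. The paper formed these clusters from its DEGs of the same libraries, so the shared direction was given by the choice of genes. It is not independent evidence. Apart from Itga4, Itga2b and Itgb6, genes of the pathway outside these clusters were not tallied. For the 14 in cluster 1, the log2 fold changes were between 0.97 and 1.95, and Col1a2 and Col6a2 fell short of a fold change of 2. For the 5 in cluster 2, they were between 1.12 and 2.75. Itga4 (ENSRNOG00000004861) was lower, with counts of 745 ± 85.7 (SD, n = 3) in PEG-fused PNAs and 1659 ± 61.1 (SD, n = 3) in NC PNAs and a log2 fold change of -1.16 (standard error 0.12, adjusted p = 0.000667) from limma with Benjamini-Hochberg adjustment. Itga2b (ENSRNOG00000022071) had a normalized count of 112 ± 27.5 (SD, n = 3) in PEG-fused PNAs and 741 ± 290.4 (SD, n = 3) in NC PNAs, with a log2 fold change of -2.65 (standard error 0.32, limma adjusted p = 0.00121). Itgb6 (ENSRNOG00000008346) varied between NC PNAs, at 363 ± 358 (SD, n = 3) against 12.1 ± 9.38 (SD, n = 3) in PEG-fused PNAs, with a log2 fold change of -3.94 (standard error 1.26, limma adjusted p = 0.048). For Itgb6, leaving out NC 1, NC 3, PEG 1, PEG 2 or PEG 3 in turn gave a log2 fold change of -2.87, -3.42, -4.50, -3.35 and -3.98 (limma adjusted p = 0.118, 0.132, 0.0644, 0.153 and 0.108). Over all alternatives, its adjusted p lay between 0.000537 and 0.153.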

Collagens, laminins, reelins, thrombospondins, and SPP1 were highly prominent among upregulated DEGs, as were alpha 7 and alpha V integrin subunits, which encode proteins that form interactions with basement membranes and a wide variety of other ligands.

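Itgav (ENSRNOG00000004912) had a normalized count of 2804 ± 508 (SD, n = 3) in PEG-fused PNAs and 1319 ± 210.5 (SD, n = 3) in NC PNAs, a log2 fold change of 1.08 (standard error 0.17, adjusted p = 0.00315) from limma with Benjamini-Hochberg adjustment. Itga7 was at 6139 ± 311 (SD, n = 3) in PEG-fused PNAs and 3014 ± 69.8 (SD, n = 3) in NC PNAs, with a standard error of 0.07 and an adjusted p of 0.000343 in limma. Reln (ENSRNOG00000021441) was counted at 5841 ± 694 (SD, n = 3) in PEG-fused PNAs and 2403 ± 74.4 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.27 (standard error 0.14, limma adjusted p = 0.000968). Collagens in the pathway included Col11a1, with the largest log2 fold change of the 14 genes of cluster 1. All 3 genes described here were called in every alternative run for named genes.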

These results implied that the majority of the pathways necessary for allorejection were significantly impaired in PEG-fused PNAs. They also provided further support for the interpretation that PEG-fusion-mediated changes in the extracellular matrix might contribute to an immunosuppressive environment in PEG-fused PNAs.

### Factors commonly involved in immunosuppression are upregulated in PEG-fused PNAs

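Cd24 (ENSRNOG00000000321) had a normalized count of 1708 ± 232 (SD, n = 3) in PEG-fused PNAs and 543 ± 27.1 (SD, n = 3) in NC PNAs, a log2 fold change of 1.64 (standard error 0.13, adjusted p = 0.000401) from limma with Benjamini-Hochberg adjustment. Thbs1 (ENSRNOG00000045829) was at 10000.4 ± 1899 (SD, n = 3) in PEG-fused PNAs and 4153 ± 1279 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.30 (standard error 0.22, limma adjusted p = 0.0041). Thbs2 (ENSRNOG00000010529) was counted at 27658 ± 5670.2 (SD, n = 3) in PEG-fused PNAs and 12563 ± 1792 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.13 (standard error 0.16, limma adjusted p = 0.00212). Cd276 (ENSRNOG00000033608) was at 8109 ± 1288 (SD, n = 3) in PEG-fused PNAs and 3441 ± 276 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.23 (standard error 0.13, limma adjusted p = 0.000695). For all 4 transcripts, each PEG-fused PNA had a higher count than each NC PNA, where chance gives 10% per gene in either direction. All 4 were in the k-means group highest in PEG-fused PNAs and were called in every alternative run for named genes. They were chosen by the study among its DEGs highest in PEG-fused PNAs, so this placement is not independent evidence.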

From functional annotation analyses, we identified several DEGs from cluster 1 that could contribute to an immunosuppressive environment in PEG-fused PNAs, including CD24, thrombospondin 1 (THBS1), thrombospondin 2 (THBS2), and CD276.

CD24 is a glycophosphatidylinositol (GPI)-linked protein presented on the surface of a variety of cells associated with the nervous and immune system that contribute to a range of functions [46]. In the immune system, CD24 expressed in antigen-presenting cells binds to the sialic acid binding lectin Siglec-10 on macrophages [47]. Siglec-10 closely associates with the tyrosine phosphatases SHP-1 and SHP-2, which negatively regulate nuclear factor kappa B (NF-κB) signaling. Thus, interaction of Siglec-10 with CD24 results in suppression of TLR-mediated inflammatory signaling in response to tissue damage, as well as in phagocytic clearance. The immunosuppressive microenvironment of many tumors correlate with CD24 overexpression. CD24 overexpression in PEG-fused allografts may contribute to similar effects.

THBS1 and THBS2 are large homotrimeric extracellular matrix binding proteins transiently expressed in fibroblasts, Schwann cells, and endothelial cells. They support remodeling and assembly of the collagen matrix (among many other functions) following tissue damage and inflammation [48, 49]. Both proteins are structurally similar, and their overexpression confers potent anti-inflammatory properties [50, 51]. These include drastically reduced inflammation, T cell infiltration, production of IFN-γ, and differentiation of T cells into their effector phenotypes. The latter mechanism likely occurs through interaction with the CD47 antigen on the T cell surface. Binding of CD47 may interfere with antigen-mediated signaling in T cells and sensitize them to Fas-mediated apoptosis.

The type I transmembrane protein CD276/B7-H3 is an influential immune checkpoint that is a component of the B7/CD28 co-stimulatory activation pathway in T cells [52]. CD276 is commonly expressed in fibroblasts and endothelial cells following induction by antigen-presenting cells. In T cells, a combination of B7-1/2 and CD28 co-stimulation with the peptide/MHC complex is required for full activation of Th1 responses [10]. CD276 can bind to CD28 on T cell surfaces to inhibit T cell activation of Th1 responses and proliferation by serving as a co-inhibitory molecule to suppress the transcriptional activities of nuclear factor kappa B (NF-kB), nuclear factor of activated T cells (NFAT), and AP-1. This suppression prolongs allograft survival [53]. Overexpression of CD276 is a common mechanism by which tumors evade the adaptive immune response in numerous types of cancer [52].

Next, we determined which other proteins among the DEGs within the PEG vs. NC comparison associate with those encoded by CD24, THBS1, THBS2, and/or CD276 by creating STRING protein-protein interaction networks (Fig. 6a–c) [29]. STRING displays networks that have known or predicted protein-protein interactions, based on experimental determination, computational prediction, and public text-mining. All transcripts associated with clusters 1, 2, and 4 served as input to generate the networks; their fold change values indicate up- or downregulation of each transcript. As shown in Fig. 6a, CD24 associates with Sonic Hedgehog (SHH) and SOX2*.* SOX2, is a transcription factor that, in part, promotes the demyelinating Schwann cell state [5]. 

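Shh (ENSRNOG00000006120) had a normalized count of 317 ± 91.9 (SD, n = 3) in PEG-fused PNAs, 43.3 ± 18.8 (SD, n = 3) in NC PNAs and 389.8 ± 33.0 (SD, n = 2) in Unop nerves. Against NC PNAs, its log2 fold change was 2.88 (standard error 0.33, adjusted p = 0.00102) from limma with Benjamini-Hochberg adjustment, and it stayed between 2.62 and 3.21 with each library left out in turn. Against Unop nerves, the log2 fold change of PEG-fused PNAs was -0.34 (standard error 0.37, limma adjusted p = 0.458), which was not called.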

SOX2 also directly upregulates CD24 expression by binding to its promoter [54]. CD24 associates with a number of cluster 4 downregulated transcripts that are linked to immune responses, including CD28, IL2, and CD3E. THBS1 and THBS2 were primarily associated with upregulated extracellular matrix transcripts that include collagens, integrins, and metalloproteases (Fig. 6b). 

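Icam1 (ENSRNOG00000020679) had a normalized count of 2116 ± 197 (SD, n = 3) in PEG-fused PNAs, 6099 ± 996 (SD, n = 3) in NC PNAs and 1946 ± 265 (SD, n = 2) in Unop nerves. Its log2 fold change in PEG-fused against NC PNAs was -1.52 (standard error 0.14, adjusted p = 0.000515) from limma with Benjamini-Hochberg adjustment. Vcam1 (ENSRNOG00000014333) was at 1374 ± 399.9 (SD, n = 3) in PEG-fused PNAs, 5693 ± 377 (SD, n = 3) in NC PNAs and 1454 ± 252 (SD, n = 2) in Unop nerves, with a log2 fold change of -2.08 (standard error 0.19, limma adjusted p = 0.000537) against NC PNAs. Neither differed significantly between PEG-fused PNAs and Unop nerves, with log2 fold changes of 0.12 (standard error 0.15, limma adjusted p = 0.508) and -0.11 (standard error 0.21, adjusted p = 0.684).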

Downregulated transcripts that associated with THBS1 and THBS2 are involved in coagulation and adhesion to endothelial cells such as intercellular adhesion molecular 1 (ICAM1) and vascular adhesion molecule 1 (vcam1) [10]. CD276 associates with a wide variety of downregulated immune response transcripts from cluster 4, which include chemokines, cytokines, co-stimulatory molecules, and adhesion molecules (Fig. 6c).

**Fig. 6:**
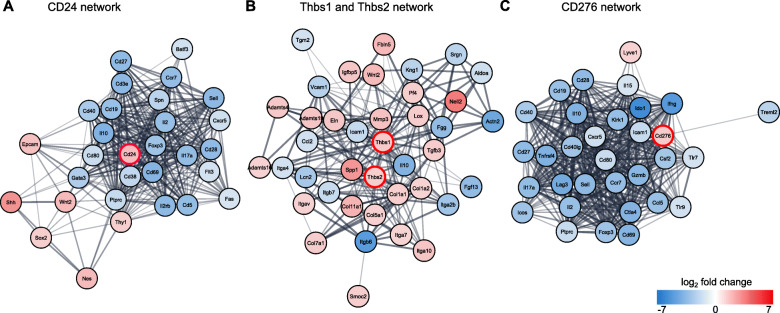
STRING protein-protein interaction networks of immunosuppressive DEGs. STRING protein-protein interaction networks of upregulated (red) and downregulated (blue) DEGs directly associated with a CD24, **b** THBS1 and THBS2, and **c** CD276. The list of transcripts used to create these networks was derived from all DEGs associated with clusters 1, 2, and 4. Each node indicates a specific protein, shaded according to its log_2_ fold change value (PEG vs. NC comparison). Pink = upregulated, blue = downregulated. Distances between nodes indicates greater or lesser association between proteins, while the thickness of the lines between nodes indicates the confidence score of the interaction (thicker = greater confidence, thinner = lesser confidence). The positions of CD24, THBS1, THBS2, and CD276 in each network are indicated by red borders

Following traumatic nerve injury, fibroblasts proliferate and upregulate fibrillar collagen production to excessive amounts as a component of scar formation [21, 55]. Excessive collagen production can act as a mechanical barrier to axonal regeneration following injury. A dense collagen matrix also can physically block T cells from infiltrating certain types of solid tumors [56]. T cells preferentially accumulate in areas of low collagen density and have greater difficulty migrating and contacting target cells in areas of high collagen density. A recent study has shown that dense collagen also inhibits the ability of T cells to proliferate, to produce cytotoxic molecules and to kill tumor cells [57]. Adhesion of cells to collagen matrices via integrins is also stimulated by THBS1 and THBS2 [48, 49]. CD276 expressed on cells within the PEG-fused PNA microenvironment may negatively regulate T cell activation [53].

These results prompted a immunohistochemical analysis to validate and compare the protein levels of collagen type I alpha type 1 (COL1A1), which is commonly found in peripheral nerves, as well as those of CD24, THBS1, and THBS2. We also examined protein levels of CD276. As shown in Fig. 7a and b, COL1A1 was significantly and consistently increased in PEG-fused PNAs relative to unoperated control nerves in regions where Schwann cell-axon units are typically located. In NC PNAs, COL1A1 levels were highly variable, with some animals showing high levels (i.e., PEG-fused PNAs) and others showing relatively low levels (i.e., similar to those in unoperated controls). CD24 was very strongly expressed at the protein level in both unoperated control nerves and PEG-fused PNAs (Fig. 7d, e)—values significantly higher than observed in NC PNAs (one-way ANOVA *F*(2,9) = 23.25, *p* < 0.001, Tukey’s multiple comparisons test *p =* 0.003). In contrast, CD24 RNA expression in unoperated control nerves was relatively low compared to that in PEG-fused PNAs (Fig. 7f). 

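In the RNA-seq libraries, the normalized count of Cd24 in Unop nerves was 286 ± 45.1 (SD, n = 2). Against it, PEG-fused PNAs had a log2 fold change of 2.58 (standard error 0.15, adjusted p = 4e-06) from limma with Benjamini-Hochberg adjustment. This value stayed between 2.42 and 2.74 with each library left out in turn.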

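Thbs1 was counted at 4246 ± 347 (SD, n = 2) in Unop nerves, and PEG-fused PNAs had a log2 fold change of 1.22 (standard error 0.24, adjusted p = 0.00287) against them from limma with Benjamini-Hochberg adjustment. NC PNAs and Unop nerves differed by -0.07 (standard error 0.24, limma adjusted p = 0.803). With NC 1 or Unop 2 left out in turn, Thbs1 had a log2 fold change of NC PNAs against Unop nerves of 0.14 and 0.01 and an adjusted p of 0.587 and 0.985 in limma.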

THBS1 RNA expression was significantly higher in PEG-fused PNAs compared to unoperated control nerves and negative control PNAs. However, THBS1 was strongly expressed at the protein level in all treatment groups (Fig. 7g–i). Although THBS2 levels were significantly higher in PEG-fused PNAs compared to unoperated control nerves (one-way ANOVA *F*(2,9) = 5.24, *p* = 0.031, Tukey’s multiple comparisons test *p =* 0.028), there was no significant difference between PEG-fused PNAs and NC PNAs (Fig. 7j, k). Despite the fact that CD276 RNA expression is increased in PEG-fused PNAs compared to negative control PNAs, protein expression of CD276 was very low in PEG-fused PNAs and highly variable in negative control PNAs (Fig. 7m–o).

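In Unop nerves, the normalized count of Cd276 was 1544 ± 148 (SD, n = 2). The log2 fold change against Unop nerves was 2.38 (standard error 0.14, adjusted p = 4.86e-06) in PEG-fused PNAs and 1.16 (standard error 0.14, adjusted p = 0.000143) in NC PNAs, both from limma with Benjamini-Hochberg adjustment. Protein levels were not analysed here.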

**Fig. 7:**
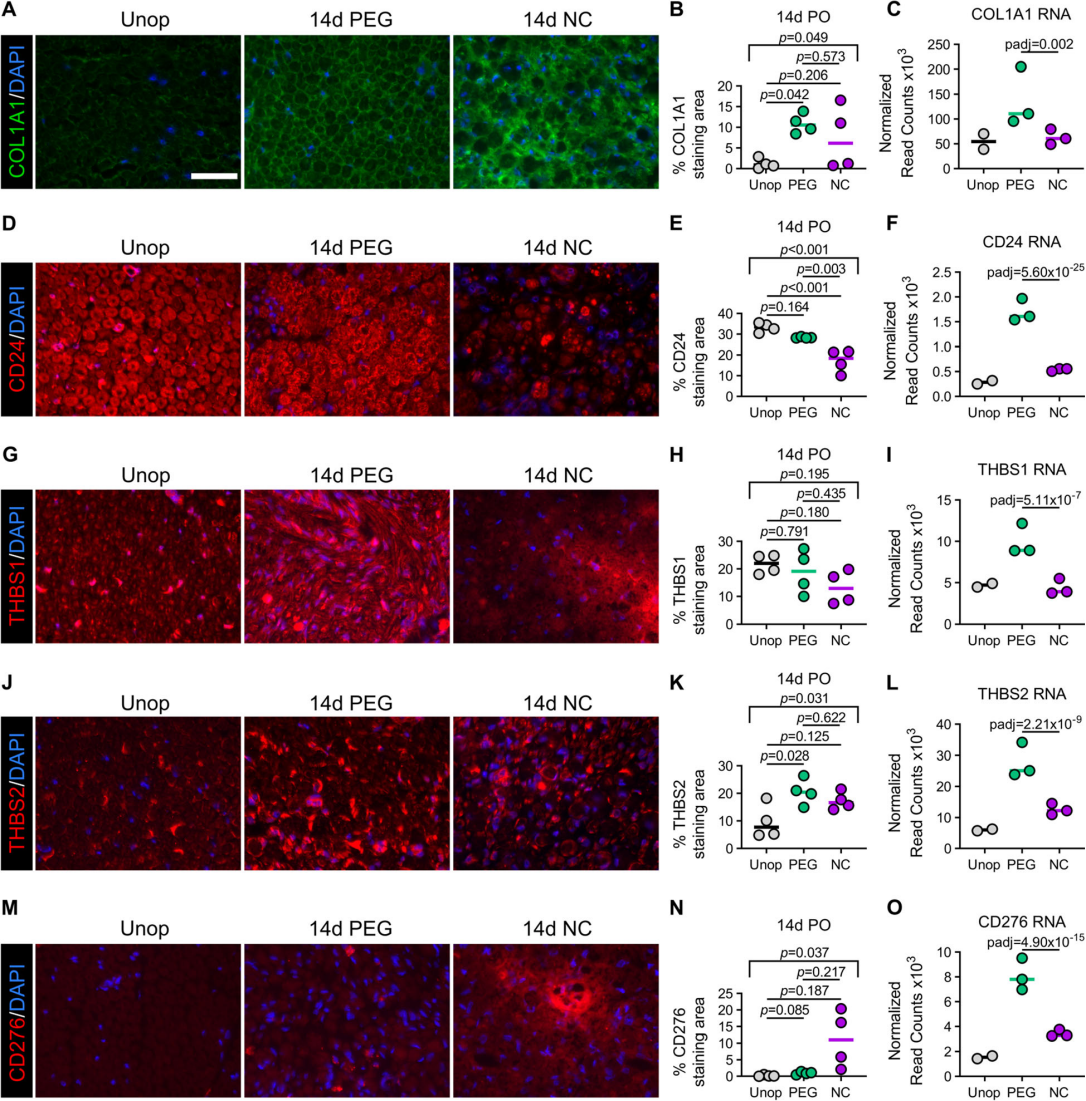
Immunohistochemical analyses of cell adhesion and extracellular matrix DEGs. **a** Fluorescence images showing cross-sections of unoperated control nerve, 14 days PO PEG-fused PNA, and 14 days PO NC PNA immunostained for COL1A1 (green). **b** Percent (%) COL1A1 staining area comparisons at 14 days PO (*n =* 4 per treatment group). **c** Normalized read counts of COL1A1 RNA transcripts at 14 days PO. Fluorescence images showing immunostaining for CD24 (red) in cross-sections. **d** Fluorescence images showing immunostaining for CD24 (red). **e** Percent (%) CD24 staining area comparisons at 14 days PO (*n =* 4 per treatment group). **f** Normalized read counts of CD24 RNA transcripts at 14 days PO. Fluorescence images showing immunostaining for CD24 (red) in cross-sections. **g** Fluorescence images showing immunostaining for THBS1 (red). **h** Percent (%) THBS1 staining area comparisons at 14 days PO (*n =* 4 per treatment group). **i** Normalized read counts of THBS1 RNA transcripts at 14 days PO. **j** Fluorescence images showing immunostaining for THBS2 (red). **k** Percent (%) THBS2 staining area comparisons at 14 days PO (*n =* 4 per treatment group). **l** Normalized read counts of THBS2 RNA transcripts at 14 days PO. **m** Fluorescence images showing immunostaining for CD276 (red). **n** Percent (%) CD276 staining area comparisons at 14 days PO (*n =* 4 per treatment group). **o** Normalized read counts of CD276 RNA transcripts at 14 days PO. Nuclei are stained with DAPI (blue). Scale = 50 μm. In graphs, data are shown as mean (horizontal bar) with each individual data point per animal. In **b**, **e**, **h**, **k**, and **n**, overall one-way ANOVA *p* values are shown above brackets at each time point, with multiple comparisons *p* values between treatment groups displayed underneath

These results suggested that, with the exception of CD276, each of the extracellular matrix and cell adhesion proteins examined via immunohistochemistry were elevated in PEG-fused PNAs. CD24 in particular showed the greatest difference in expression between PEG-fused PNAs and negative control PNAs. Contrasts between RNA expression and protein expression in either treatment group may be due to post-transcriptional regulatory effects.

## Discussion

### Summary of findings

We previously reported that PEG-fused sciatic PNAs in rats maintained morphological and electrophysiological continuity, did not undergo Wallerian degeneration, maintained large-caliber myelinated axons that were not rejected, maintained highly innervated distal neuromuscular junctions, and had improved behavioral recovery for up to 42 days PO [17]. We also reported that PEG-fused PNAs had reduced innate and adaptive inflammatory responses in the form of significantly reduced T cell and macrophage infiltration, MHC I and II expression, expression of IFN-γ and CXCL11, and consistently reduced apoptosis [19].

In the present study, we assess PEG-fused PNAs using transcriptomic analyses. Differential gene expression, GO biological processes, KEGG pathways, and InterPro protein families are compared between PEG-fused PNAs and NC PNAs at 14 days PO—a time when inflammatory and rejection responses were easily detectable in NC PNAs. These data are then compared with data collected from unoperated control sciatic nerves.

Transcriptomic analyses in PEG-fused PNAs compared to NC PNAs reveal downregulation of numerous T cell and macrophage-associated transcripts and upregulation of many Schwann cell-associated transcripts in both myelinating and demyelinated states (Fig. 1a–h). Compared to unoperated control nerves, we observe upregulation in PEG-fused PNAs of the same T cell, macrophage, and demyelinated Schwann cell-associated transcripts and downregulation of myelinating Schwann cell-associated transcripts (Fig. 1a, b; Additional File 4: Table S2). GO analyses reveal upregulated collagens, cadherins, and metallopeptidases (i.e., extracellular matrix remodeling, cell adhesion and tissue development) (Fig. 3a). All transcripts commonly involved in allograft rejection pathways are downregulated, whereas several transcripts commonly involved in immunosuppression or immune evasion are highly upregulated in PEG-fused PNAs compared to NC PNAs and/or unoperated control nerves (Figs. 5a, b; 6a–c; and 7a–f). These transcripts include CD24, THBS1, THBS2, and CD276. All except CD276 are upregulated at the protein level in PEG-fused PNAs, although only CD24 is significantly upregulated (one-way ANOVA *F*(2,9) = 23.25, *p* < 0.001, Tukey’s multiple comparisons test *p =* 0.003) relative in PEG-fused PNAs relative to negative control PNAs. Some transcripts involved in extracellular matrix remodeling or cell adhesion are also upregulated, suggesting that these processes may have a role in PEG-mediated immunosuppression.

### Modulation of T cell activation and allorejection responses

Allogeneic tissue rejection is due to complex interactions among antigens, MHC molecules, adhesion molecules, cytokines, chemokines, and transcription factors. Inhibiting any one of these interactions often leads to immunosuppressive effects and prolonged allograft survival [10, 58]. T cell effector responses against donor cells (T cell proliferation, cytokine production, apoptosis, etc.) require forming immunological synapses with peptide/MHC and T cell receptor (TCR) complexes with cytokines and co-stimulatory molecules such as CD28, CD80 (B7.1), CD86 (B7.2), CD40, and CD40LG [10]. CD28 expressed on T cells binds to CD80 or CD86 on donor or host antigen presenting cells to promote signaling cascades that control T cell proliferation, differentiation into effector types, and cytokine production [10]. CD40LG, when expressed on T cells, binds to CD40 on other host T cells or antigen presenting cells such as macrophages and B cells to stimulate their differentiation and activation of effector responses. The CD28 co-stimulation pathway can be inhibited by the homologous receptor CTLA4, which competes with CD28 for binding of CD80 or CD86 [58]. Co-stimulatory blockades using CTLA4-immunoglobulin fusions or anti-CD40LG antibodies can reduce rejection-associated immune responses [58]. Interactions between the ligand CD274 and the receptor PDCD1 on cytotoxic T cells blocks their activation—a mechanism to evade immune rejection often used by tumors [58].

We report that each of these co-stimulatory molecules and their ligands (including CTLA4, PDCD1 and CD274) are significantly downregulated in PEG-fused PNAs compared to NC PNAs (Fig. 1a). This suggests that they are unlikely to play an important role in T cell suppression of PEG-fused PNAs. 

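Of the 8 transcripts Cd28, Cd40lg, Ctla4, Pdcd1, Cd274, Cd80, Cd86 and Cd40, 7 were significantly lower in PEG-fused than in NC PNAs by limma, and Cd86 was not called. Cd86 (ENSRNOG00000038835) had a normalized count of 1441 ± 222 (SD, n = 3) in PEG-fused PNAs and 1941 ± 164 (SD, n = 3) in NC PNAs, with a log2 fold change of -0.44 (standard error 0.19, limma adjusted p = 0.114). It passed in limma fitted to the PNAs alone (adjusted p = 0.0414), and over all alternatives its adjusted p lay between 0.0414 and 0.31. Cd80 (ENSRNOG00000001527) was at 221 ± 21.5 (SD, n = 3) in PEG-fused PNAs and 599 ± 84.8 (SD, n = 3) in NC PNAs, with a log2 fold change of -1.43 (standard error 0.22, limma adjusted p = 0.00289). Cd40 (ENSRNOG00000018488) was at 338 ± 58.9 (SD, n = 3) in PEG-fused PNAs and 1762 ± 473 (SD, n = 3) in NC PNAs, with a log2 fold change of -2.36 (standard error 0.23, limma adjusted p = 0.000623). Cd274 (ENSRNOG00000016112) was at 411 ± 67.0 (SD, n = 3) in PEG-fused PNAs and 1781 ± 74.5 (SD, n = 3) in NC PNAs, with a log2 fold change of -2.12 (standard error 0.14, limma adjusted p = 0.000338).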

CD276 RNA is highly upregulated in PEG-fused PNAs and is involved in co-inhibition of the CD28 pathway (Additional File 5: Table S3) [52]. CD276 expression is inhibited by a microRNA, miR-29, that also inhibits extracellular matrix production and cell proliferation [48, 59]. These data suggest a linkage between fibrogenesis and modulation of the immune response. However, protein expression of CD276 is lower in PEG-fused PNAs relative to negative control PNAs. In addition to differences in post-translational regulatory effects, these results may be due to a reduced presence of antigen presenting cells in PEG-fused PNAs.

T cell proliferation, survival, and effector functions are largely controlled by cytokine stimulation, especially IL-2, IL-12, IFN-γ, and IL-17 [10]. 

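Nfatc2 (ENSRNOG00000012175) had a normalized count of 97.4 ± 13.2 (SD, n = 3) in PEG-fused PNAs and 196 ± 22.7 (SD, n = 3) in NC PNAs, a log2 fold change of -1.01 (standard error 0.18, adjusted p = 0.00508) from limma with Benjamini-Hochberg adjustment. Nfatc1 (ENSRNOG00000017146) was counted at 983 ± 79.4 (SD, n = 3) in PEG-fused PNAs and 1365 ± 227 (SD, n = 3) in NC PNAs, with a smaller log2 fold change of -0.46 (standard error 0.13, limma adjusted p = 0.0276). Nfatc1 had a log2 fold change of -0.33, -0.50, -0.44 and -0.42 (limma adjusted p = 0.0578, 0.0525, 0.08 and 0.0986) without NC 2, NC 3, PEG 1 or PEG 2 in turn. Over all alternatives, its adjusted p lay between 0.00928 and 0.0986. Nfkb1 was at 2512 ± 158 (SD, n = 3) in PEG-fused PNAs and 5048 ± 569 (SD, n = 3) in NC PNAs.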

Their associated signaling pathways are regulated via JAK/STAT signaling and the transcription factors NFAT and NF-kB, which are both downregulated in PEG-fused PNAs. IL-2 is produced primarily in activated Th1 cells and functions as both an autocrine and a paracrine factor by stimulating rapid proliferation and differentiation of both CD8 and CD4 effector T cells [32]. IL-12 is produced by antigen-presenting cells such as macrophages and dendritic cells and acts as a powerful inducer of IFN-γ in Th1 and cytotoxic T cells [31]. IFN-γ serves many functions in rejection, such as maintaining T cell survival, inducing MHC expression in nearby cells and inducing macrophages to produce pro-inflammatory cytokines and ROS [33]. IL-17 is produced by Th17 cells and stimulates proinflammatory cytokine production, antigen presentation, and it may suppress myelin production in Schwann cells as well [60]. We observed that PEG-fused PNAs exhibit significant downregulation of each of these critical cytokines, as well as effector molecules FASL, PRF1, and GZMB that are commonly employed by cytotoxic T cells to kill donor cells (Fig. 1a) [8, 10].

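Faslg (ENSRNOG00000002978) had a normalized count of 27.6 ± 14.0 (SD, n = 3) in PEG-fused PNAs and 316 ± 111 (SD, n = 3) in NC PNAs, a log2 fold change of -3.53 (standard error 0.41, adjusted p = 0.00111) from limma with Benjamini-Hochberg adjustment. This value stayed between -3.89 and -3.17 with each library left out in turn, and each PEG-fused PNA had a lower count than each NC PNA.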

The production of these cytokines in T cells can be inhibited via IL-10 and/or TGF-β1 stimulation by regulatory T cells (Tregs). Treg-mediated suppression of Th1 and Th2 responses is a common method of immune evasion in both tolerated allografts as well as in many cancers [34]. However, we observe that transcription of IL-10 and TGF-β1, as well as FOXP3, the transcription factor driving Treg differentiation [34], are each significantly downregulated in PEG-fused PNAs (Fig. 1a). These results suggest that inhibition of innate inflammatory processes that precede T cell recruitment, suppression of antigen presentation, and/or physical blockades of immune cell migration are responsible for PEG-fusion-mediated immunosuppression in PNAs.

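Foxp3 (ENSRNOG00000011702) had a normalized count of 49.4 ± 11.2 (SD, n = 3) in PEG-fused PNAs and 332 ± 105 (SD, n = 3) in NC PNAs, a log2 fold change of -2.69 (standard error 0.41, adjusted p = 0.00265) from limma with Benjamini-Hochberg adjustment. It stayed between -2.99 and -2.53 with each library left out in turn. From lower IL-10, TGF-β1 and FOXP3 transcripts beside lower T cell cytokines and effectors, the paper proposes inhibition of the innate inflammation that comes ahead of T cell recruitment, suppressed presentation of antigens and/or a physical block to the migration of immune cells as possible causes of the immunosuppression.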

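Of 22 factors named in the preceding paragraphs, 18 were significantly higher in PEG-fused PNAs than in Unop nerves by limma. Cd274, Il17a and Nfkb1 were not called, with a log2 fold change of 0.25 (standard error 0.15, limma adjusted p = 0.193) for Cd274 and a log2 fold change of 0.09 (standard error 0.11, adjusted p = 0.533) for Nfkb1. Nfatc1 was lower in PEG-fused PNAs, by -0.53 (standard error 0.14, limma adjusted p = 0.0124). Foxp3 was counted at 6.61 ± 4.80 (SD, n = 2) in Unop nerves, with a log2 fold change of 2.87 (standard error 0.46, limma adjusted p = 0.000871). Cd80 had a log2 fold change of 3.61 (standard error 0.25, limma adjusted p = 9.39e-06), with a count of 17.7 ± 6.81 (SD, n = 2) in Unop nerves. Nfatc2 had a log2 fold change of 0.64 (standard error 0.20, limma adjusted p = 0.0234), and Faslg of 1.54 (standard error 0.46, adjusted p = 0.0201).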

When comparing PEG-fused PNAs and unoperated control nerves, we found that each of the factors described above are upregulated in PEG-fused PNAs (Additional File 4: Table S2). These results indicate that an adaptive immune response is still present within PEG-fused PNAs, although at significantly lower magnitude than in NC PNAs.

### Regulation of damage-recognition responses in innate immunity

An innate host inflammatory response to surgical injury typically proceeds other adaptive and innate immune responses to donor allogeneic tissues [8, 9]. Following injury and during Wallerian degeneration, damaged and/or degenerating cells and axons within donor PNAs release damage-associated molecular patterns (DAMPs) such as HMGB1 and ATP [3]. These substances are recognized by TLRs expressed by resident innate immune cells (such as macrophages) or non-immune cells (such as Schwann cells) [3]. DAMP binding to these receptors triggers innate immune cells and activated Schwann cells to release an inflammatory milieu via signaling pathways such as NF-kB [3]. This, in turn, recruits and potentiates adaptive immune cells to carry out a rejection response. In Schwann cells, these events coincide with differentiation from a myelinating state to a demyelinated state that facilitates myelin clearance and regeneration of axonal sprouts [3, 5].

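Of 11 toll-like receptor genes tested, 8 were significantly lower in PEG-fused than in NC PNAs by limma and none was higher. The 5 lower DEGs, Tlr1, Tlr7, Tlr9, Tlr11 and Tlr12, gave an odds ratio of 10.9 (adjusted p = 0.00158 from Fisher's exact test over 12 families and 2 directions). Without NC 2, the odds ratio was 4.58 (Fisher's exact adjusted p = 0.104). Genes are not independent units, as this test takes them to be. Against Unop nerves, all 11 were DEGs higher in PEG-fused PNAs, and all 11 in NC PNAs.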

We observe that some toll-like receptors (including TLR1, TLR4, and TLR9) are downregulated in PEG-fused PNAs when compared to NC PNAs (Fig. 1a; Additional File 4: Table S2). We observe downregulation of mediators of innate inflammatory responses (e.g., macrophage differentiation), including the transcription factor, NFKB1, and its target inflammatory cytokine IL1B. NOS2, which contributes to oxidative damage [8], is also downregulated. These results confirm and expand our previous immunohistochemistry-based assessment of reduced innate inflammatory responses in PEG-fused PNAs [19]. That is, IL1B and NOS2 are commonly produced by the classically activated M1 macrophage phenotype [36]. Their reduction, when combined with the observed increased expression of Arginase I and MRC1 in PEG-fused PNAs, suggests a shift in macrophage polarization from a pro-inflammatory M1 state to an alternatively activated anti-inflammatory M2 state. This shift is critical as the M2 state is a major contributor to wound healing [36]. Numerous axons and Schwann cells in the PNA remained intact, functional, and nondegenerate following PEG-fusion repair [17, 19]. Thus, an effective response to tissue damage by resident Schwann cells or macrophages is impaired—possibly resulting from the significant prevention of tissue damage through PEG-fusion. Other transplanted tissues treated with PEG via organ storage solution or intraluminal infusion have reduced inflammation and improved cell viability [61]. Therefore, diminished ischemia reperfusion injury as a result of reduced mitochondrial swelling and ROS production, as well as restoration of membrane integrity in these tissues, may also contribute to the amelioration of DAMP-mediated responses in PEG-fused PNAs. The upregulation of M1-associated inflammatory factors in PEG-fused PNAs compared to unoperated control nerves suggests that damage-recognition and innate immune responses in PEG-fused PNAs are attenuated, rather than eliminated.

Our analyses of Schwann cell-associated transcripts reveal upregulation of factors that drive both the myelinating Schwann cell state (e.g., SOX10, MBP, CDH2) as well as the demyelinating state (e.g., JUN, SOX2, NGFR) within PEG-fused PNAs compared to NC PNAs (Fig. 1b). This elevation in common Schwann cell-associated transcripts may underlie the longer survival of Schwann cells in PEG-fused PNAs. We also observed enrichment of GO processes that involve both positive and negative regulation of tissue development and cell differentiation (Fig. 3a, b). This is supported by our previous electron microscopic observation [17] that showed within cross-sections of PEG-fused PNAs sampled at 21–42 days PO, there exists regions of successfully PEG-fused axons with myelinating Schwann cells as well as regions unsuccessfully PEG-fused that have undergone Wallerian degeneration. Compared to unoperated control nerves, the downregulation of myelinating Schwann cell-associated genes likely contributes to unsuccessfully PEG-fused regions. Generally, PNAs that have greater PEG-fusion success and greater functional recovery at 42 days PO have a greater ratio of large-caliber myelinated axons to small-caliber demyelinated axons [17]. A large population of myelinating Schwann cells and resident macrophages in successfully PEG-fused PNAs by 14 days PO are not likely to be associated with axons that have undergone Wallerian degeneration. These data suggest that these Schwann cells and nearby resident macrophages do not activate an inflammatory signaling cascade because they lack interaction with DAMPs that would have been otherwise released from degenerating axons.

In the nervous system, CD24 is known to be expressed in Schwann cells and developing neurons [46]. CD24 inhibits the outgrowth of dorsal root ganglion neurites and adhesion via its interaction with sialic acid-binding lectin L1 on axonal membranes [62]. At the mRNA level, high expression of CD24 in PEG-fused PNAs relative to unoperated control nerves may be related to the processes of neurite outgrowth regulation that follows degeneration of unsuccessfully PEG-fused axons. On the other hand, high protein levels of CD24 in unoperated control nerves and PEG-fused PNAs might be more closely associated with maintaining adhesion of axons with myelinating Schwann cells. The significant decrease in CD24 in NC PNAs that have undergone Wallerian degeneration supports this interpretation. 

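Cd24 was higher in NC PNAs than in Unop nerves by a log2 fold change of 0.93 (standard error 0.15, adjusted p = 0.000621) from limma with Benjamini-Hochberg adjustment. Each NC PNA had a higher count than each Unop nerve, and the value stayed between 0.77 and 1.09 with each library left out in turn.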

The slight increase of CD24 transcript expression in NC PNAs relative to unoperated control nerves suggests that CD24 may be also associated with either Schwann cell or immune cell activation of demyelinated states and/or Wallerian degeneration. CD24, when bound to Siglec-10 on immune cells, inhibits the immune response to common cytoplasmic and nuclear DAMPs [46, 47]. However, this effect seems to be at odds with the proinflammatory response to DAMPs typically associated with demyelinated Schwann cells following injury.

### Factors controlling chemotaxis and extravasation into allograft tissue

Following the initial inflammatory response, immune cells migrate via chemotaxis to extravasate through the endothelial lumen to reach the graft tissue [10]. These processes are largely governed by chemokines such as CCL1/2/5 and CXCL9/10/11, as well as intercellular adhesion molecules such as selectins, ICAMs, and VCAMs that mediate cell rolling and diapedesis [10]. After passing through the lumen, the extracellular matrix surrounding the entry site is degraded by metallopeptidases such as MMP3 to grant full entry. 

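Ccl1, Ccl2, Ccl5, Cxcl9, Cxcl10 and Cxcl11 were all DEGs lower in PEG-fused than in NC PNAs by limma, with log2 fold changes between -4.79 and -1.19. Cxcl11 (ENSRNOG00000022298) had a normalized count of 338 ± 226 (SD, n = 3) in PEG-fused PNAs and 8176 ± 3323 (SD, n = 3) in NC PNAs. Cxcl9 (ENSRNOG00000022242) was at 2390.1 ± 1395 (SD, n = 3) in PEG-fused PNAs and 37136 ± 12654 (SD, n = 3) in NC PNAs, with a log2 fold change of -4.06 (standard error 0.40, limma adjusted p = 0.000631). Cxcl10 (ENSRNOG00000022256) was at 2254 ± 512 (SD, n = 3) in PEG-fused PNAs and 19693 ± 11289 (SD, n = 3) in NC PNAs, with a log2 fold change of -3.01 (standard error 0.38, limma adjusted p = 0.00135). Ccl2 (ENSRNOG00000007159) changed least, with a log2 fold change of -1.19 (standard error 0.31, limma adjusted p = 0.0243). In limma, Ccl2 had a log2 fold change of -0.89 and an adjusted p of 0.0685 without PEG 3. Against Unop nerves, all 6 were DEGs higher in PEG-fused PNAs. Of the adhesion molecules Icam1, Vcam1, Sele and Selp, 3 were lower in PEG-fused than in NC PNAs. Sele (ENSRNOG00000002723) had a log2 fold change of -1.21 (standard error 0.28, limma adjusted p = 0.0151). Selp (ENSRNOG00000002794) was not called, with a log2 fold change of -0.89 (standard error 0.38, limma adjusted p = 0.116), and its adjusted p lay between 0.0338 and 0.274 over all alternatives.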

We report that each major chemokine that attracts T cells and macrophages, as well as most adhesion molecules involved in extravasation, are downregulated in PEG-fused PNAs compared to NC PNAs (Fig. 1a; Additional File 4: Table S2). These results suggest that immune cells may not easily penetrate the inner region of a PEG-fused PNA.

Unexpectedly, a number of metallopeptidases (e.g., MMP3, 11 and 23) are upregulated in PEG-fused PNAs (Fig. 4; Additional File 4: Table S2). These molecules typically are expressed during injury and inflammation [63]. These data suggest that metallopeptidase overexpression in PEG-fused PNAs plays an important role in extracellular matrix remodeling during resolution of injury and wound healing.

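Mmp3 (ENSRNOG00000032626) had a normalized count of 213 ± 109.2 (SD, n = 3) in PEG-fused PNAs and 74.4 ± 47.2 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.61 (standard error 0.64, adjusted p = 0.0917) from limma with Benjamini-Hochberg adjustment, and was not called. Leaving out PEG 1 gave Mmp3 a log2 fold change of 2.14 and an adjusted p of 0.0494 in limma. DESeq2 called it (adjusted p = 0.0288), and over all alternatives its adjusted p lay between 0.0288 and 0.261. Mmp11 (ENSRNOG00000028344) was at 433 ± 42.4 (SD, n = 3) in PEG-fused PNAs and 199 ± 19.7 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.12 (standard error 0.15, limma adjusted p = 0.00187). Mmp23 (ENSRNOG00000017477) was at 1954 ± 369 (SD, n = 3) in PEG-fused PNAs and 857 ± 241 (SD, n = 3) in NC PNAs, with a log2 fold change of 1.22 (standard error 0.23, limma adjusted p = 0.00593). Besides these, Adam12, Adam33, Adamts4, Adamts9, Adamts12, Adamts16, Adamts19 and Mmp16 were higher DEGs and Adam18 a lower one.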

One of the most prominent findings of this study is the substantial upregulation of many extracellular matrix components in PEG-fused PNAs compared to NC PNAs and unoperated control nerves. These include an extensive array of collagens and fibroblast growth factors (Figs. 3a and 4; Additional File 6: Table S4). 

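Of 40 collagen genes tested, 14 were DEGs higher and 10 DEGs lower in PEG-fused PNAs than in Unop nerves by limma. In NC PNAs, 6 were higher and 14 lower than in Unop nerves. Of 16 fibroblast growth factor genes, a family chosen after the data were seen, 2 were DEGs higher and 2 DEGs lower in PEG-fused than in NC PNAs, and 3 were higher and 8 lower in PEG-fused PNAs than in Unop nerves.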

The extracellular matrix not only provides structural support to tissue components but also participates in a wide variety of signaling events that regulate the behaviors of nearby cells. Collagens, laminins, and fibronectins make up the main components of peripheral nerve ECM [55]. The epineurium and perineurium of peripheral nerves is composed mostly of fibrillar type I, II, and III collagens synthesized by fibroblasts. The endoneurium contains the Schwann cell basement membrane, consisting of type IV and V collagens as well as laminins that assist in controlling myelination [55, 64]. Several other types of collagens, such as type XI, serve as networks that link additional fibrillar collagen strands or promote their polymerization [65].

Our results show that type I collagen is highly upregulated at both transcriptional and protein levels in PEG-fused PNAs (Figs. 4 and 7a–c). 

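Against Unop nerves, the log2 fold change of Col1a1 in PEG-fused PNAs was 1.31 (standard error 0.39, adjusted p = 0.0181) from limma with Benjamini-Hochberg adjustment, with a normalized count of 54455 ± 21992 (SD, n = 2) in Unop nerves. For Col1a1, leaving out Unop 2 gave a log2 fold change against Unop nerves of 0.89 (limma adjusted p = 0.145). Between NC PNAs and Unop nerves, it was 0.25 (standard error 0.39, limma adjusted p = 0.591). With Unop 2 left out, Col1a1 had a log2 fold change of NC PNAs against Unop nerves of -0.17 and an adjusted p of 0.762 in limma. Col1a2 was counted at far lower levels than Col1a1, 428 ± 144 (SD, n = 3) in PEG-fused PNAs, 211 ± 32.3 (SD, n = 3) in NC PNAs and 249 ± 44.2 (SD, n = 2) in Unop nerves, which the gene model behind the counts could limit. Col3a1 (ENSRNOG00000003357) was at 400687 ± 89102 (SD, n = 3) in PEG-fused PNAs and 239961 ± 56717 (SD, n = 3) in NC PNAs, with a log2 fold change of 0.74 (standard error 0.28, adjusted p = 0.0836) against NC PNAs that limma did not call and DESeq2 did (adjusted p = 0.00379, between 0.00379 and 0.233 over all alternatives).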

We suggest that a large number of myelinating Schwann cells in PEG-fused PNAs do not respond to injury stimuli, but fibroblasts in PEG-fused PNAs do respond. Excessive collagen production by these fibroblasts might create an environment in which intact Schwann cell-axon units are surrounded by a dense collagen matrix. This would physically block T cells from accessing Schwann cells and fibroblasts, as well as inhibit their molecular activities. High expression of THBS1 and THBS2, which are integral to collagen formation processes and can have potent T cell suppression properties, might further bolster protection [50, 51]. One might then assume that excessive collagen production in rejected PNAs not treated with PEG would also provide the same immunomodulatory effect. In contrast, we suggest that donor fibroblasts in untreated PNAs are also targets for rejection, thereby limiting collagen production and/or decreasing the density of collagen deposition. A combination of Schwann cell quiescence and other immunosuppressive properties conferred by PEG treatment may inhibit inflammatory signaling.

### Antigen processing and presentation in PEG-fused PNAs

The coordination of antigen processing and presentation of MHC molecules in donor cells and host antigen presenting cells is carried out by a number of proteases, transport molecules, and binding proteins [10]. Endogenous peptide fragments are generated in cytoplasmic proteasomes and are then transported into the endoplasmic reticulum via TAP1 and TAP2 proteins, where they are loaded onto MHC class I molecules [10]. Exogenous peptide fragments enter the cell via endocytosis, where they are cleaved within lysosomes by proteases such as cathepsins D and L before being loaded onto MHC class II molecules. The expression of MHC class I and II subunits is controlled by the transcription factors NOD-like receptor C5 (NLRC5) and class II major histocompatibility complex transactivator (CIITA), respectively. Each of these are upregulated by IFN-γ stimulation during injury and inflammation [66, 67].

Our transcriptomic analyses expand upon our previous IHC analyses [19] to show that PEG-fused PNAs have significantly reduced MHC I and II protein expression compared to NC PNAs. We further report that the transcription of a number of integral components of antigen processing and presentation are also significantly downregulated. These include TAP1, TAP2, NLRC5, CIITA, and a wide variety of MHC subunits such as beta-2-microglobulin (B2M), RT1-DB1, RT1-CE3, and RT1-M3-1 (Fig. 4; Additional File 4: Table S2). These results suggest that the ability of donor cells to present antigen to host T cells is severely compromised, thereby decreasing their immunogenicity.

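Tap1, Tap2, Nlrc5, Ciita, B2m, RT1-Db1, RT1-CE3 and RT1-M3-1 were all DEGs lower in PEG-fused than in NC PNAs by limma, with log2 fold changes between -3.03 and -1.10 and adjusted p between 0.000309 and 0.0128. Nlrc5 (ENSRNOG00000048222) had a normalized count of 492 ± 186.6 (SD, n = 3) in PEG-fused PNAs and 3855 ± 178 (SD, n = 3) in NC PNAs, with a log2 fold change of -3.03 (standard error 0.23, limma adjusted p = 0.000343). Ciita (ENSRNOG00000002659) was at 1246 ± 638 (SD, n = 3) in PEG-fused PNAs and 9061 ± 1248 (SD, n = 3) in NC PNAs, with a log2 fold change of -2.98 (standard error 0.33, limma adjusted p = 0.000897). RT1-M3-1 (ENSRNOG00000000763) was at 898 ± 153 (SD, n = 3) in PEG-fused PNAs and 2757 ± 307 (SD, n = 3) in NC PNAs, with a log2 fold change of -1.62 (standard error 0.14, limma adjusted p = 0.000443), and RT1-CE3 (ENSRNOG00000031607) had a log2 fold change of -2.25 (standard error 0.21, adjusted p = 0.000576). Reads of the RT1 genes can be split between near-identical copies. Against Unop nerves, Tap1, Nlrc5, Ciita, RT1-Db1 and RT1-M3-1 were significantly higher in PEG-fused PNAs, and B2m, Tap2 and RT1-CE3 were not called.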

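Ctsd (ENSRNOG00000020206) had a normalized count of 202308 ± 25162 (SD, n = 3) in PEG-fused PNAs, 78574 ± 8828 (SD, n = 3) in NC PNAs and 26046 ± 2758 (SD, n = 2) in Unop nerves, and its log2 fold change in PEG-fused against NC PNAs was 1.36 (standard error 0.17, adjusted p = 0.00124) from limma with Benjamini-Hochberg adjustment. Ctsl (ENSRNOG00000018566) was counted at 34463 ± 1858 (SD, n = 3) in PEG-fused PNAs, 14401 ± 1579 (SD, n = 3) in NC PNAs and 15958 ± 5477 (SD, n = 2) in Unop nerves, with a log2 fold change of 1.26 (standard error 0.18, limma adjusted p = 0.0021) against NC PNAs. Against Unop nerves, the log2 fold changes of PEG-fused PNAs were 2.95 for Ctsd and 1.15 for Ctsl.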

Cathepsins D and L are upregulated in PEG-fused PNAs (Additional File 4: Table S2). Aside from their assistance in antigen processing, these proteases perform a number of additional functions within tissues [68, 69]. Cathepsins D and L are typically stored in cytoplasmic lysosomes. But each can be secreted into the extracellular environment, where they cleave matrix components such as fibronectins, collagens, and laminins [68, 69]. Procathepsin D has been shown to stimulate proliferation and motility in stromal fibroblasts [70]. Overexpression of cathepsin D also has been associated with impaired antigen processing of T cell epitopes generated from myoglobin [71]. Dendritic cells lacking cathepsin D show enhanced presentation of these epitopes [71]. We suggest that increasing the concentration of cathepsin D in PEG-fused PNAs may lead to an increased number of cleavage sites on peptides, resulting in their destruction rather than their appropriate cleavage into presentable fragments.

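Adcy8 (ENSRNOG00000004890) had a normalized count of 149.99 ± 12.3 (SD, n = 3) in PEG-fused PNAs, 24.1 ± 8.51 (SD, n = 3) in NC PNAs and 256 ± 43.2 (SD, n = 2) in Unop nerves. Its log2 fold change was 2.65 (standard error 0.29, adjusted p = 0.000897) in PEG-fused against NC PNAs and -0.76 (standard error 0.32, adjusted p = 0.0738) in PEG-fused PNAs against Unop nerves, both from limma with Benjamini-Hochberg adjustment. Pde1c (ENSRNOG00000012337) was at 649.8 ± 58.6 (SD, n = 3) in PEG-fused PNAs, 182 ± 32.2 (SD, n = 3) in NC PNAs and 799 ± 54.2 (SD, n = 2) in Unop nerves, with a log2 fold change of 1.84 (standard error 0.15, limma adjusted p = 0.000439) against NC PNAs and a log2 fold change of -0.30 (standard error 0.17, adjusted p = 0.158) against Unop nerves.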

Our results suggest that both PEG-fused PNAs and unoperated control nerves significantly upregulate adenylyl cyclase 8 (ADCY8) and phosphodiesterase 1C (PDE1C) that together catalyze cyclic AMP (cAMP) production and turnover (Additional File 4: Table S2) [72]. The myelinating state of Schwann cells is largely controlled by axonal contact through interactions between laminins on the Schwann cell basement membrane and the G-protein coupled receptor GPR126 [73]. This interaction stimulates cAMP in Schwann cells to stimulate transcription of promyelinating genes, such as early growth response 2 (EGR2) [74]. cAMP also activates protein kinase A (PKA), which inhibits induction of MHCII by phosphorylating its central regulatory transcription factor, CIITA [75]. Myelinating Schwann cells do not express MHCII but rather express MHCI at low levels [76, 77]. In contrast, demyelinated Schwann cells express high levels of MHCII and upregulate expression of MHCI. PEG-fusion may affect the myelinating state of Schwann cells via cAMP signaling. All these data suggest that a large number of Schwann cells in PEG-fused PNAs may have reduced immunogenicity solely due to their myelinating state.

## Conclusions

This study is the first to examine at the molecular level why PEG-fused PNAs might be immunotolerant even though they are neither immunosuppressed nor tissue-matched. This study is also the first to identify a possible role for extracellular matrix remodeling in the immunosuppression of PEG-fused PNAs. Our data show that PEG-fused PNAs upregulate extracellular matrix remodeling, cell adhesion, tissue development processes, as well as Schwann cell-associated transcripts in both myelinating and demyelinated states, while significantly downregulating innate and adaptive immune responses underlying allograft rejection. We suggest that maintenance of myelinating Schwann cell-axon units, in combination with extracellular matrix component production and reduced responses to cellular injury, contribute to an immunosuppressive environment within PEG-fused PNAs. The knowledge gained by these initial analyses of differential gene expression should generate new hypotheses aimed at understanding molecular mechanisms that underlie the immune tolerance of PEG-fused PNAs. Whether PEG-fused PNAs maintain their immunosuppressive effects in MHC-mismatched donor-host combinations is a subject of ongoing studies. Future transcriptomic studies of PEG-fused PNAs would benefit from single-cell sequencing and flow cytometry analyses to determine cell-specific expression of the transcripts and/or proteins identified from this current whole-tissue examination.

After ablation-type PNIs, recovery of lost behaviors is often poor and clinical outcomes have not significantly improved for decades despite advances in biomedical technologies [2, 7]. PEG-fusion of PNAs produces dramatic recovery within weeks of lost behaviors because allografts are not rejected in the absence of tissue matching and/or immune suppression. We suggest that PEG-fused PNAs have substantial potential to produce a paradigm shift in the clinical treatment of ablation-type PNIs.

## Supplementary information

**Additional file 1: Fig. S1.** (FigS1_Exp_Design.pdf). Outline of the experimental design of the study. PEG-fused sciatic nerve allografts (“PEG”, *n*=3 animals), negative control sciatic nerve allografts (“NC”, *n*=3 animals) from outbred Sprague Dawley rats were excised and sampled 14d post-operatively. Both treatment groups were compared to Unoperated Control sciatic nerves (“Unop”, *n*=2 animals). Total RNA was extracted from each sample via homogenization with TRIzol (Ambion) and a RNeasy Mini kit (Qiagen). Libraries were prepared using a TruSeq Stranded mRNA kit (Illumina), which were then sequenced on a HiSeq 3000 unit (Illumina). Analysis of read results was carried out sequentially by FastQC, Tophat2, HTSeq-count, and DESeq2 software. Subsequent analyses were performed via DAVID and the STRING application for Cytoscape software. Validation of candidate genes was performed via RT-qPCR, using the same treatment groups.

**Additional file 2: Table S1.** (RNAseq_Reads_Table.xlsx). Read mapping and alignment results for all samples used for RNAseq. The ID of each animal is indicated underneath the sample name in parentheses.

**Additional file 3: Fig. S2.** (FigS2_Count_Analyses.pdf). Distribution and correlation of normalized read counts among samples. (A) Violin plots showing the distribution of all log_2_ normalized read counts for each gene transcript in each sample. The median is indicated by a solid horizontal line, and the upper quartile is indicated by a dashed horizontal line. The plots show that the majority of genes in each sample share similar expression profiles and are not differentially expressed. (B) Principle component analysis (PCA) allowing clustering of samples based on variation in expression profiles of all protein coding genes. Samples with similar expression profiles cluster together more closely. (C) Sample-to-sample correlation matrix comparing the gene expression profiles of all coding genes between all individual samples, using normalized read counts. White indicates a Pearson correlation coefficient of <0.6 (lower correlation); black indicates a coefficient of 1 (high correlation).

**Additional file 4: Table S2.** (Differential_Expression_Results.xlsx). Excel tables showing (Tab S1) all normalized read counts for all samples and associated gene transcripts; (Tab S2) PEG vs NC differential expression results; (Tab S3) PEG vs Unop differential expression results; (Tab S4) NC vs Unop differential expression results.

**Additional file 5: Table S3.** (DEG_Heatmap_Clusters.xlsx). Excel tables showing: (Tab S1) Z-scores of all 2,180 transcripts extracted from the DEG heatmap displayed in Fig. 2A, which heatmap cluster each transcript is associated with (Cluster 1, 2, 3, or 4) and the PEG vs NC differential expression results for each transcript; (Tab S2) all transcripts associated with Cluster 1 and their PEG vs NC differential expression results; (Tab S3) all transcripts associated with Cluster 2 and their PEG vs NC differential expression results; (Tab S4) all transcripts associated with Cluster 3 and their PEG vs NC differential expression results; (Tab S5) all transcripts associated with Cluster 4 and their PEG vs NC differential expression results.

**Additional file 6: Table S4.** (GO_KEGG_InterPro_Clusters.xlsx). Excel tables showing (Tabs S1-S3) GO, KEGG and InterPro results for Cluster 1 (high expression in PEG); (Tabs S4-S6) GO, KEGG and InterPro results for Cluster 2 (high expression in PEG and Unop); (Tabs S7-S9) GO, KEGG and InterPro results for Cluster 3 (high expression in Unop); (Tabs S10-S12) GO, KEGG and InterPro results for Cluster 4 (high expression in NC).

**Additional file 7: Fig. S3.** (FigS3_BiNGO_Diagram_Clusters.pdf). Enlarged versions of the BiNGO cluster diagrams displayed in Figs. 3A-D, in which each cluster can be zoomed-in on with clarity to view all associated GO annotations and their interrelations. (Page 1) Cluster 1 (enriched in PEG); (Page 2) Cluster 2 (enriched in PEG and Unop); (Page 3) Cluster 3 (enriched in Unop); (Page 4) Cluster 4 (enriched in NC).

## Data Availability

The RNAseq datasets generated and/or analyzed during the current study are publicly available in the NCBI Gene Expression Omnibus (GEO) repository (accession #: GSE145504) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE145504). Primers for RT-qPCR were designed via the PrimerQuest tool by Integrated DNA Technologies (IDT) using complimentary mRNA transcript sequences derived from National Center for Biotechnology Information (NCBI) GenBank databases for *Rattus norvegicus* (www.ncbi.nlm.nih.gov/genbank; RRID:SCR_002760). All other data generated or analyzed during this study are included in this published article [and its supplementary information files].

## Abbreviations

CAP: Compound action potential
CMAP: Compound muscle action potential
DAMP: Damage-associated molecular pattern
DAVID: Database for Annotation, Visualization, and Integrated Discovery
DEG: Differentially expressed gene
GO: Gene ontology
IHC: Immunohistochemistry
KEGG: Kyoto Encyclopedia of Genes and Genomes
MB: Methylene blue
MHC: Major histocompatibility complex
NC: Negative control
NGS: Next-generation sequencing
PCA: Principle component analysis
PEG: Polyethylene glycol
PNA: Peripheral nerve allograft
PNI: Peripheral nerve injury
PO: Post-operatively
RNAseq: RNA sequencing
RT-qPCR: Quantitative reverse transcription PCR
TEM: Transmission electron microscopy
Unop: Unoperated control nerve

# Supplementary material for: Coding transcriptome analyses reveal altered functions underlying immunotolerance of PEG-fused rat sciatic nerve allografts
**Source:** J Neuroinflammation. 2020 Oct 2;17:287. doi: 10.1186/s12974-020-01953-8
**Supplement:** Supplementary file 1 — Additional file 1: Fig. S1. (FigS1_Exp_Design.pdf). Outline of the experimental design of the study. PEG-fused sciatic nerve allografts (“PEG”, n=3 animals), negative control sciatic nerve allografts (“NC”, n=3 animals) from outbred Sprague Dawley rats were excised and sampled 14d post-operatively. Both treatment groups were compared to Unoperated Control sciatic nerves (“Unop”, n=2 animals). Total RNA was extracted from each sample via homogenization with TRIzol (Ambion) and a RNeasy Mini kit (Qiagen). Libraries were prepared using a TruSeq Stranded mRNA kit (Illumina), which were then sequenced on a HiSeq 3000 unit (Illumina). Analysis of read results was carried out sequentially by FastQC, Tophat2, HTSeq-count, and DESeq2 software. Subsequent analyses were performed via DAVID and the STRING application for Cytoscape software. Validation of candidate genes was performed via RT-qPCR, using the same treatment groups.

**PEG-fused sciatic allograft  
("PEG" group)**

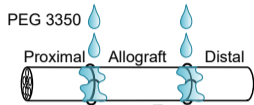

**Negative control sciatic allograft  
("NC" group)**

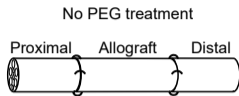

14d PO recovery

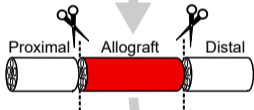

PEG (n=3)

NC (n=3)

Unoperated nerve (n=2)

RNA extraction  
(TRIzol + RNeasy Mini kit)

Total RNA

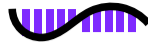

Library preparation  
(TruSeq Stranded mRNA kit)

**Sequence with Illumina HiSeq 3000**

- 20 million reads/sample  
- 75bp paired-end reads

Analysis

1. Quality control: **FastQC**
2. Mapping to rat genome Rnor\_6.0: **Tophat2**
3. Read counts: **HTSeq-count**
4. Differential expression: **DESeq2**
5. Gene ontology/pathway analysis: **BiNGO, DAVID**
6. Protein-protein interaction networks: **STRING + Cytoscape**

Validation of RNAseq results

RT-qPCR

Immunohistochemistry

# Supplementary material for: Coding transcriptome analyses reveal altered functions underlying immunotolerance of PEG-fused rat sciatic nerve allografts
**Source:** J Neuroinflammation. 2020 Oct 2;17:287. doi: 10.1186/s12974-020-01953-8

## Cluster 1 - highest expression in PEG (BiNGO)

Zoom to view GO annotations

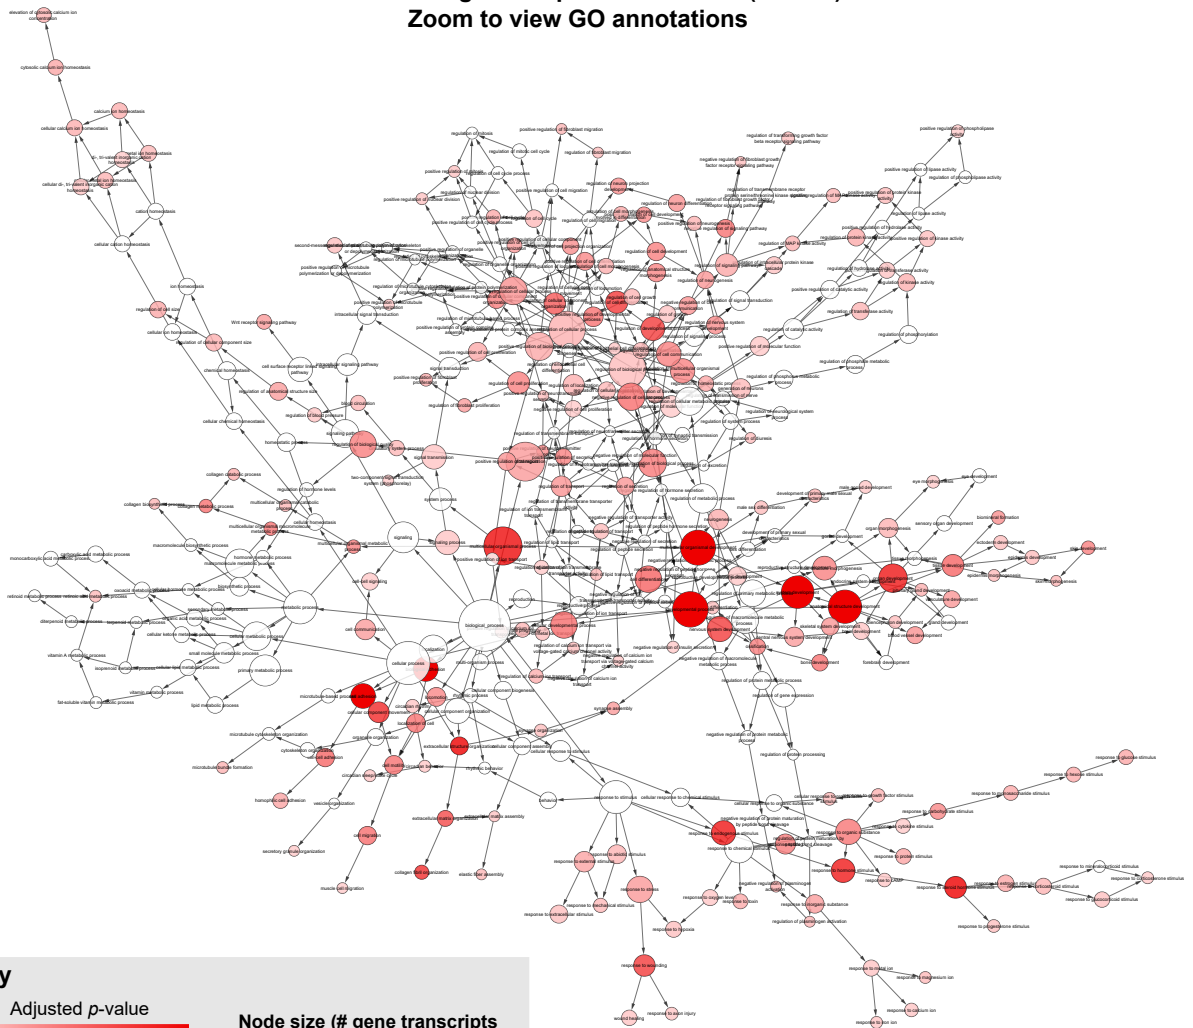

### Key

Adjusted  $p$ -value

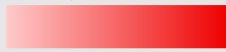

$5 \times 10^{-2}$

$5 \times 10^{-7}$

Node size (# gene transcripts  
in GO annotation)

Min

Max

2

100

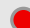

GO annotation  
(with associated transcripts)

GO annotation  
(no transcripts associated)

# Cluster 3 - highest expression in Unop (BiNGO)

## Zoom to view GO annotations

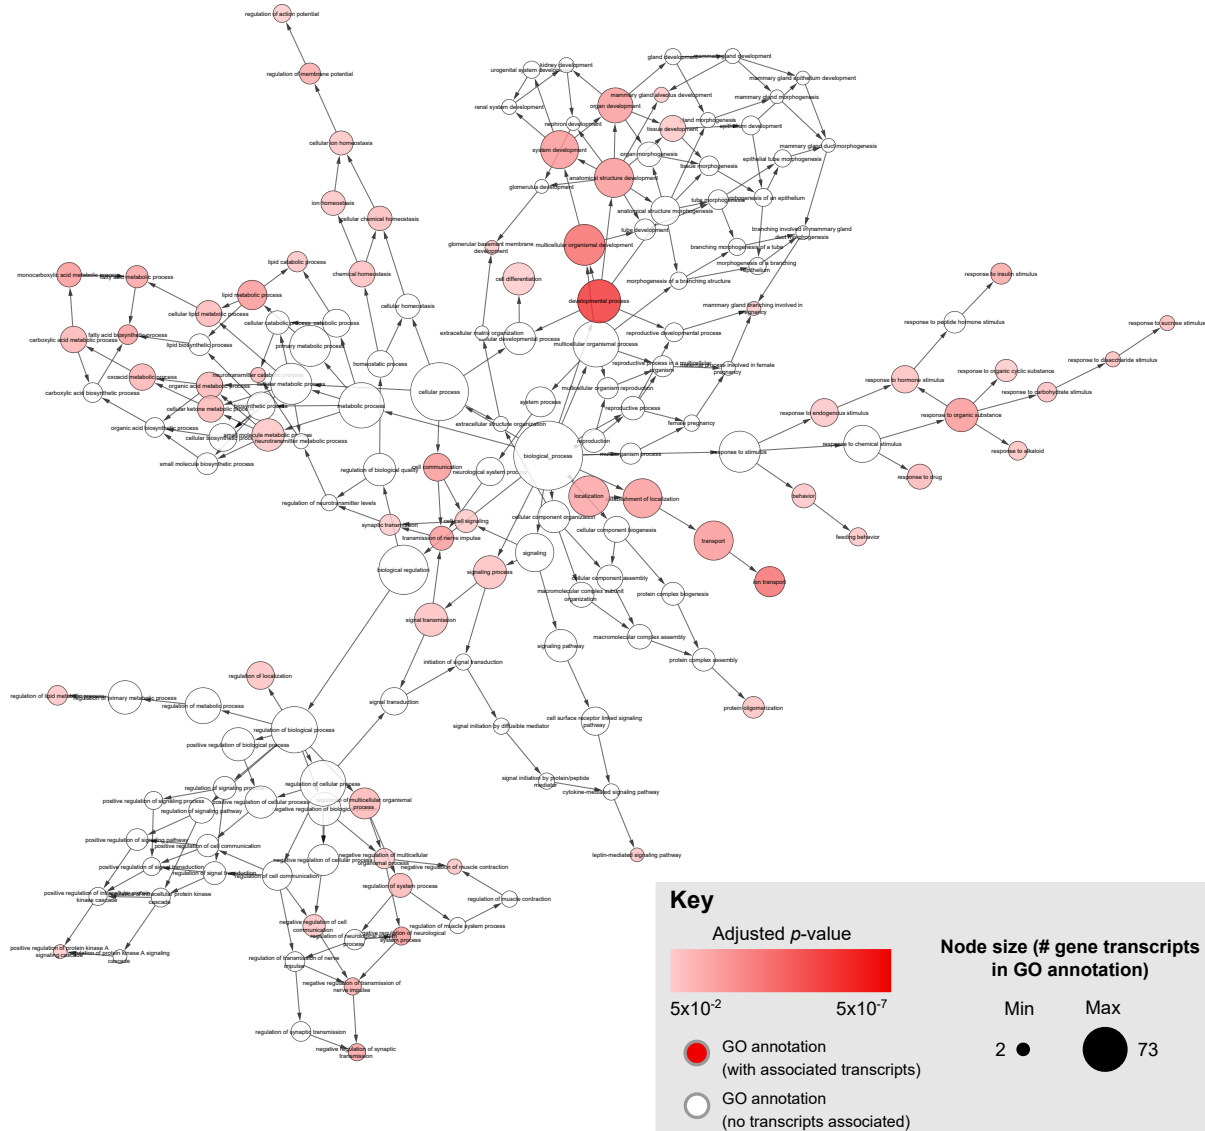

Cluster 4 - highest expression in NC (BiNGO)  
Zoom to view GO annotations

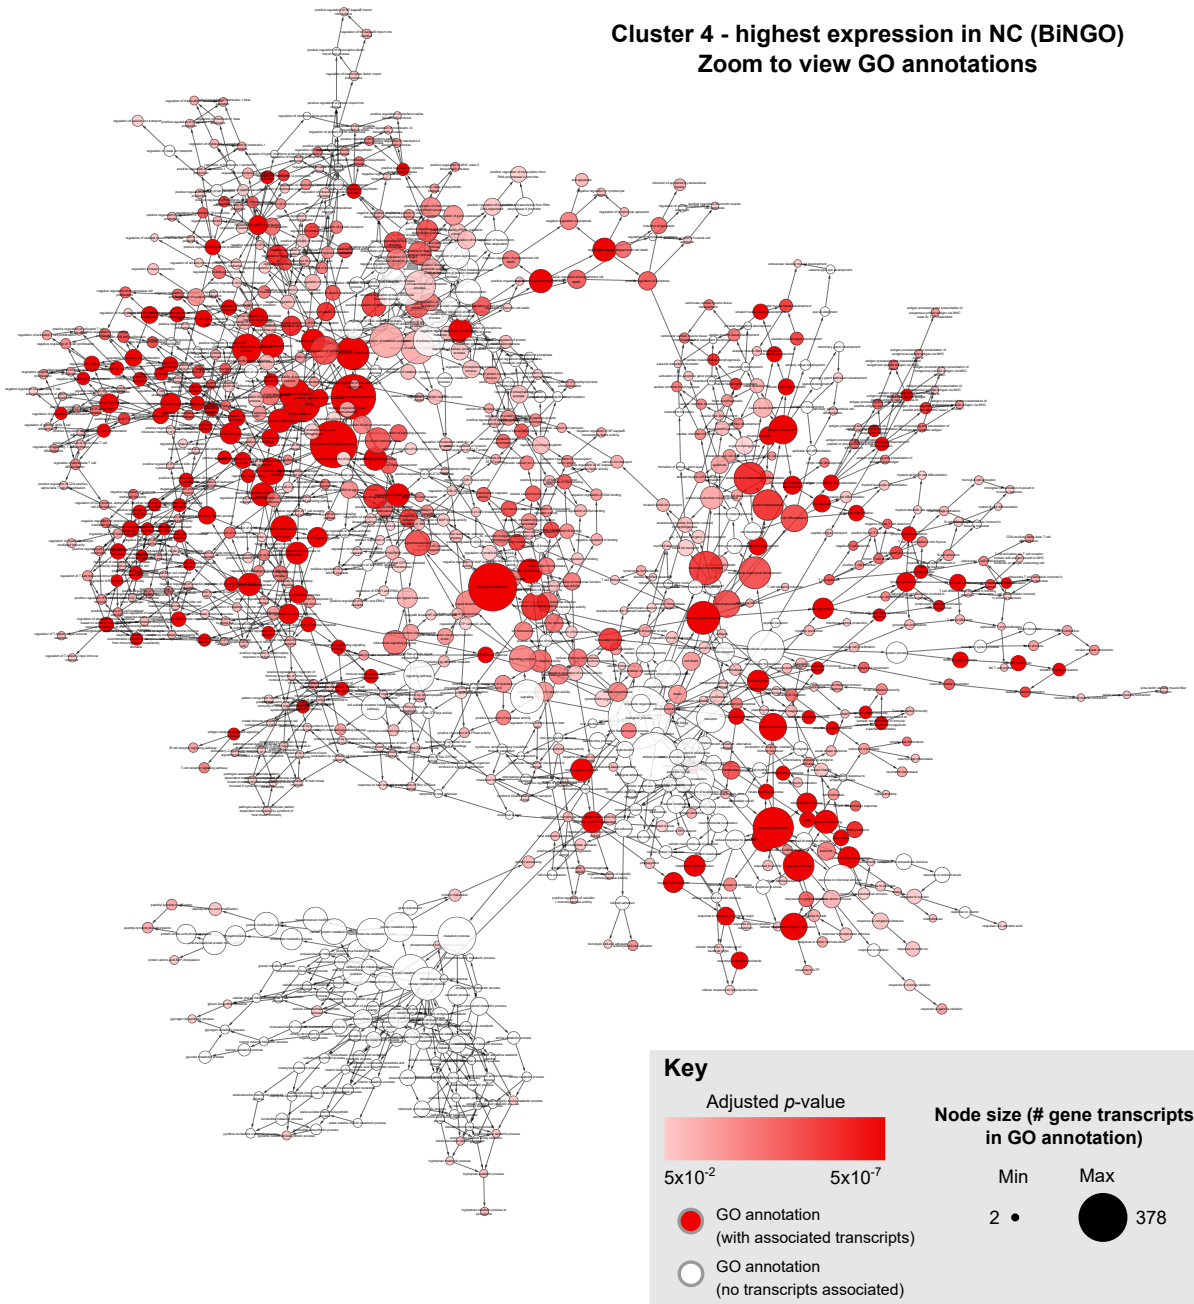

**Supplement:** Supplementary file 7 — Additional file 7: Fig. S3. (FigS3_BiNGO_Diagram_Clusters.pdf). Enlarged versions of the BiNGO cluster diagrams displayed in Figs. 3A-D, in which each cluster can be zoomed-in on with clarity to view all associated GO annotations and their interrelations. (Page 1) Cluster 1 (enriched in PEG); (Page 2) Cluster 2 (enriched in PEG and Unop); (Page 3) Cluster 3 (enriched in Unop); (Page 4) Cluster 4 (enriched in NC).

How the deposited data were processed for this re-analysis (not part of the article)

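Bulk RNA-seq of sciatic nerve tissue was examined for 3 PEG-fused PNAs, 3 NC PNAs and 2 Unop nerves, 8 libraries in all. Signal values are normalized read counts: the authors aligned paired-end reads to Rnor 6.0 with Tophat2, counted them per gene with HTSeq-count and divided the counts by the median-of-ratios size factors of DESeq2 before the values were deposited. The authors also deposited, for each pair of groups, log2 fold changes and their standard errors from DESeq2 fitted to the read counts of the 8 libraries. The score deposited beside each fold change is the Wald statistic that the authors computed with DESeq2. The deposited p-value of each gene is from the Wald test of DESeq2 by the authors, and the adjusted p-value is from the Benjamini-Hochberg method. The authors' fold changes, scores and p-values were used only to list and compare their DEGs.

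The planned test, edgeR with TMM factors, assumed raw read counts, and the values turned out to be normalized counts. The main test was therefore limma 3.58.1 (trend) on log2(normalized count + 1), with a group-means model and 1 contrast per pair of groups. Of the normalized values, 100% were whole numbers of reads within 0.001 after division by a constant per library, and size factors between 0.800 and 1.12 were recovered. On these whole reads, edgeR 4.0.16 (quasi-likelihood, TMM factors) called 2091 DEGs in PEG-fused against NC PNAs, beside 1903 from limma. Genes with at least 10 normalized counts in at least 2 libraries were tested, 16478 of 22798 genes with a read, and 9747 further genes had no read. The log2 scale with a pseudocount of 1 understates the change of genes with low counts. Adjusted p is from the Benjamini-Hochberg method over the tested genes of a comparison, and the prior degrees of freedom of limma were 3.27. The spread of a gene is shared by the 3 groups, on which comparisons with the 2 Unop nerves rest.

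The grouping of the samples, the alternatives for filter, tool, normalization, outlier handling, fold change threshold, pairing and replicates, the gene lists and the 12 gene families were chosen before the data were examined, though after the paper and its figures were read. The use of limma in place of edgeR, rescaling by TMM factors, a pseudocount of 8 for tests of genes, clusters of the DEGs of limma and the family of fibroblast growth factors were chosen afterwards. Alternatives for genes were DESeq2 1.42.0 and edgeR with median-of-ratios or TMM factors on the recovered reads, no filter, a stricter filter of 50 counts, only the 2 groups compared, a robust fit, a block by replicate number, no fold change threshold, a test against a fold change of 2 and each library left out in turn. Named genes are those that the paper names or labels, and the 5 genes with the smallest adjusted p in each direction of each comparison, 163 in all. The stricter filter, the missing fold change threshold and the test against a fold change of 2 were not among the alternatives for named genes. Genes that the paper names in several places were counted in each. The paper chose its named genes on these same libraries, so tallies over them are not independent evidence. A few of the named genes are not reported here.

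Limma was tested on simulated counts with 200 changed genes per comparison. It recovered 200 of 200 in each, with 2, 7 and 3 false calls. DESeq2 recovered 196, 199 and 198. Every simulated change was larger than the threshold of a DEG and lay in genes above the lowest counts. All genes had the same dispersion of 0.03, while many genes were less even between the real NC PNAs. The check therefore does not measure how well small or uneven changes were recovered, nor rank the tools on the real libraries.

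Principal components and correlations used all 22798 genes with a read (scikit-learn 1.9.0, NumPy 2.4.6 and SciPy 1.17.1 in Python 3.11.15, pandas 2.3.3, with R 4.3.3 for the tests). K-means used 4 centres and 100 starts on z-scores of the 2180 DEGs of the authors. Families were defined by gene symbol and compared with all other tested genes by a two-sided Fisher's exact test. This test treats genes as independent units, which they are not, so its p does not measure the spread between animals. Lists of marker genes were summarised by the median log2 fold change of their tested genes, set against 10000 random lists of the same size matched on mean expression. They covered graft rejection, skeletal muscle fibres, muscle development, adipocytes, red blood cells, all T cells, T cell effectors, response to interferon gamma, macrophages, lipid-handling macrophages, B and plasma cells, neutrophils, endothelium, fibroblasts, the cell cycle and Y-linked genes. Genes with 0 reads in a group were given bounds from a floor of 3 counts per library in place of fold changes.

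Depth was between 32472925 and 39959620 reads on genes per library. Symbols were taken from the deposited values, where 24 gene identifiers had none and 163 symbols stood on several identifiers. A few marker genes had no such symbol and were left out of their lists. Reads of near-identical genes, among them the major histocompatibility (RT1) genes and protocadherins, can be split or lost by the counting. Immunohistochemistry and RT-qPCR were not analysed here, and neither were pathway networks.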

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

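The comparisons with Unop nerves described here were tested on marker lists whose results the paper does not discuss; the tests on red blood cell genes, on S100a8 and S100a9 and on quartiles of fibre genes were chosen only after the result had been seen.

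The median log2 fold change of 27 tested skeletal muscle fibre genes in NC PNAs against Unop nerves was 2.908 (2.87 with bounds in place of the 1 gene with 0 reads in a group; central 95% of random lists -0.51 to 0.457). It lay between 1.724 and 4.624 with each library left out, and 4 genes were called higher by limma. Adhered skeletal muscle is an explanation that fits the size of the same median in PEG-fused against NC PNAs, -4.219. Over the 27 genes, the quartiles of the rise over the mean of PEG-fused PNAs on the log2 scale were 5.82 to 6.68 in NC 1, 4.49 to 5.13 in NC 3 and 0.37 to 0.94 in NC 2. The rise was not even in all fibre genes, with lowest values of 1.38 in NC 1 and -0.7 in NC 3. The paper itself names muscle development among the functions of cluster 4.

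For 12 tested genes of muscle development, the median was 0.81 in PEG-fused PNAs against Unop nerves (0.586 with bounds; upper end of random lists 0.725; 0.17 to 1.368 with each library left out), so this small difference depends on single libraries. In NC PNAs against Unop nerves it was 3.991 (3.592 with bounds; 2.894 to 5.521 with each library left out), with sums of normalized counts of 9934 in NC 1, 572 in NC 2 and 13070 in NC 3 beside 370 and 311 in Unop nerves.

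For 6 tested B and plasma cell genes, the median in NC PNAs against Unop nerves was 3.701 (central 95% of random lists -1.521 to 1.751; 3.197 to 3.995 with each library left out), and limma called 5 of them. For 7 tested neutrophil genes, it was 3.618 in PEG-fused PNAs (2.791 to 4.326 with each library left out; 5 called) and 3.979 in NC PNAs (3.152 to 4.806; 6 called), with a median of -0.056 between the PNAs. More blood left in the PNAs could raise both lists, but red blood cell genes fell in PEG-fused PNAs against Unop nerves, with a median of -2.801, so blood does not account for them. Neutrophils could raise the genes of their list, but S100a8 and S100a9 reached no more than 61.74 normalized counts in a PNA, while Mmp8 lay between 278 and 2126, Mmp9 between 538 and 3368 and Csf3r between 654 and 1829. Other cells that express these genes remain open.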

How the results depend on the processing

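The tests described here followed choices made in advance, apart from limma as the main test, edgeR with TMM factors as an alternative (planned as the main test for raw reads), rescaling by TMM factors, a pseudocount of 8 for genes and clusters of the DEGs of limma, tests which were chosen only after the values had been seen.

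The number of DEGs depended most on the threshold for the fold change. Without it, limma called 2477 genes higher and 2286 lower in PEG-fused against NC PNAs, 4800 and 4713 in PEG-fused PNAs against Unop nerves, and 5305 and 5322 in NC PNAs against Unop nerves. A test against a fold change of 2 called 31 and 137, 1488 and 1361, and 2019 and 1863. The tool changed these numbers less, with 741 and 1428 DEGs by DESeq2, 754 and 1337 by edgeR with TMM factors and 730 and 1357 by edgeR with median-of-ratios factors in PEG-fused against NC PNAs. Between 452 (without PEG 2) and 805 (without NC 1) genes were higher and between 877 (without PEG 2) and 1242 (without NC 2) lower with each library left out in turn. In PEG-fused PNAs against Unop nerves, the ranges were 2566 to 2693 and 2101 to 2485, and in NC PNAs against Unop nerves 3035 to 3275 and 2679 to 3199.

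Each library carries the label of a different animal, but replicate numbers could stand for a day of work shared by groups. Correlations of the deviations from the group mean between libraries with the same number were 0.108, 0.154, 0.152, 0.109, 0.136, 0.157 and -0.05. These values do not exclude a shared day, and replicates were treated as unpaired because the sources used here name no such day. With a block by replicate number, 666 genes were higher and 1178 lower in PEG-fused against NC PNAs.

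The share of variance on the first principal component was 61.326% with genes not scaled and 55.735% for genes with a mean normalized count of at least 10, and between 43.591% and 49.763% with each library left out. The second component held between 17.236% and 23.862% with a library left out. The lowest Pearson's r within a group was 0.951 without the log scale, 0.982 with a pseudocount of 8 and 0.955 for genes with a mean count of at least 10. Between PEG-fused and NC PNAs, the mean r was 0.879, 0.974 and 0.933 in the same order, and between PNAs and Unop nerves it was 0.618 without the log scale and 0.804 for genes with a mean count of at least 10. With each library left out, these values lay between 0.977 and 0.986 within a group, between 0.967 and 0.973 for PEG-fused with NC PNAs, and between 0.919 and 0.927 for PNAs with Unop nerves. The order of the groups stayed the same in each setting.

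K-means on z-scores of log2 counts placed 433 DEGs in a group high in PEG-fused PNAs and Unop nerves and 0 in a group highest in Unop nerves, against 0 and 441 on the scale of counts. No other setting formed a group high in both.

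The families of laminins and integrins depended on the threshold and on single libraries. With no fold change threshold, the odds ratio for higher laminins was 5.661 (Fisher's exact adjusted p = 0.0178), where no laminin was a DEG. Without NC 1 it was 2.152, without PEG 1 2.564, and 0 without NC 2. For higher integrins, it was 3.465 (Fisher's exact adjusted p = 0.00521) with no fold change threshold, 5.375 (Fisher's exact adjusted p = 0.011) without PEG 3 and 0 without PEG 2. For lower toll-like receptors, it was 4.584 (Fisher's exact adjusted p = 0.104) without NC 2. Of 7 transcripts of the myelinating phenotype, 4 were called higher in PEG-fused than in NC PNAs without NC 1, and 2 without PEG 2.

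The median of the neutrophil list in PEG-fused against NC PNAs was 0.308 without PEG 2, and with each library left out it lay between -0.323 and 0.308.

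For named genes in PEG-fused against NC PNAs, alternatives other than leaving out a library kept the call and sign in 1406 cases, gave a call that the main test lacked in 27 (12 genes) and lost a call in 24 (9 genes). Leaving out a library kept it in 883 cases, added a call in 11, lost it in 68 (20 genes) and reversed the sign in 8 (5 genes). In PEG-fused PNAs against Unop nerves, these numbers were 749 kept, 1 added and 18 lost (7 genes) for other alternatives, and 406 kept, 1 added, 21 lost (11 genes) and 2 reversed for libraries. In NC PNAs against Unop nerves, other alternatives kept all 350 and leaving out a library kept 191 and reversed 4 (3 genes).

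Signs reversed only where the main log2 fold change was small or a group was uneven. Mrc1 in PEG-fused against NC PNAs had a log2 fold change of -0.09, which was -0.254 without NC 2, 0.054 without NC 3 and 0.051 without PEG 2. Mag in PEG-fused against NC PNAs had a log2 fold change of -1.21, which was -2.163 without NC 3 and 0.156 without NC 1. Pmp22 in PEG-fused against NC PNAs had a log2 fold change of 0.24, which was -0.011 without NC 2, -0.083 without NC 3 and 0.802 without NC 1. Egr1 in PEG-fused against NC PNAs had a log2 fold change of 0.06, which was -0.024 without NC 3, -0.108 without PEG 2 and 0.207 without PEG 3. Top2a in PEG-fused against NC PNAs had a log2 fold change of 0.03, which was -0.014 without NC 3 and 0.083 without NC 2. Spp1 in PEG-fused PNAs against Unop nerves had a log2 fold change of 0.07, which was -0.063 without PEG 3, -0.180 without Unop 2 and 0.320 without Unop 1. Thbs1 in NC PNAs against Unop nerves had a log2 fold change of -0.07, which was 0.137 without NC 1, 0.008 without Unop 2 and -0.304 without NC 3. Syt4 in NC PNAs against Unop nerves had a log2 fold change of 0.38, which was -0.095 without Unop 2 and 0.890 without NC 1. Col1a1 in NC PNAs against Unop nerves had a log2 fold change of 0.25, which was -0.174 without Unop 2 and 0.673 without Unop 1.

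Against NC PNAs, genes not called by the main test were called in these settings: Tgfb1 with DESeq2 and only the 2 groups, Arg1 without NC 2, Cd86 with only the 2 groups, Pmp22 without NC 1, Mbp without NC 1, Artn with DESeq2 and without NC 2, Cdk1 with DESeq2, TMM scaling, edgeR (median-of-ratios factors), edgeR (TMM factors), only the 2 groups, a pseudocount of 8 and a robust fit, Cdhr1 with DESeq2, Nrtn with TMM scaling and a robust fit and without NC 1, Scd with DESeq2 and only the 2 groups and without NC 2, P2rx3 with DESeq2, edgeR (median-of-ratios factors) and edgeR (TMM factors) and without PEG 3, Mmp3 with DESeq2 and the block and without PEG 1, Pdrg1 with TMM scaling and without NC 1, Selp with the block, Col3a1 with DESeq2, edgeR (median-of-ratios factors), edgeR (TMM factors) and a robust fit.

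Against NC PNAs, calls were lost in these settings: Il17a with only the 2 groups and the block and without PEG 1, PEG 2 and PEG 3, Tlr9 with the block and without NC 2, NC 3, PEG 2 and PEG 3, Ccl2 without PEG 3, Tlr4 without NC 1, NC 3, PEG 2 and PEG 3, Cd163 without NC 1, NC 3, PEG 1 and PEG 2, Cdh2 without NC 1, PEG 2 and PEG 3, Cenpf with the block and without NC 1, NC 3, PEG 2 and PEG 3, Ccl5 without NC 3, PEG 2 and PEG 3, Col1a1 with no filter, a pseudocount of 8, the block and a robust fit and without NC 1, NC 2, NC 3, PEG 2 and PEG 3, Col1a2 without NC 2, PEG 2 and PEG 3, Lox without PEG 2, Col5a1 without NC 1, NC 2 and PEG 3, Pde3a without PEG 2 and PEG 3, Clic5 with a robust fit and without NC 1, NC 3, PEG 1, PEG 2 and PEG 3, Grik3 with edgeR (median-of-ratios factors), edgeR (TMM factors), only the 2 groups, a pseudocount of 8 and the block and without NC 2, NC 3, PEG 2 and PEG 3, Slc4a1 with edgeR (TMM factors), no filter, a pseudocount of 8 and the block and without NC 1, NC 2, NC 3, PEG 1 and PEG 3, P2rx5 without PEG 3, C4a without NC 2, NC 3, PEG 1 and PEG 2, Itgb6 with TMM scaling, no filter, only the 2 groups, a pseudocount of 8 and a robust fit and without NC 1, NC 3, PEG 1, PEG 2 and PEG 3, Nfatc1 with the block and without NC 2, NC 3, PEG 1 and PEG 2. In PEG-fused PNAs against Unop nerves, calls were lost in these: Gzmb without Unop 2, Ifng with DESeq2, edgeR (median-of-ratios factors), edgeR (TMM factors) and a pseudocount of 8 and without PEG 1, PEG 3 and Unop 2, Il2 with DESeq2 and a pseudocount of 8, Il2ra with only the 2 groups and the block and without PEG 1, PEG 3, Unop 1 and Unop 2, Il10 with DESeq2, edgeR (median-of-ratios factors), a pseudocount of 8 and the block and without PEG 1, PEG 3 and Unop 2, Pdcd1 without Unop 2, Il12b with a pseudocount of 8, Cd40lg without Unop 1, Nos2 with edgeR (median-of-ratios factors), edgeR (TMM factors), a pseudocount of 8 and the block and without PEG 1, PEG 3, Unop 1 and Unop 2, Cd40 without Unop 2, Nrcam without Unop 1, Col1a1 with the block and without Unop 2. There, calls were gained in these: Stat4 with the block, Nampt without PEG 1.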

Differences from the paper's values

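Testing with limma in place of edgeR and the count of fibroblast growth factors were tests chosen only after the values had been seen, and the other tests, DESeq2 among them, were chosen before the data were examined.

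The paper reports 200 DEGs in a cluster high in PEG-fused PNAs and Unop nerves. K-means here placed 0 DEGs in such a group on z-scores of normalized counts and 433 on z-scores of log2 counts, so neither scale gave 200. The paper's z-scores match normalized counts in all 1999 DEGs held, which include these 200. Their mean z was 0.53 in PEG-fused PNAs, -1.02 in NC PNAs and 0.73 in Unop nerves. On normalized counts, 78 lay in the group highest in PEG-fused PNAs and 122 in the group highest in Unop nerves. These DEGs were thus high in both on average, though split here. For PEG-fused against NC PNAs, the authors' table holds 747 higher and 1433 lower DEGs, and limma called 726 and 1177. DESeq2, which the authors used, called 741 and 1428 here.

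Several transcripts that the paper describes as changed against NC PNAs were not called by limma. Cd68 had a log2 fold change of 0.36 (standard error 0.23, adjusted p = 0.264) and was called in no alternative. Gdnf had a log2 fold change of 0.90 (standard error 0.35, adjusted p = 0.0917) and was called in none. Tgfb1, described as lower, had a log2 fold change of -0.38 (standard error 0.14, adjusted p = 0.0752) by limma, and was called by DESeq2 (adjusted p = 0.0477) and in limma with only the 2 groups (adjusted p = 0.0271). Over all alternatives, its adjusted p lay between 0.0271 and 0.199. Il4 had 0 to 2 reads per PNA and was not tested. Mbp had a log2 fold change of 0.76 (standard error 0.53, adjusted p = 0.315) and was called only without NC 1 (limma adjusted p = 0.00856, between 0.00856 and 0.798 over all alternatives). Cd86 had a log2 fold change of -0.44 (standard error 0.19, adjusted p = 0.114) and was called with only the 2 groups. Mmp3 had a log2 fold change of 1.61 (standard error 0.64, adjusted p = 0.0917) and was called by DESeq2, with the block and without PEG 1. Cdhr1, Scd, P2rx3 and Nrtn, which the paper lists in its clusters, had limma adjusted p of 0.0982, 0.0914, 0.0623 and 0.0502, and DESeq2 called Cdhr1, Scd and P2rx3. In the authors' deposited DESeq2 values, Cd68 (adjusted p = 0.254), Gdnf (0.146), Mbp (0.723) and Cd86 (0.0705) did not pass 0.05 either, so the tool does not account for these. Tgfb1 (0.0458), Mmp3 (0.0276), Cdhr1 (0.0127), Scd (0.0318), P2rx3 (0.0204) and Nrtn (0.0482) passed in the deposited DESeq2 values, and DESeq2 here called these apart from Nrtn.

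Against Unop nerves, the paper describes each T cell-associated transcript as higher in PEG-fused PNAs, and limma called 14 of 16. It describes each of the factors of its discussion as higher, and limma called 18 of 22, with Nfatc1 lower. Cd274 had a log2 fold change of 0.25 (standard error 0.15, adjusted p = 0.193). Of 40 collagens, 14 were higher and 10 lower DEGs in PEG-fused PNAs against Unop nerves. Of 16 fibroblast growth factors, 2 were higher and 2 lower DEGs against NC PNAs, where the paper describes an extensive array. No laminin of 10 was a DEG against NC PNAs, though 5 were called higher with no fold change threshold. Families were defined by gene symbol here, unlike the InterPro families and domains of the paper.

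By adjusted p from limma, the genes that the paper names as most changed ranked in part below others: Il2ra was number 12 of the lower DEGs and Spp1 number 16 of the higher DEGs against NC PNAs, Cdk1 was number 53 of the higher DEGs of PEG-fused PNAs against Unop nerves, and Lyn and Nfam1 were numbers 7 and 9 of the higher DEGs of NC PNAs against Unop nerves.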

Other observations

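The tests on Stat4, on lipid-handling macrophages, on red blood cell genes, on S100a8 and S100a9 and on muscle genes in single NC libraries were tests chosen only after the results had been seen.

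Of the PNA libraries, NC 1 and NC 3 held muscle transcripts and NC 2 held few. Acta1 had normalized counts of 202480 in NC 1, 3635 in NC 2 and 76780 in NC 3. All 38 DEGs of the authors that belong to the 2 muscle lists lay in 1 k-means group of 393 DEGs with a mean z of 2.02 in NC 1, -0.26 in NC 2 and 0.71 in NC 3. The median of muscle development genes was -3.147 in PEG-fused against NC PNAs, and that of fibre genes was -4.219 there and -1.279 in PEG-fused PNAs against Unop nerves, where it lay between -2.523 and -0.331 with each library left out and so depends on single libraries (central 95% of random lists -0.46 to 0.394). Adhered muscle could carry both lists. The 12 muscle development genes, which rose by medians of 4.7 in NC 1 and 4.19 in NC 3, could also come from muscle that regenerates near the graft. Histology of the excised NC PNAs, or in situ hybridization for a myogenic gene, would tell these apart.

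DEGs that the authors called lower and limma did not were uneven between NC PNAs. In these 294 DEGs, the median SD of log2 counts over NC PNAs was 1.825, NC 1 was the highest NC library in 74.8% and NC 2 the lowest in 74.8%. In the 1139 lower DEGs called by both, the SD was 0.404 and the shares were 28.4% and 20.4%. Of the 294, 197 lay in the k-means group that holds the muscle genes.

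T cell effector genes and T cell genes as a whole fell by similar amounts. The median in PEG-fused against NC PNAs was -3.481 for 11 effector genes and -3.132 for 9 pan-T genes, a difference of -0.349, which lay between -0.496 and 0.106 with each library left out (0.106 without PEG 3, 0.058 without NC 3). Fewer T cells with the same expression per cell fit this difference. A change of expression per cell in single effectors stays open, since Ifng fell further, by a log2 fold change of -5.04. Against Unop nerves, the medians were 1.896 and 3.359 in PEG-fused PNAs (1.966 with bounds for effector genes) and 5.142 and 6.27 in NC PNAs. Counting T cells by flow cytometry beside the effector transcripts of sorted cells would tell number from state.

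Stat4 did not follow T cells alone. Its log2 fold change in NC PNAs against Unop nerves differed from the median of the pan-T list by -3.415, and Unop nerves already held 5393 ± 129 (SD, n = 2) normalized counts. Another cell of the nerve could express it.

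Macrophage genes moved in opposite directions by kind. The median of 11 lipid-handling and lysosomal macrophage genes in PEG-fused against NC PNAs was 0.76 (central 95% of random lists -0.245 to 0.321; 0.65 to 0.829 with each library left out), while that of 12 pan-macrophage genes was -0.788 (-0.292 to 0.335). Of the 12 pan-macrophage genes, 10 were lower and 1, Cd68, higher in every PEG-fused PNA than in every NC PNA. This argues against more macrophages of unchanged expression as the source of the rise. The test cannot exclude a change of expression per macrophage. Nor does it place the rise in macrophages, since Lpl of the lipid-handling list was highest in Unop nerves, at 24353 and 16132 normalized counts. Against Unop nerves, the lists rose by medians of 2.463 and 2.199 in PEG-fused PNAs and 1.703 and 3.051 in NC PNAs. Clearance of myelin debris by fewer macrophages per graft is an untested possibility, and staining for a lipid-handling marker beside a pan-macrophage marker would test it.

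The 15 adipocyte marker genes were highest in Unop nerves, with a median of -4.592 in PEG-fused PNAs and -3.095 in NC PNAs against them, and of -1.404 between the PNAs. With each library left out, the first median lay between -6.04 and -3.283 and the second between -4.068 and -2.7. Each gene was lower in every PNA than in either Unop nerve, and without the genes that the paper names the median in PEG-fused PNAs was -3.545. Adipocytes of the epineurium, kept with Unop nerves and not with PNAs, could explain part of the lipid metabolism genes of cluster 3. Median changes of red blood cell genes were -0.507 between the PNAs, inside the central 95% of random lists (-0.654 to 0.583), and -2.09 in NC PNAs against Unop nerves.

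The remaining lists had these medians in PEG-fused against NC PNAs, in PEG-fused PNAs against Unop nerves and in NC PNAs against Unop nerves: graft rejection -2.384, 1.931 and 4.502, response to interferon gamma -2.926, 1.534 and 4.176, endothelium 0.185, -0.271 and -0.691, fibroblasts 0.743, 1.314 and 0.429, and the cell cycle 0.288, 4.556 and 4.156. B and plasma cell genes had a median of -2.588 between the PNAs and of 1.228 in PEG-fused PNAs against Unop nerves, the latter inside the central 95% of random lists (-1.338 to 1.35), between 0.453 and 1.64 with each library left out, and with 1 gene called. The medians of endothelium, and that of fibroblasts in NC PNAs against Unop nerves, also lay inside the central 95% of their random lists.

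Of 4 Y-linked genes analysed, Ddx3y had between 4 and 18 reads per library, Unop nerves included, and Eif2s3y, Kdm5d and Usp9y had 0 in each. Male donors therefore do not account for a difference between PNAs, and at most 18 reads of 1 gene may come from shared sequence.

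Regrouping cannot exclude chance in this design. Of the 10 ways to split the 6 PNAs into 3 and 3, 1 gave as many DEGs as the real split, the real split itself, and the other 9 gave 0 by limma and by edgeR, so the share cannot fall below 0.1.

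Myelin transcripts in NC PNAs came mostly from NC 1, with Mag at 16.59 times the mean of NC 2 and NC 3. Without NC 1, Mbp rose in PEG-fused against NC PNAs by a log2 fold change of 1.44 (limma adjusted p = 0.00856, between 0.00856 and 0.798 over all alternatives). Degeneration that was less advanced, or a piece of host nerve, could give NC 1 its myelin transcripts. More NC PNAs, with the ends of the graft sampled apart, would tell.

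In the supplementary table of clusters (Additional File 5: Table S3), of which the first 1999 of 2180 DEGs were held here, z-scores matched the normalized counts of the gene identifier in all 1999, whereas the fold change and the gene name matched the identifier in 1. The sign of the fold change was opposite to the z-scores in 898, and in 0 when the fold change of the identifier itself was used. The cause was not tested. The numbers of its clusters also follow another order than the text, with 1 high in PEG-fused PNAs and Unop nerves, 2 highest in Unop nerves, 3 in NC PNAs and 4 in PEG-fused PNAs.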
